# Disabled-2 is a negative immune regulator of lipopolysaccharide-stimulated Toll-like receptor 4 internalization and signaling

**DOI:** 10.1038/srep35343

**Published:** 2016-10-17

**Authors:** Wei-Shan Hung, Pin Ling, Ju-Chien Cheng, Shy-Shin Chang, Ching-Ping Tseng

## Abstract

Toll-like receptor 4 (TLR4) plays a pivotal role in the host response to lipopolysaccharide (LPS), a major cell wall component of Gram-negative bacteria. Here, we elucidated whether the endocytic adaptor protein Disabled-2 (Dab2), which is abundantly expressed in macrophages, plays a role in LPS-stimulated TLR4 signaling and trafficking. Molecular analysis and transcriptome profiling of RAW264.7 macrophage-like cells expressing short-hairpin RNA of Dab2 revealed that Dab2 regulated the TLR4/TRIF pathway upon LPS stimulation. Knockdown of Dab2 augmented TRIF-dependent interferon regulatory factor 3 activation and the expression of subsets of inflammatory cytokines and interferon-inducible genes. Dab2 acted as a clathrin sponge and sequestered clathrin from TLR4 in the resting stage of macrophages. Upon LPS stimulation, clathrin was released from Dab2 to facilitate endocytosis of TLR4 for triggering the TRIF-mediated pathway. Dab2 functions as a negative immune regulator of TLR4 endocytosis and signaling, supporting a novel role for a Dab2-associated regulatory circuit in controlling the inflammatory response of macrophages to endotoxin.

Innate immune responses are the first line of defense in fighting against invasion of pathogenic microbes. Binding of the pathogen-associated molecular patterns (PAMPs) that are expressed on infectious microorganisms to the pattern-recognition receptors in macrophages is crucial for the activation of macrophages and the production of cytokines and chemokines necessary for microbial clearance and the development of effective immunity^1^. Excessive generation of inflammatory mediators contributes to the pathogenesis of septic shock and autoimmune diseases, such as rheumatoid arthritis, inflammatory bowel disease, and multiple sclerosis^2^,^3^,^4^. Tight regulation of inflammatory responses is essential for the appropriate action of the innate immune system.

Toll-like receptors (TLRs) are the primary pattern-recognition receptors that act as the sensors of invading pathogens in macrophages and are pivotal to both innate and adaptive immunity^5^,^6^. Ligand binding results in the engagement of TLRs and activates multiple signaling cascades that ultimately cause the induction of genes involved in innate immune responses. At the initial stage of TLR signaling, specific combinations of the Toll/interleukin-1 receptor (TIR) domain-containing adapter proteins, such as myeloid differentiation factor 88 (MyD88), TIR-domain-containing adaptor protein-inducing interferon-β (TRIF), TIR-associated protein (TIRAP), and TRIF-related adaptor molecule (TRAM), are recruited to associate with individual TLRs. MyD88 is recruited to all TLRs, with the exception of TLR3. MyD88 interacts with interleukin-1 receptor-associated kinase (IRAK) complex and tumor necrosis factor receptor-associated factor 6 (TRAF6), resulting in activation of the canonical I kappa B kinase (IKK), nuclear factor-κB (NF-κB) and the mitogen-activated protein kinase (MAPK) cascade that is responsible for the formation of AP-1 transcription factor complex^7^. Alternatively, specific TLRs, including TLR3 and TLR4, recruit TRIF and, via TRAF3, induce the expression of cytokine genes through the activation of noncanonical IKKs and NF-κB, whereas the induction of type I interferon (IFN) and RANTES occurs through the phosphorylation and activation of IFN regulatory factor 3 (IRF3)^8^,^9^. Among the TLRs, TLR4 together with myeloid differentiation factor 2 (MD2) recognizes lipopolysaccharide (LPS), a principal membrane component of Gram-negative bacteria. Through the sorting adaptor of TIRAP, TLR4 recruits MyD88 and activates the MyD88-dependent pathway in response to LPS binding. After endocytosis of the TLR4/MD2 complex and through the sorting adaptor of TRAM to recruit TRIF, TLR4 signaling transits sequentially into a TRIF-dependent pathway that activates IRF3 and the generation of type I IFN and RANTES^9^,^10^,^11^.

Trafficking of TLR4 from the cell surface to the endosome/lysosome and from the endoplasmic reticulum (ER) to the cell surface are both important in the regulation of TLR4 signaling. In response to ligand binding, internalization of the surface TLR4/MD2 receptor complex into lysosomes not only activates TRIF-dependent signaling but also leads to the degradation of TLR4 and the termination of the LPS response. Clathrin-coated vesicles, dynamin, CD14 and Rab11a GTPase play a role in the internalization of the surface TLR4^12^,^13^,^14^,^15^. Maintenance of an optimal level of the surface TLR4 via continuous replenishment of TLR4 from intracellular compartments such as the Golgi apparatus and endosomes is also crucial for macrophage activation upon infection by Gram-negative bacteria. Both chaperones gp96 and PRAT4A are key players in TLR4 trafficking from the ER to the cell surface^16^,^17^. The small GTPase Rab10 further refines TLR4 signaling by regulating the trafficking rate of TLR4 moving to the plasma membrane^18^.

Disabled-2 (Dab2) is an endocytic adaptor protein involved in the regulation of receptor trafficking of the low-density lipoprotein receptor (LDLR)^19^,^20^, the apolipoprotein E receptor 2 (ApoER2)^21^, megalin^22^,^23^,^24^, integrin β1 and αIIbβ3^25^,^26^,^27^,^28^, the type II transforming growth factor-β receptor^29^, the cystic fibrosis transmembrane conductance regulator (CFTR)^30^ and the MHC I & II molecules^31^. Dab2 facilitates the assembly of the cargo transmembrane receptors to the clathrin-coated pits and regulates receptor internalization by engaging the N-terminal phosphotyrosine binding domain of Dab2 with the NPXY motif in the cargo transmembrane receptors^28^,^32^. Dab2 is widely distributed in various immune cell types including macrophages, T cells and dendritic cells, where they have different functions. Dab2 mediates the signal transduction of colony stimulating factor 1 (CSF-1) in macrophages^33^,^34^, functions as a negative regulator in adaptive immunity and is a FOXP3 target gene that is required for a subset of T_reg_ cell functions^35^. Vaccination with Dab2-deficient dendritic cells inhibits tumor growth by negatively regulating immunogenicity in dendritic cells^31^. Regardless of these studies, the role and the underlying mechanisms of Dab2 in the innate immune response and the trafficking of TLR4 has yet to be established.

This study revealed that Dab2 acts as a negative regulator in TLR4 signaling by restricting the clathrin interaction with TLR4, indicating a new role of Dab2 in the inflammatory response of macrophages.

## Materials and Methods

### Materials and reagents

Escherichia coli LPS (serotype O111:B4) was obtained from Sigma (St. Louis, MO). Murine macrophage colony-stimulating factor (M-CSF) was purchased from PeproTech (Rehovot, Israel). R-phycoerythrin (PE)-Texas Red-conjugated rat anti-IgG2aκ antibody and anti-F4/80 (BM8) antibody were purchased from Molecular Probe (Waltham, MA). Anti-Dab2 (p96) antibody was purchased from BD Biosciences (San Jose, CA). The anti*-*phospho-p38 (Thr180/Tyr182), anti-phospho-ERK1/2 (Thr202/Tyr204), anti-phospho-SAPK/JNK (Thr183/Tyr185), anti-IRAK1, anti-phospho-IRF3 (S396), anti-p65 and anti-TLR4 (#14358) antibodies were purchased from Cell Signaling Technology (Beverly, MA). The anti-IκBα and anti-Dab2 (H-110) antibodies were purchased from Santa Cruz Biotechnology (Dallas, Texas). The anti-IRF-3 antibody was purchased from Epitomics (Burlingame, CA). The anti-β-actin antibody was purchased from Novus Biologicals (Littleton, CO). The anti-clathrin heavy chain (CHC) antibody was purchased from Abcam (Cambridge, UK). The anti-mouse CD16/32 (FcγRIII/II) and biotin-conjugated rat anti-TLR4/MD2 (MTS510) antibodies, the rat IgG2a isotype control, and the PE-conjugated streptavidin were purchased from eBioscience (San Diego, CA). The biotin-conjugated rat anti-TLR4 antibody (Sa15–21) was a gift from Dr. Kensuke Miyake (University of Tokyo). The PE-conjugated anti-mouse CD64 (FcγRI) antibody was purchased from BioLegend (San Diego, CA). The horseradish peroxidase (HRP)-conjugated anti-mouse and anti-rabbit secondary antibodies and the chemiluminescent HRP substrate were purchased from Millipore (Darmstadt, Germany). The shRNA plasmids were obtained from the National RNAi Core Facility located at the Institute of Molecular Biology/Genomic Research Center, Academia Sinica, and supported by the National Core Facility Program for Biotechnology Grants of NSC (NSC 100-2319-B-001-002).

### Cell Culture

The RAW 264.7 murine macrophage cell line was maintained in macrophage growth medium (Dulbecco’s modified Eagle medium (DMEM) supplemented with 10% heat-inactivated low-endotoxin fetal bovine serum, 4 mM L-glutamine, 100 U/ml penicillin, and 100 μg/ml streptomycin). Murine bone marrow-derived macrophages (BMMs) were obtained as described previously with some modifications^36^. Briefly, the bone marrow (BM) in the femur and tibia of the C57BL/6 mice were flushed with ice-cold 1X PBS. The BM cell suspension was collected by centrifugation at 500 × *g* for 10 min at room temperature. The red blood cells (RBCs) in the BM cell pellets were lysed by mixing the cell pellets with the RBC lysis buffer (0.14 M NH_4_Cl in 0.017 M Tris-HCl buffer, pH 7.6) for 10 min on ice^37^. The reaction was stopped by adding macrophage growth medium, and the residual BM cells were cultured in a 10-cm bacteriological dish (4 × 10^6^ cells/dish) in the presence of 10 ml macrophage growth medium supplemented with macrophage-colony stimulating factor (M-CSF, 20 ng/ml). An additional 5 ml of M-CSF-containing macrophage growth medium was added to the culture at day 3. At day 7 after culture, the non-adherent cells were removed by washing the cells with pre-warmed PBS, and the adherent BMMs were dissociated from the dish by incubating the cells with 5 mM EDTA. The suspended BMMs were washed once with 1X PBS and were resuspended in macrophage growth medium for further analysis. The animal experimental protocols were approved by the Chang Gung University Animal Care and Use Committee (approval ID: CGU15-034) and conducted in accordance with the policies and procedures described in the Guide for the Care and Use of Laboratory Animals National Research Council, National Academies Press, 1996.

### Lentivirus production

Lentiviruses were produced by the co-transfection of HEK-293T cells with 4 μg of short hairpin RNA (shRNA) lentiviral expression plasmid (mouse shDab2 clone B: 5′-CTCCAGTTACTTCAACAATAA-3′; and mouse shDab2 clone C: 5′-CCAGCAGTACAAGTCTGGAAT-3′), 4 μg of HIV-1 lentiviral packaging construct pCMVδ8.91 and 0.4 μg of VSV-G expression plasmid pMD.G using the Lipofectamine 2000 transfection method in 6-cm tissue culture plates. The lentiviral supernatant (3 ml) was harvested at 24 and 48 h post-transfection, respectively. After passing through a 0.22-μm filter, the supernatants were stored at −80 °C until use.

### Establishment of stable cell lines with a knockdown of Dab2 expression

RAW264.7 cells were plated at a density of 2 × 10^6^ cells/6-cm culture dish. At 24 h after cell plating, the cells were infected with lentiviral supernatant in the presence of 8 μg/ml of protamine sulfate. The culture medium was replaced with fresh DMEM medium 5 h post-infection. At 48 h post-infection, the cells were passaged into two 10-cm culture dishes containing 5 μg/ml of puromycin. Stable cell lines were used after at least 2 passages of puromycin selection.

### Microarray analysis

RAW264.7 cells (shLuc or shDab2-B) were treated with PBS or LPS (100 ng/ml) for 6 h. Total RNA was prepared by the TRI Reagent method^38^, and the RNA concentration was measured by spectrophotometer using a NanoDrop (Thermo Scientific, Wilmington, DE). The RNA integrity was verified using electrophoresis in a 1% agarose gel. RNA samples with an RNA integrity number greater than 8.0 underwent microarray analysis for profiling gene expression. Briefly, mouse whole genome OneArray microarray v2 (MOA-002) chips with 26,423 mouse genome probes and 872 experimental control probes were used (Phalanx Biotech Group). Two replicates were performed. All hybridized chips that met standard quality control criteria were calculated as the fold-changes. The data for microarray analysis were submitted to the GEO with the accession number GSE81088.

### Extraction of RNA and quantitative real-time RT-PCR

Two micrograms of total RNA was reverse transcribed using Superscript II (Invitrogen) and oligo dT primers. Quantitative real-time PCR was then performed using the LightCycler^®^ 480 instrument with the reaction conditions of pre-incubation at 95 °C for 10 min to activate HotStart Taq DNA polymerase, followed by 40 cycles of 15 s at 95 °C and 60 s at 65 °C. Water was used to replace cDNA in each run as a negative control in PCR amplification. The relative gene expression was determined by the ΔΔCt method^39^. The primer sets for PCR amplification are listed in Supplementary Table S1.

### Immunofluorescence staining

RAW264.7 cells were plated on the poly-L-lysine (Sigma) coverslips in 6-well plates at 5 × 10^5^/well. For immunofluorescence staining of Dab2, the cells were fixed with 4% paraformaldehyde for 30 min at room temperature, permeabilized with 0.1% Triton X-100 for 10 min and blocked with 3% bovine serum albumin/phosphate buffered saline (BSA/PBS) for 1 h. Cells were then incubated with the anti-Dab2 (p96) antibody (1:50) for 1 h at room temperature. After washing, the samples were incubated with the Alexa Fluor 488-conjugated anti-mouse IgG (1:200) and 4′,6-diamidino-2-phenylindole (DAPI) for 40 min. For the immunofluorescence staining of TLR4 and CHC, the cells were fixed in CellCover (Anacyte Laboratories, Hamburg, Germany) for 30 min at room temperature followed by blocking in 4% BSA/PBS for 30 min at room temperature. The biotinylated Sa15-21 (TLR4) and rabbit anti-CHC (1:250) antibodies were then added to the cells and incubated for 1 h at room temperature, followed by incubation with the Alexa Fluor 488-conjugated streptavidin (1:1000), Alexa Fluor 555-conjugated rabbit IgG (1:500) and DAPI for 40 min. The slides were mounted using fluorescent mounting medium (Dako, Hamburg, Germany) and were examined using a Zeiss LSM 510 confocal microscope (Carl Zeiss, Heidelberg, Germany). Images were acquired using the 63X oil objective. The co-localization coefficient between the indicated proteins was determined using the Zeiss LSM Image Browser Version (Carl Zeiss). Co-localization is defined as those areas where the fluorescent pixels of the two fluorescent channels overlay images that overlap. The co-localization coefficient is defined as the relative number of co-localizing pixels compared to the total number of pixels in the TLR4 above threshold.

### Enzyme-linked immunosorbent assay

The levels of cytokines for mouse TNF-α, IL-6 and RANTES were determined using the commercially available Ready-Set-Go (TNF-α and IL-6; eBioscience, San Diego, CA) and DuoSet (RANTES; R&D, Minneapolis, MN) ELISA kits. Briefly, cells were plated at a density of 2 × 10^5^ cells per well and starved for 2 h before stimulation with LPS. For the chlorpromazine (CPZ)-treated cells, cells were starved for 2 h with pre-treatment of 7.5 μM CPZ. After 2 h, cells were replaced with fresh serum-free DMEM followed by LPS stimulation. Supernatants were collected and assayed by ELISA according to the manufacturer’s instructions.

### Flow cytometry

For the immunodetection of cell surface expression of F4/80, a single-cell suspension (4 × 10^5^ cells/100 μl) in FACS buffer (0.1% BSA, 0.1% sodium azide in PBS) was incubated on ice for 10 min with the anti-CD16/CD32 antibody to block the Fc receptor. The cells were then incubated with the PE-Texas red-conjugated rat anti-mouse F4/80 antibody or the PE-Texas red-conjugated rat IgG2a κ isotype for 50 min. For analysis of TLR4/MD2 internalization, the single-cell suspension was incubated with the anti-CD16/CD32 antibody for 10 min on ice followed by incubation with the biotinylated rat anti-mouse TLR4/MD-2 monoclonal antibody MTS510 in FACS buffer. After several washes with the FACS buffer, the cells were incubated with the PE-conjugated streptavidin for 20 min and stained with 7-aminoactinomycin D to exclude the dead cells. The immunofluorescence signals were analyzed using a FACSCalibur system or C6 Accuri (BD Immunocytometry Systems).

### Cell surface biotinylation assay

The culture cells were washed twice with cold PBS before incubation with 0.2 mg/ml sulfo-NHS-SS-biotin (Thermo Fisher Scientific) in PBS/CM buffer (10 mM Na2HPO_4_, 2 mM KH_2_PO_4_, 137 mM NaCl, 2.7 mM KCl, 0.9 mM CaCl_2_ and 0.33 mM MgCl_2_) on ice for 30 min with shaking. The unbound biotin was quenched by adding 50 mM NH_4_Cl in PBS/CM buffer on ice for 10 min with gentle shaking. After cell surface labeling, the cells were transferred to the pre-warmed serum-free DMEM for 0, 15, 30 or 60 min at 37 °C to allow internalization of TLR4. At the indicated time, cells were washed twice with PBS/CM and then incubated three times with 100 mM 2-mercaptoethane sulfonic acid (MesNa) (Sigma) in a solution of 50 mM Tris-HCl, pH 8.6, 100 mM NaCl, and 2.5 mM CaCl_2_ for 10 min on ice to remove biotin. The free SH groups of MesNa were quenched by incubating the cells with 5 mg/ml iodoacetamide (Sigma) in PBS/CM on ice for 5 min. Cells were lysed in lysis buffer (50 mM HEPES, pH 7.5, 150 mM NaCl, 10% glycerol, 1.5% Triton X-100, 1.5 mM MgCl_2_, 10 μg/ml aprotinin, 10 μg/ml leupeptin, 1 mM PMSF, 200 μM sodium orthovanadate, and 100 μM EGTA). The lysates were clarified by centrifugation at 13,000 rpm for 10 min. The supernatants were incubated with 30 μl of NeutrAvidin-agarose (Pierce, IL, USA) at 4 °C overnight, and the immunoprecipitates were analyzed by Western blotting using the anti-TLR4 antibody (Cell Signaling, Beberly, MA). Image J analysis software was used for quantification of the changes in TLR4 internalization.

### Preparation of cell lysates, Western blot analysis and immunoprecipitation

For the preparation of cell lysates, the culture cells were washed twice and lysed in the lysis buffer for 30 min on ice. After centrifugation at 13,000 rpm for 10 min, the supernatants were collected as the total cell lysates. Western blot analysis was performed as described previously^40^. Briefly, cell lysates were fractionated on SDS-PAGE, and the proteins were transferred onto a polyvinylidene difluoride (PVDF) membrane. After blocking the membrane with 5% non-fat dry milk in 1X PBS containing 0.1% Tween 20 (PBST) at room temperature or in blocking buffer (T-PRO, Taiwan) overnight at 4 °C (for p-IRF3 detection), the membrane was incubated with the indicated primary antibodies and subsequently the horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit secondary antibodies (1:10000). Specific protein bands were detected using the chemiluminescent HRP substrate as described by the manufacturer (Millipore). The concentrations of the primary antibodies used in the Western blotting were 1:3000 for anti-Dab2 (p96), 1:10000 for anti-β-actin, 1:1000 for anti-phopho-IRF3 (Ser396), 1:3000 for anti-IRF3, 1:1000 for anti-IRAK1, 1:3000 for anti-IκB-α, 1:3000 for anti-phospho-p65 (Ser536), 1:1000 for anti-phospho-p38, 1:1000 for anti-phospho-ERK1/2, 1:1000 for anti-phospho-JNK, 1:3000 for anti-CHC, and 1:1000 for anti-TLR4 (D8L5W).

For immunoprecipitation analysis, the proteins were pre-cleared by incubation of the cell lysates with 15 μl of protein G agarose (Millipore) beads for 1 h at 4 °C. The cell lysates were then incubated with 2 μg of anti-Dab2 (H-110) (Santa Cruz) antibody in the presence of 30 μl of protein G agarose at 4 °C for 2.5 h. The immuno-precipitated lysates were electrophoresed on 10% SDS-PAGE gels, and the fractionated proteins were subsequently transferred to the PVDF membrane. The membrane was blocked with 5% nonfat milk and probed with the appropriate antibodies.

### Statistical analysis

Statistical analysis was performed using Prism software, version 5 (GraphPad Software). A 2-tailed, unpaired Student’s *t* test was used. A *p* value of less than 0.05 was considered statistically significant.

## Results

### Dab2 expression in murine macrophages

Dab2 is predominantly expressed in inflammatory macrophages recruited to the injured rat brain^41^. Dab2 was not detectable in murine BM cells. p96 (also known as p82) and p67 (also known as p59) isoforms of Dab2 were expressed in the *ex vivo* differentiated murine BMM that were positive for the surface marker F4/80 (Fig. 1a). Both isoforms of Dab2 were also expressed in the murine macrophage-like RAW264.7 cells with a cytoplasmic punctuate expression pattern that was consistent with the endocytic function of Dab2 (Fig. 1b,c). These data indicate that BMM and RAW264.7 cells expressed both isoforms of Dab2.

### Dab2 regulates the TLR4/TRIF-dependent inflammatory response

RAW264.7 cells with a stable knockdown of Dab2 expression were established by infecting the cells with lentiviruses encoding the shRNA of Dab2 (B and C clones) to investigate whether Dab2 plays a role in the inflammatory response of macrophages. The stable cell line expressing shRNA of luciferase (shLuc) was used as a control. The expression of the Dab2 protein in the shDab2-B and shDab2-C cells was decreased to approximately 20% of the control shLuc cells as revealed by Western blot analysis (Fig. 2a). 

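RNA of RAW264.7 cells, a mouse macrophage line, was profiled in shLuc cells, which stably expressed an shRNA against luciferase, and in shDab2-B cells, which expressed an shRNA against Dab2. Both lines were treated with PBS or with 100 ng/ml LPS for 6 h, and each of the 4 groups was hybridized to 2 one-colour Phalanx OneArray arrays. Neither the paper's text nor the sample labels state whether the 2 replicates were separate cultures, so the p-values measure only the spread between these 8 arrays, and the number of arrays limits the precision. The deposited values are linear intensities of 26423 probes with the background already subtracted, from -11 to 65470. They had not been brought to a common level between arrays. The 75th percentile was 253 and 257 in the shLuc arrays with PBS, 210 and 209 in the shLuc arrays with LPS, 319 and 311 in the shDab2-B arrays with PBS, and 231 and 223 in the shDab2-B arrays with LPS. The intensities were quantile-normalized between arrays, 50 was added and the log2 was taken. One limma model with a mean per group and a variance trend was fitted to all 8 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all probes. A change was called at an adjusted p under 0.05. The added 50 makes the log2 fold change of a dim gene smaller than the ratio of its intensities, and where both arrays of a group lay under 50 it depends on the added 50 and the ratio of the intensities is given only as a bound. Each of the 19084 genes with a symbol was represented by its brightest probe. Across probes, which are not independent replicates, the log2 values of the 2 arrays of a group correlated with r from 0.9949 to 0.9963.
Dab2, the endocytic adaptor that the shRNA targets, lies on chromosome 15 of GRCm38 from 6299788 to 6440715 and was measured by 1 dim probe. Its normalized intensity was 89.6 ± 2.1 (SD, n = 2 arrays) in shLuc cells and 67.6 ± 11.9 in shDab2-B cells with PBS, and 62.3 ± 14.2 and 36.9 ± 3.1 with LPS. The log2 fold change of shDab2-B over shLuc cells was -0.25 (standard error 0.12, adjusted p = 0.26 from limma) without LPS and -0.36 (standard error 0.12, adjusted p = 0.058) with LPS. Both shDab2-B arrays lay under both shLuc arrays in each comparison, but neither difference passed the test. Both shDab2-B arrays with LPS lay under 50, so the ratio of the means with LPS was at least 1.23-fold. The paper's Western blot shows about 20% of the Dab2 protein in shDab2-B cells, and whether this probe measures all Dab2 transcripts is not known, so the small difference does not give the extent of the knockdown. With LPS the difference passed it when dim probes were left out (adjusted p = 0.032), without a variance trend (0.037), with a robust variance (0.029), with an offset of 16 (0.041) and without shLuc LPS replicate 1 (0.032), and it was -0.236 (adjusted p = 0.33) without shLuc LPS replicate 2.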

The shLuc and shDab2-B cells stimulated with LPS (LL and DL group) or the vehicle control (LC and DC group) were subject to global profiling of gene expression using the Affymetrix mouse OneArray chip. 

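Acod1, which makes the antimicrobial metabolite itaconate, rose with LPS from a normalized intensity of 70.9 ± 10.5 to 7577 ± 764.3 in shLuc cells (SD, n = 2 arrays; log2 fold change 5.98, adjusted p = 2.9e-11 from limma) and from 207.6 ± 32.9 to 18850 ± 2230 in shDab2-B cells (6.20, adjusted p = 1.1e-11). Mmp9, a protease of the extracellular matrix, rose with LPS by a log2 fold change of 4.27 in shLuc cells and 4.06 in shDab2-B cells, where both arrays with PBS lay under 50 and Mmp9 was at least 26.7-fold higher with LPS. St6gal1, a sialyltransferase, fell by 2.79 (adjusted p = 1.5e-07) and 3.59 (9.7e-09) on the log2 scale. Both its arrays with LPS lay under 50 in each line, so St6gal1 was at least 10.6-fold lower in shLuc cells and at least 14.5-fold lower in shDab2-B cells. Angpt2, a ligand of an endothelial receptor, fell by 2.37 in shLuc cells and fell by 3.13 in shDab2-B cells.
By the difference of the group means alone, 196 probes were higher and 63 lower by more than 1.5 on the log2 scale with LPS in shLuc cells, and 347 were higher and 156 lower in shDab2-B cells. In shDab2-B cells the direction of this balance depended on the normalization, since 254 were higher and 371 lower without normalization between arrays, an alternative chosen after the data were seen. In shLuc cells 159 were then higher and 104 lower. Between the lines, 26 probes were higher and 23 lower in shDab2-B cells without LPS, and 67 were higher and 16 lower with LPS. An adjusted p under 0.05 from limma was also reached by 189 and 53 of the probes that responded to LPS in shLuc cells, by 337 and 147 in shDab2-B cells, and by 15 and 11 without LPS and 56 and 6 with LPS of those that differed between the lines. In all, 574 probes of 521 named genes passed the ratio in at least 1 of the 4 comparisons. With an offset of 16, an alternative chosen after the data were seen, 43 probes were higher and 33 lower in shDab2-B cells without LPS, and 109 were higher and 34 lower with LPS. Without normalization between arrays, 46 were higher and 19 lower without LPS, and 82 and 13 with LPS.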

The genes that were differentially expressed by treatment with LPS (LL *vs.* LC, and DL *vs.* DC) or by the knockdown of Dab2 (DC *vs.* LC, or DL *vs.* LL) with the Log_2_ ratio >1.5 or <−1.5 are shown in the clustering analysis (Fig. 2b). 

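Genes of the innate immune response rose with LPS in both cell lines, and genes of the cell cycle fell. Of 24 measured cytokine genes, 18 rose in shLuc cells and 20 in shDab2-B cells at an adjusted p under 0.05 from limma (20 in each when adjusted over the list alone). Csf3, the granulocyte colony-stimulating factor, rose by a log2 fold change of 7.36 (adjusted p = 3.1e-14) in shLuc cells, where both arrays with PBS lay under 50 and Csf3 was at least 313-fold higher with LPS, and 7.80 (1.7e-14) in shDab2-B cells. Of 19 chemokine genes, 14 rose in shLuc cells and 15 in shDab2-B cells, with the same numbers when adjusted over the list alone. Ccl2, which recruits monocytes, had a log2 fold change of 3.98 (adjusted p = 2.7e-12) in shLuc cells and 3.63 (3.8e-12) in shDab2-B cells. Of 20 measured genes of NF-kB feedback and immediate NF-kB targets, 18 and 19 rose (19 in each when adjusted over the list alone). They included Nfkbiz, which encodes a nuclear IkB protein (log2 fold change 3.59 in shLuc cells and 3.90 in shDab2-B cells), and Ier3 (2.98 in shLuc cells). Of 35 measured interferon-stimulated genes, 28 rose and 2 fell in shLuc cells and 33 rose in shDab2-B cells (29 higher and 3 lower, and 33 higher, when adjusted over the list alone). Rsad2, which encodes the antiviral protein viperin, had a log2 fold change of 2.17 in shLuc cells (adjusted p = 3.8e-10) and 4.27 in shDab2-B cells (1.4e-12). Of 10 measured interferon-inducible GTPases, 8 rose in shLuc cells and 10 in shDab2-B cells (9 and 10 when adjusted over the list alone).
The signaling components of the TLR4 pathway moved in both directions. Of 24 measured, 11 rose and 4 fell in shLuc cells and 12 rose and 5 fell in shDab2-B cells (14 and 5, and 13 and 6, when adjusted over the list alone). This list passed camera, limma's test of a list against the other genes, with an adjusted p of 0.00734 and 0.0114, but not with an estimated correlation (adjusted p = 0.0597 and 0.0761) or without normalization between arrays (0.122 and 0.0681). Ikbke, a kinase that phosphorylates IRF3, rose by a log2 fold change of 3.02 in shLuc cells (adjusted p = 1.1e-10). Of 31 measured cell cycle genes, 29 fell in shLuc cells and 30 in shDab2-B cells (30 in each when adjusted over the list alone). Gmnn, an inhibitor of DNA replication licensing, fell by 1.85 (adjusted p = 3.2e-09) and 2.13 (5.1e-10) on the log2 scale. Of 25 measured genes of the ATF4 and amino acid response, 17 rose and 1 fell in shLuc cells and 21 rose and 1 fell in shDab2-B cells, with the same numbers when adjusted over the list alone. Slc7a11, the cystine transporter, had a log2 fold change of 1.77 in shLuc cells, and Chac1, which degrades glutathione, of 1.77 in shLuc cells and 3.40 in shDab2-B cells.
In camera the median log2 fold changes of the cytokines were 1.74 in shLuc cells (adjusted p = 3.13e-21) and 3.14 in shDab2-B cells (2.93e-23), of the interferon-stimulated genes 0.61 (3.05e-16) and 1.62 (3.67e-29), and of the cell cycle genes -0.83 (3.82e-21) and -1.20 (2.72e-22). Apart from the TLR4 components, the lists named here passed it in both lines with an estimated correlation too. Over all probes, 2642 rose and 3505 fell in shLuc cells, and 3126 rose and 3992 fell in shDab2-B cells. The balance between rises and falls depended on the normalization, since 3262 rose and 2839 fell in shLuc cells, and 3832 and 3284 in shDab2-B cells, when the arrays were scaled to a common 75th percentile, whereas 1535 rose and 5200 fell in shLuc cells, and 1510 and 7401 in shDab2-B cells, without normalization.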

A vast number of genes in shLuc and shDab2-B cells, including the innate immune response genes encoding cytokines, chemokines, signaling molecules, and transcriptional factors, were up-regulated or down-regulated by treatment with LPS (Supplementary Tables S2 and S3; LL *vs.* LC, and DL *vs.* DC). 

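Without LPS, shDab2-B cells expressed genes of the ATF4 and amino acid response at a lower level than shLuc cells. Of 25 measured, 20 were lower at an adjusted p under 0.05 from limma (21 when adjusted over the list alone), with a median log2 fold change of -0.68 (adjusted p = 3.94e-26 from camera, 0.00664 with an estimated correlation). Trib3, a pseudokinase induced by ATF4, had a log2 fold change of -1.90 (standard error 0.07, adjusted p = 7.6e-08). It was -1.86 (3e-07) for Slc1a4, an amino acid transporter, and -1.84 (1.4e-07) for Cth, an enzyme of cysteine synthesis. The paper's Table S3, from these same arrays, lists Trib3, Slc1a4 and Cth as up-regulated by LPS. That table was read before the list was written, so the list result is not fully independent evidence. Targets of p53 were higher in shDab2-B cells, with 9 of 17 measured called (10 when adjusted over the list alone; median log2 fold change 0.33, camera adjusted p = 8.21e-10, 0.0482 with an estimated correlation). Phlda3 was higher by a log2 fold change of 1.51 (adjusted p = 1.7e-06) and Cdkn1a, which encodes the cell cycle inhibitor p21, by 0.67 (2.8e-05). Clec7a, the receptor for fungal glucans, was higher by a log2 fold change of 2.14 (adjusted p = 1.1e-08), and the growth factor gene Pdgfa by 1.78 (1.4e-07).
Of 35 interferon-stimulated genes, 14 were lower without LPS (19 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of -0.22 (camera adjusted p = 1.5e-10, 0.0178 with an estimated correlation), which was 0.03, or -0.08 relative to the median of all probes, without normalization between arrays (camera adjusted p = 3.43e-05). That setting shifted the median of all probes by 0.11. Isg20 (-0.86, adjusted p = 2.7e-05) and Irf7, an interferon regulatory factor (-0.68, 5.2e-05), were among the genes that were lower. Of 31 cell cycle genes, 15 were lower (17 lower and 2 higher when adjusted over the list alone; median -0.24, camera adjusted p = 2.68e-07). Without normalization 9 of them were higher and 3 lower, with a median of 0.02, or -0.09 relative to all probes (camera adjusted p = 0.0273 for a lower list). The cell cycle list did not pass with an estimated correlation (adjusted p = 0.0543). Of 19 chemokine genes, 7 were higher and 1 was lower, with the same numbers when adjusted over the list alone (camera adjusted p = 2.5e-05, 0.0482 with an estimated correlation). They included Ccl9 (log2 fold change 1.32, adjusted p = 1e-06) and Ccl2, which went from 334.6 ± 15.0 to 1594 ± 26.3 (SD, n = 2 arrays).
With LPS, Serpinb2, an inhibitor of plasminogen activators, was higher in shDab2-B than in shLuc cells by a log2 fold change of 3.50 (standard error 0.08, adjusted p = 2.7e-09), at an intensity of 2537 ± 115.1 against 178.9 ± 9.5. Lcn2, an iron-sequestering protein of innate defence, was higher by 3.27 (adjusted p = 1e-08), Timp1, an inhibitor of matrix proteases, by 2.68 (1.1e-08) and the chemokine-binding receptor Ccrl2 by 2.48 (2.7e-09). The largest falls included Rab15, a GTPase of the recycling endosome (-1.75, adjusted p = 1.7e-07), Fads1, a fatty acid desaturase (-1.60, 3.6e-07), and Car12, a carbonic anhydrase (-1.59, 5.3e-08). The number of probes called was 1261 higher and 1375 lower without LPS, and 2107 higher and 2511 lower with LPS. With LPS the balance turned under other scalings, with 2314 higher and 2248 lower at a common 75th percentile and 3390 higher and 1454 lower without normalization. Past a log2 fold change of 1 there were 57 and 35 without LPS and 181 and 70 with LPS. The 2 comparisons shared 596 genes that were higher, where independent lists would share 97.8, and 831 that were lower, where they would share 142.2 (one-sided hypergeometric test, log10 of p = -361 and -529). Genes are not independent. The expected numbers are likely too low, since they take genes at background as if these could be called as easily as others. For the Dab2 knockdown without LPS the count depended on single arrays, with 1588 and 1479 probes called without shDab2-B PBS replicate 1 or 2 and 1574 and 1552 without shLuc PBS replicate 1 or 2, and 6411 were higher and 390 lower without normalization. The genes shared then numbered from 371 to 523 higher and from 519 to 736 lower over the 8 arrays left out in turn.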

When compared to shLuc control cells, knockdown of Dab2 caused an up-regulation of 34 genes and a down-regulation of 18 genes in the absence of LPS (Supplementary Table S4, DC *vs.* LC), while it resulted in an up-regulation of 104 genes and a down-regulation of 32 genes in the presence of LPS (Supplementary Table S5, DL *vs.* LL).

The GO enrichment and KEGG pathway analyses were performed to organize the biological processes (Fig. 2c) and pathways (Fig. 2d) that were differentially activated between shLuc and shDab2 cells upon LPS treatment. 

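With LPS, interferon-stimulated genes and interferon-inducible GTPases were higher in shDab2-B than in shLuc cells. Of 35 measured interferon-stimulated genes, 29 were higher and 6 did not pass the test at an adjusted p under 0.05 from limma (32 higher and 1 lower when adjusted over the list alone), and the median log2 fold change was 0.75 (adjusted p = 1.43e-26 from camera, 0.00552 with an estimated correlation). Ifi204, a sensor of DNA, was higher by a log2 fold change of 2.19 (adjusted p = 3.5e-07), Mx1, an antiviral GTPase, by 2.01 (4.9e-07) and Zbp1, a sensor of nucleic acids, by 1.44 (2e-06). All 10 measured interferon-inducible GTPases were higher, also when adjusted over the list alone, with a median of 1.22 (camera adjusted p = 3.59e-15, 0.00747 with an estimated correlation). Gbp2b was higher by 3.31 (standard error 0.08, adjusted p = 5.1e-09), Gbp2 by 2.71 (5.1e-08), Gbp3 by 2.01 (8.9e-08) and Gbp7 by 1.58 (6.8e-06).
Of 20 measured genes of NF-kB feedback and immediate NF-kB targets, 13 were higher and 7 did not pass (15 higher when adjusted over the list alone). The median was 0.61 (camera adjusted p = 3.99e-11, 0.0307 with an estimated correlation). They included Tnfaip3, the ubiquitin-editing enzyme A20 (log2 fold change 1.23, adjusted p = 1.1e-07), Tnfaip2 (1.09, 1e-05), Nfkb2, which encodes the p100 subunit of NF-kB (1.03, 8.1e-07), and Nfkbiz (0.95, 1.7e-06). The interferon-stimulated genes, the GTPases and the NF-kB list were higher in the same direction with the arrays scaled to a common 75th percentile and without normalization. These lists were written after the paper's tables, made from these same arrays, had been read.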

In the biological process, the most significant GO term was ‘immune response’ with 22 transcripts enriched, following by GO term related to defense response, inflammatory response, response to wounding, hydrolase activity, cell proliferation, chemotaxis, catalytic activity, phosphate metabolic process and cytokine production (Fig. 2c). Most of them were likely responsible for the hyperactive cytokine and chemokine production of shDab2 cells. On the other hand, KEGG pathway analysis revealed the five most significant canonical pathways were cytokine-cytokine receptor interaction, cytosolic DNA-sensing pathway, hematopoietic cell lineage, Toll-like receptor signaling pathway and chemokine signaling pathway (Fig. 2d). These data imply that knockdown of Dab2 affects mainly the inflammatory responses induced by LPS stimulation.

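Cytokine and chemokine genes were higher with LPS in shDab2-B than in shLuc cells, whereas the components of TLR4 signaling moved in both directions. Of 24 cytokine genes, 19 were higher and 5 did not pass the test at an adjusted p under 0.05 from limma (19 when adjusted over the list alone; median log2 fold change 0.90, camera adjusted p = 4.82e-20, 0.00747 with an estimated correlation). Tnfsf15, a cytokine of the TNF family, was higher by a log2 fold change of 2.41 (adjusted p = 5.1e-08) and Csf2, the granulocyte-macrophage colony-stimulating factor, by 1.69 (1.8e-07). Of 19 chemokine genes, 13 were higher and 6 did not pass (13 when adjusted over the list alone; median 0.53, camera adjusted p = 2e-13, 0.00747 with an estimated correlation). Cxcl3, which attracts neutrophils, was higher by 2.28 (adjusted p = 3.4e-06), and the monocyte chemoattractants Ccl12 by 2.05 (1.8e-07) and Ccl7 by 1.91 (1e-07).
Of 30 measured genes of cytosolic DNA sensing, 16 were higher and 3 lower (18 and 3 when adjusted over the list alone; median 0.36, camera adjusted p = 2.75e-09, 0.0205 with an estimated correlation). This list and the hematopoietic list that follows hold Il1b and Il6, as the cytokine list does, and this list shares Ccl5 and Cxcl10 with the chemokines. The lists were written after the paper's tables from these same arrays had been read, so they are not separate evidence. Of 35 measured surface molecules and growth factors of hematopoietic cells, 15 were higher and 3 lower (18 and 3 when adjusted over the list alone; median 0.25, camera adjusted p = 9.47e-07, 0.0147 with an estimated correlation), among them Cd36, a scavenger receptor (1.68, adjusted p = 1.2e-06), at least 4.66-fold higher than in shLuc cells, whose arrays with LPS lay under 50. Of 24 TLR4 signaling components, 7 were higher and 7 lower (7 and 10 when adjusted over the list alone; median 0.08, camera adjusted p = 0.59). Tlr4 itself, on chromosome 4 of GRCm38 from 66827551 to 66846581, was at 328.9 ± 9.3 (SD, n = 2 arrays) in shLuc cells and 539.1 ± 14.9 in shDab2-B cells with LPS (log2 fold change 0.64, standard error 0.07, adjusted p = 6.5e-05). Irak3, an inhibitor of TLR signaling, was higher by 1.14 (adjusted p = 3.4e-06), and Irf3, the transcription factor downstream of TRIF, was lower (log2 fold change -0.45, adjusted p = 0.00037). Ly96, the TLR4 co-receptor MD-2, had a log2 fold change of 0.16 (adjusted p = 0.29; 0.31 and 0.042 without normalization). The 2 shLuc arrays with LPS disagreed for Cd14, which presents LPS to TLR4 (intensity 35130 ± 22460). Its log2 fold change was 0.35 (adjusted p = 0.55), 1.05 without shLuc LPS replicate 1 (5.9e-05) and -0.35 without shLuc LPS replicate 2 (0.039).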

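Some gene lists of other themes also differed with LPS between shDab2-B and shLuc cells, but many of their genes respond to LPS themselves. In shLuc cells LPS lowered 29 of 31 cell cycle genes and raised 17 of 25 ATF4 genes. The paper's Tables S2 and S3 list Gadd45a and Fas, named below, as up-regulated by LPS. Of 31 cell cycle genes, 27 were lower in shDab2-B cells at an adjusted p under 0.05 from limma (27 when adjusted over the list alone; median log2 fold change -0.59, camera adjusted p = 4.56e-19, 0.00838 with an estimated correlation). Gins2, a subunit of the replicative helicase, had a log2 fold change of -1.28 (standard error 0.08, adjusted p = 2e-06), the licensing factor Mcm2 of -0.90 (3.3e-06) and the mitotic kinase Aurkb of -0.87 (3.5e-06). Of 25 genes of the ATF4 and amino acid response, 11 were lower and 1 higher (12 and 1 when adjusted over the list alone; median -0.18, camera adjusted p = 7.29e-05, 0.0272 with an estimated correlation), among them Cth (-1.37, adjusted p = 4.3e-07) and Asns, the asparagine synthetase (-0.52, 9e-05). Of 17 p53 targets, 8 were higher and 2 lower (8 and 2 when adjusted over the list alone; median 0.18, camera adjusted p = 0.00175, 0.0886 with an estimated correlation), among them Gadd45a (1.44, adjusted p = 5.6e-08) and the death receptor Fas (1.07, 8.6e-06). Of 12 measured Nrf2 targets, 6 were higher (7 when adjusted over the list alone; median 0.24, camera adjusted p = 0.00282, 0.08 with an estimated correlation), among them the heme oxygenase Hmox1 (1.66, adjusted p = 5.1e-08).
Of 18 measured genes of macrophage identity, 10 were higher and 3 lower (10 and 4 when adjusted over the list alone; median 0.35, camera adjusted p = 0.000104, 0.0493 with an estimated correlation), among them Adgre1, the surface marker F4/80 (2.08, adjusted p = 5.1e-08). Dendritic cell markers had 6 of 17 higher and 1 lower (6 and 1 when adjusted over the list alone; median 0.02, camera adjusted p = 0.0168, 0.0886 with an estimated correlation), among them Itgax, the integrin CD11c (2.16, adjusted p = 7.3e-08). For alternative activation, 5 of 14 measured genes were higher and 2 lower (5 and 2 when adjusted over the list alone; median 0.05, camera adjusted p = 0.0235, 0.108 with an estimated correlation, 0.0714 without shLuc LPS replicate 1). Among the lists that did not pass camera, the clathrin-mediated endocytosis and TLR4 trafficking list had 4 of 32 measured genes higher and 6 lower (6 and 8 when adjusted over the list alone; median -0.01, camera adjusted p = 0.994). Cltc, the clathrin heavy chain, had a log2 fold change of 0.09 (adjusted p = 0.38; 0.26 and 0.0098 without normalization), and Arrb1, an adaptor of receptor endocytosis, was lower (-0.64, adjusted p = 0.0014). Cholesterol synthesis and uptake had 2 of 14 higher and 3 lower (adjusted p = 0.304), LXR targets 1 of 9 higher and 2 lower (0.59; median -0.07, mean 0.09), hypoxia and glycolysis 4 of 15 higher and 2 lower (0.504) and osteoclast markers 2 of 12 higher and 4 lower (0.25). Adjusted over the list alone, these were 2 and 3, 1 and 3, 4 and 4, and 3 and 6. The LXR target that was higher was Abca1, the cholesterol exporter (1.92, adjusted p = 6.2e-08).
Fibroblast markers had 1 of 12 higher, also when adjusted over the list alone (camera adjusted p = 0.227). Of 14 measured lymphocyte markers, 0 passed limma's test, also when adjusted over the list alone or at an unadjusted p under 0.05 (camera adjusted p = 0.546, fry's mixed test adjusted p = 0.568). Of 8 measured reference genes, 4 were higher and 1 lower (5 and 2 when adjusted over the list alone; camera adjusted p = 0.103, 0.041 at a common 75th percentile and 0.0051 without normalization).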

LPS-induced TLR4 signaling is classified into MyD88-dependent and TRIF-dependent pathways^42^. The differentially expressed genes between LPS-treated shDab2-B and shLuc cells (DL *vs*. LL) were compared with the LPS-inducible genes to clarify the effects of Dab2 knockdown on MyD88- and TRIF-dependent gene expression. 

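The genes that responded to LPS in shLuc cells overlapped with those that differed between LPS-treated shDab2-B and shLuc cells. The overlap exceeded that of independent lists over all 19084 genes in every class, also where the directions were opposite. The expected numbers are likely too low, since they take genes at background as if these could be called as easily as others. The p-value shares this limit. Of 2204 genes that LPS raised in shLuc cells, 619 were higher in shDab2-B cells with LPS, where independent lists would share 199.9 (one-sided exact hypergeometric test, p = 1.23e-174; genes are not independent), and 426 were lower (256.6 for independent lists). Of 2993 genes that LPS lowered, 985 were lower in shDab2-B cells with LPS (348.5) and 371 were higher (271.5). Ccrl2 was among the genes raised by LPS and higher in shDab2-B cells, going from 195.9 ± 6.1 (SD, n = 2 arrays) with PBS to 908.8 ± 4.3 with LPS in shLuc cells and from 215.3 ± 3.9 to 5296 ± 122 in shDab2-B cells. Kbtbd11, which encodes a BTB domain protein, was among those lowered by LPS and lower in shDab2-B cells, going from 4164 ± 392.9 to 828.9 ± 87.2 and from 4076 ± 94.7 to 235.9 ± 5.7. Fam13c likewise went from 7895 ± 569.2 to 2190 ± 27.8 in shLuc cells and from 6399 ± 335.3 to 805.5 ± 12.2 in shDab2-B cells.
Both comparisons use the 2 shLuc arrays with LPS, and an error in these arrays enters them with opposite signs. In simulated data without changes the log2 fold changes of the 2 comparisons correlated across genes with r = -0.50. This follows from the shared arrays where only noise varies, so it is not set against the measured r of 0.24. The covariance was -0.0056 in the simulated data and 0.030 in the measured data. With 1 of these arrays in each comparison, an alternative chosen after the data were seen and run both ways, 488 and 489 genes were raised by LPS and higher in shDab2-B cells (131.5 and 122.7 for independent lists) and 745 and 700 were lowered and lower (226.8 and 215). In the 2 smaller classes, 254 and 233 were raised and lower (172.3 and 163.8) and 207 and 184 lowered and higher (173.2 and 161.1). The 2 smaller classes depended on single arrays, with 280 genes raised by LPS and lower in shDab2-B cells without shLuc LPS replicate 2, and 237 or 242 lowered by LPS and higher without shLuc LPS replicate 2 or shDab2-B LPS replicate 2. The difference in LPS response between cell lines, shDab2-B minus shLuc, was tested per probe. It was called positive for 612 probes and negative for 651 (640 and 500 at a common 75th percentile). That count was 830 in all without shDab2-B PBS replicate 1, 794 without shLuc PBS replicate 1, and 447 and 1968 without normalization between arrays.

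**Figure D1:**
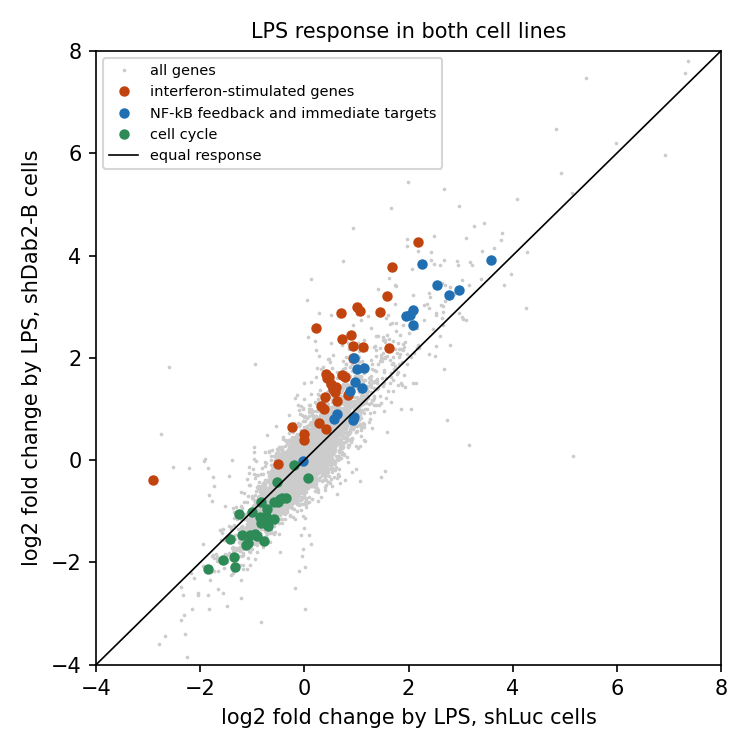
Log2 fold change with LPS of each gene in shLuc cells (horizontal axis) and in shDab2-B cells (vertical axis), n = 2 arrays per group. All 19084 genes are grey, interferon-stimulated genes red, NF-kB feedback and target genes blue and cell cycle genes green, and the diagonal marks an equal response. The 35 interferon-stimulated genes have a median of 0.61 in shLuc cells and 1.62 in shDab2-B cells.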

Attenuated Dab2 expression resulted in the up-regulation and the down-regulation of the MyD88-dependent genes *Pilra* and *Adssl1*, respectively (Table 1). 

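With LPS, Pilra was higher and Adssl1 lower in shDab2-B than in shLuc cells. Pilra, an inhibitory receptor of myeloid cells, lies on chromosome 5 of GRCm38 from 137821952 to 137836278 and has 1 probe. Its normalized intensity was 228.6 ± 10.2 (SD, n = 2 arrays) in shDab2-B cells and 49.8 ± 1.7 in shLuc cells with LPS, a 4.59-fold difference (log2 fold change 1.48 with 50 added, standard error 0.10, adjusted p = 2.3e-06 from limma). With PBS both lines lay under 50, at 17.1 ± 1.7 and 18.5 ± 3.7, and did not differ by the test (adjusted p = 0.93). The rise of Pilra with LPS was larger in shDab2-B cells by 1.51 on the log2 scale (adjusted p = 1e-04). Adssl1, an adenylosuccinate synthase, lies on chromosome 12 from 112620047 to 112641355 and has 1 probe. It was at 111.1 ± 15.4 in shDab2-B cells and 358.7 ± 48.5 in shLuc cells with LPS, 3.23-fold lower (log2 fold change -1.34, standard error 0.10, adjusted p = 3.6e-06). Adssl1 was also lower without LPS, at 376.8 ± 20.8 against 749 ± 27.4 (log2 fold change -0.91, adjusted p = 0.00015). It fell with LPS in both lines, and the difference between these falls was -0.44 (adjusted p = 0.11). It was -0.57 without shLuc LPS replicate 2 (adjusted p = 0.048) and -0.57 without normalization (0.017).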

Other genes related to the MyD88-dependent pathway, such as the pro-inflammatory cytokines *Tnf* and *Il1b*, the chemokines *Cxcl2/Mip-2a* and *Ccl3/Mip-1a*, the intracellular signaling molecule *Socs3*, and the enzymes *Ptgs2/Cox-2* and *Pde4b*, were not affected by the knockdown of Dab2 (data not shown). 

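With LPS, Il1b, Pde4b, Ptgs2, Socs3, Tnf and Cxcl2 were higher in shDab2-B than in shLuc cells by a log2 fold change under 1.5, and Ccl3 did not pass the test. Il1b, on chromosome 2 of GRCm38 from 129364569 to 129371164, was higher by a log2 fold change of 1.13 (standard error 0.05, adjusted p = 2.5e-07 from limma). Ptgs2, on chromosome 1 from 150100031 to 150108234, was higher by 0.82 (standard error 0.07, adjusted p = 1.1e-05). Pde4b, a cAMP phosphodiesterase on chromosome 4 from 102087332 to 102607275, was at 1271 ± 18.3 in shDab2-B cells and 585.1 ± 31.1 in shLuc cells (SD, n = 2 arrays; log2 fold change 1.06, adjusted p = 2.1e-06). Socs3, an inhibitor of cytokine signaling on chromosome 11 from 117966079 to 117970336, was at 6001 ± 294 and 4626 ± 101.6 (0.37, adjusted p = 0.0043). Tnf, on chromosome 17 from 35199367 to 35202007, was at 5123 ± 108.1 and 3999 ± 27.7 (0.35, adjusted p = 0.011), and Cxcl2, on chromosome 5 from 90903899 to 90905938, at 40630 ± 3387 and 33350 ± 711.3 (0.28, adjusted p = 0.009). Without shLuc LPS replicate 1 neither Tnf (adjusted p = 0.055) nor Cxcl2 (0.057) passed, nor did Tnf without shDab2-B LPS replicate 1 (0.073) or Cxcl2 without shDab2-B LPS replicate 2 (0.066). Ccl3, on chromosome 11 from 83647843 to 83649378, was at 59830 ± 7968 and 53430 ± 17030 (0.19, standard error 0.17, adjusted p = 0.53). In each line 1 Ccl3 array with LPS was at the top of the scanner's range, and without shLuc LPS replicate 1 its log2 fold change was 0.51 (adjusted p = 0.01).
Without LPS, Cxcl2 was already higher in shDab2-B cells, at 597.9 ± 7.2 against 222.7 ± 3.3 (log2 fold change 1.25, adjusted p = 8.1e-07). Pde4b was higher by 0.36 (adjusted p = 0.0063), a call that a mean over its 2 probes (-0.01, 0.98) and leaving out shDab2-B PBS replicate 2 (0.058) end. Tnf had a log2 fold change of -0.34 (adjusted p = 0.023) and Socs3 of -0.32 (0.017). These calls end without normalization (-0.08 for each, 0.53 and 0.52), without shLuc PBS replicate 2 (0.12 and 0.13) and without shDab2-B PBS replicate 1 (0.16 and 0.066), that of Tnf also without shLuc PBS replicate 1 (0.092), and that of Socs3 also without shDab2-B PBS replicate 2 (0.096) and at a common 75th percentile (0.051). The rise with LPS was larger in shDab2-B cells for Tnf, Socs3 and Pde4b, by 0.69 on the log2 scale for each (adjusted p = 0.0057, 0.0029 and 0.002), and smaller for Cxcl2 (-0.97, adjusted p = 1e-04). The rises of Il1b (adjusted p = 0.12), Ptgs2 (0.73) and Ccl3 (0.83) did not differ between the lines by the test.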

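Il6, Il1a, Ifnb1, Cxcl10, Ifit1, Ccl5 and Ifit2 were higher in LPS-treated shDab2-B cells than in LPS-treated shLuc cells, and for each gene both shDab2-B arrays lay above both shLuc arrays. Il6, a pro-inflammatory cytokine on chromosome 5 of GRCm38 from 30013114 to 30019975, was at 1227 ± 111.9 (SD, n = 2 arrays) in shDab2-B cells. Both shLuc arrays with LPS lay just under 50, at 49.2 ± 0.8, so Il6 was at least 24.5-fold higher (log2 fold change 3.68 with 50 added, standard error 0.10, adjusted p = 8.6e-09 from limma). Il1a, another pro-inflammatory cytokine, lies on chromosome 2 from 129299609 to 129310186. It was at 11650 ± 282 and 2475 ± 142.6, 4.71-fold higher (2.21, adjusted p = 1.3e-08). Ifnb1, the type I interferon, lies on chromosome 4 from 88522025 to 88522794. It was at 2466 ± 47.2 and 530.6 ± 14.8, 4.65-fold higher (2.12, adjusted p = 3.7e-08).
The interferon-inducible chemokine Cxcl10, on chromosome 5 from 92346638 to 92348889, was at 7478 ± 828.6 in shDab2-B cells and 1800 ± 78.1 in shLuc cells with LPS (log2 fold change 2.02, adjusted p = 5.3e-08). Ifit1, an antiviral RNA-binding protein on chromosome 19 from 34640889 to 34650009, was at 3109 ± 37.5 and 822.8 ± 30.3 (1.86, adjusted p = 5.6e-08), and the neighbouring Ifit2, from 34550550 to 34576534, at 3698 ± 13 and 1430 ± 93.6 (1.34, adjusted p = 1.3e-07). Ccl5, a chemokine on chromosome 11 from 83525778 to 83530518, was at 756.1 ± 52.1 and 287.9 ± 17.9 (1.25, adjusted p = 3.4e-06).
Without LPS the same genes moved in both directions. Cxcl10 was higher in shDab2-B cells (log2 fold change 0.66, adjusted p = 3e-04), whereas Ifit2 (-0.50, 0.00034) and Ccl5 (-0.41, 0.012) were lower. The call of Ccl5 ends without normalization (-0.18, adjusted p = 0.2), without shDab2-B PBS replicate 2 (0.092) and without shLuc PBS replicate 2 (0.11). Ifit1 (-0.24, 0.066; 0.032 without shDab2-B PBS replicate 1) did not pass the test. All arrays of both lines lay under 50 for Ifnb1, Il6 and Il1a, so no fold is given for them. By limma's test Ifnb1 passed (adjusted p = 0.0013), Il6 did not (0.77), and Il1a did not (0.23) except without normalization (0.0084) and at an offset of 16 (0.043), both chosen after the data were seen. With 50 added, the rise with LPS was larger in shDab2-B cells for all 7 genes by a test of the difference, from 1.36 on the log2 scale for Cxcl10 (adjusted p = 4.1e-05) to 2.62 for Ifnb1 (2.5e-07) and 3.61 for Il6 (2.5e-07).

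**Figure D2:**
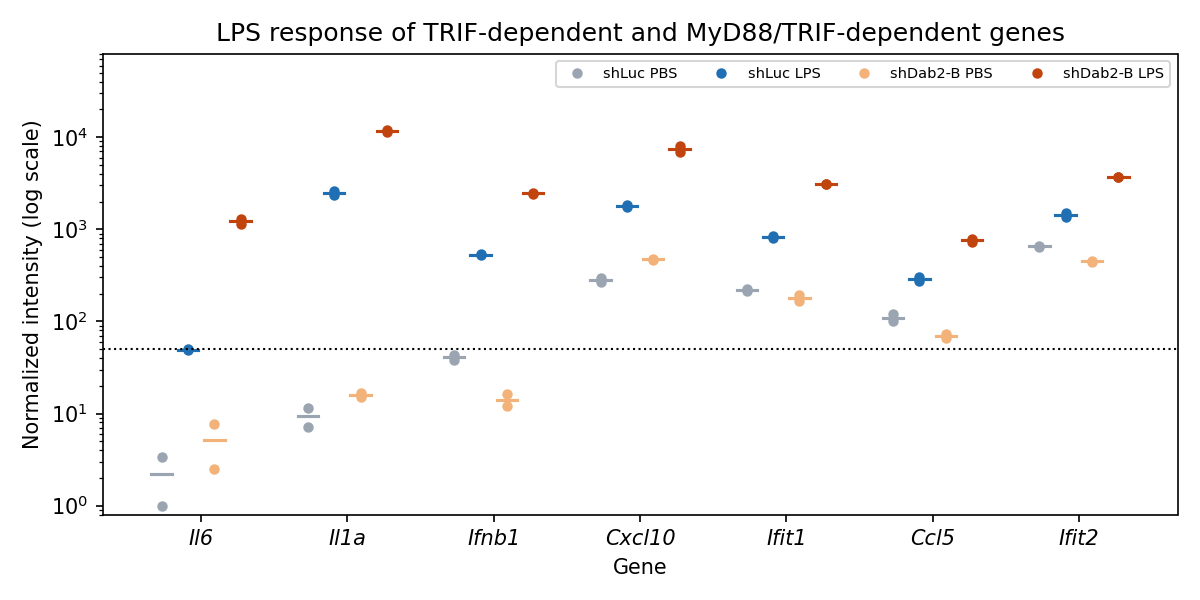
Normalized intensity (log axis) of Il6, Il1a, Ifnb1, Cxcl10, Ifit1, Ccl5 and Ifit2 in each of the 8 arrays, by group. Points are arrays, bars are means of the 2 arrays of a group, the dotted line marks 50 and values under 1 are drawn at 1. With LPS the shDab2-B arrays lie above the shLuc arrays for each gene, with means of 1227 and 49.2 for Il6.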

The expression of MyD88/TRIF-dependent pro-inflammatory cytokines *Il6* and *Il1a*, the TRIF-dependent type I IFN *Ifnb*, and the IFN-inducible genes *Cxcl10*, *Ifit1*, *Ccl5* and *Ifit2* were up-regulated by the knockdown of Dab2 (Table 1). These data indicate that Dab2 is mainly involved in the regulation of TRIF-dependent gene expression with a slight to moderate effect on MyD88-dependent gene expression in response to LPS stimulation.

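The genes that the paper assigns to the 2 pathways were examined as lists. With LPS, all 5 TRIF-dependent genes of Table 1 (Ifnb1, Cxcl10, Ifit1, Ccl5 and Ifit2) were higher in shDab2-B than in shLuc cells at an adjusted p under 0.05 from limma, also when adjusted over the list alone, with a median log2 fold change of 1.86 (camera adjusted p = 5.98e-11, 0.0098 with an estimated correlation). Of the 9 MyD88-dependent genes that the paper names (Tnf, Il1b, Cxcl2, Ccl3, Socs3, Ptgs2, Pde4b, Pilra and Adssl1), 7 were higher and 1, Adssl1, was lower, with the same numbers when adjusted over the list alone (median 0.37, camera adjusted p = 1.49e-05, 0.0298 with an estimated correlation). The genes of Table 1 were chosen by the study on these arrays, so these counts and camera results, and those for the difference in LPS response, are not independent evidence of a direction. With LPS the MyD88-dependent genes had a median log2 fold change of 3.41 in shLuc cells and 4.10 in shDab2-B cells, and the TRIF-dependent genes of 1.69 and 3.78. By the test of the difference, the LPS response of all 5 TRIF-dependent genes was more positive in shDab2-B cells (median 1.84, camera adjusted p = 1.13e-16, 0.0049 with an estimated correlation). For the MyD88-dependent genes it was more positive for 4 and more negative for 1 (5 and 2 when adjusted over the list alone; median 0.24, camera adjusted p = 0.0113). This list did not pass with an estimated correlation (adjusted p = 0.108), without shDab2-B LPS replicate 2 (0.0704) or without shLuc LPS replicate 2 (0.108). Without LPS, 4 MyD88-dependent genes were higher and 3 lower (camera adjusted p = 0.0838), and 1 TRIF-dependent gene was higher and 3 lower, among them Ifnb1, which lay under 50 in both lines (0.0422, 0.187 with an estimated correlation). The difference between the 2 lists was not tested directly. From the genes of both pathways that were up- or down-regulated with LPS (Table 1) and the MyD88-dependent genes that were not affected in its data, the paper reads its data as pointing to a role of Dab2 mainly in TRIF-dependent expression, with a slight to moderate effect on MyD88-dependent expression.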

The shLuc and shDab2-B cells were stimulated by LPS, and the expression of representative cytokines/chemokines downstream of the MyD88- and TRIF-dependent pathway were analyzed by RT-qPCR to confirm the data obtained by microarray analysis. The MyD88-dependent expression of *Tnf* mRNA peaked at 3 h after LPS stimulation with no significant difference between shLuc and shDab2-B cells (Fig. 2e, p = 0.11). The shDab2-B cells showed a 2.7-fold (p < 0.01) and 6.8-fold (p < 0.001) increase in the LPS-stimulated expression of *Il6* and *Ifnb* mRNA, respectively, when compared to shLuc cells. Consistent with the mRNA analysis, the secreted TNF-α protein peaked at 6–18 h post-LPS treatment with no significant difference between shLuc and shDab2-B cells (Fig. 2f, p = 0.83 at 6 h, p = 0.12 at 18 h). When compared to shLuc cells, shDab2-B cells had a 2.3-fold (p < 0.001) and a 5.8-fold (p < 0.001) increase in the levels of secreted IL-6 and RANTES proteins, respectively, at 18 h after LPS treatment (Fig. 2f). These data confirmed that the knockdown of Dab2 augments the TRIF-dependent inflammatory response.

To exclude possible off-target effects of shRNA, another shRNA targeting of a different sequence of Dab2 was used to establish an additional stable subline of shDab2 (shDab2-C). The shLuc control cells and the Dab2 knockdown cells shDab2-B and shDab2-C showed no difference (p = 0.42 for shDab2-B; p = 0.16 for shDab2-C) in the expression of *Tnf* mRNA 6 h after LPS treatment. shDab2-B and shDab2-C cells had a higher expression of *Il6* (p < 0.01 for shDab2-B and p < 0.001 for shDab2-C)*, Ifnb* (p < 0.05 for shDab2-B and p < 0.01 for shDab2-C) and *ccl5 (Rantes*, p < 0.05 for shDab2-B and shDab2-C) mRNA when compared with the shLuc cells (Fig. 2g). These data rule out the potential off-target effect of shDab2 on cytokine/chemokine gene expression.

### Dab2 functions as a negative regulator of LPS-stimulated TLR4/MD2 internalization and IRF3 activation

Dab2 is an adaptor protein involved in receptor-mediated endocytosis^32^. To determine whether Dab2 regulated LPS-stimulated TLR4/MD2 internalization, the levels of TLR4/MD-2 complex remaining on the cytoplasmic membrane of the LPS-treated shLuc and shDab2-B cells was examined by flow cytometry using an antibody that recognizes the TLR4/MD2 complex (MTS510 antibody). A 2.18-fold increase in the cell surface TLR4/MD2 expression was noticed for shDab2-B cells when compared to shLuc cells in the resting stage. The TLR4/MD2 complexes for both cell lines steadily decreased in a time-dependent manner and were almost undetectable at 90 min after LPS stimulation (Fig. 3a, left panel). The slope of the linear regression line, which represents the internalization rate of TLR4/MD2 during LPS treatment, was −0.12 ± 0.01 (n = 3) and −0.27 ± 0.02 (n = 3) for shLuc and shDab2-B cells, respectively (Fig. 3a, right panel, p < 0.01). Knockdown of Dab2 expression did not affect the internalization of the receptor FcγRI, which is not associated with LPS signaling (Fig. 3b). These data indicate that Dab2 regulates LPS-induced internalization of the TLR4/MD2 complex.

The cell surface biotinylation assay was performed to confirm the effects of Dab2 knockdown on LPS-induced TLR4/MD2 internalization. The surface proteins of shLuc and shDab2-B cells were labeled with the non-permeable but reversible biotinylation reagent sulfo-NHS-SS-biotin at 4 °C followed by warming to 37 °C in the presence of LPS for the indicated time (Fig. 3c). Cells were then returned to 4 °C and treated with the reducing agent MesNa to remove biotin from recycling protein or non-internalized receptors. Biotinylated TLR4 was immunoprecipitated by neutravidin agarose beads and was analyzed using Western blotting. This method allowed quantification of internalized TLR4 without interference of the TLR4 on the cell surface. Our data revealed that LPS-induced TLR4 internalization in a time-dependent manner. The amount of internalized TLR4 at 30 and 60 min after LPS treatment was approximately 21.6-fold and 2.3-fold greater in the shDab2-B cells when compared to shLuc cells, respectively (Fig. 3d).

LPS induces TLR4 internalization to form endosomes, playing an essential role in the TRIF-dependent phosphorylation/activation of IRF3^12^,^43^. The phosphorylation status of IRF3 was increased in the shDab2-B cells by 2.8-fold at 150 min post-LPS treatment when compared to shLuc cells (Fig. 4a, p < 0.001). LPS induced MyD88-dependent degradation of IRAK1 and IκBα and the phosphorylation of p65-NFκB and MAPKs (p38, ERK1/2 and JNK1/2) in a time-dependent manner with no difference between shLuc and shDab2-B cells (Fig. 4b,c). This indicates that Dab2 underlies LPS-stimulated TRIF-dependent signaling and selectively regulates TLR4/MD2 internalization and IRF3 activation in murine macrophages.

### Dab2 sequesters clathrin to prevent excessive TLR4 internalization and TRIF-dependent signaling

LPS-induced TLR4 internalization and transport to the endosome is a clathrin-dependent process^14^. The clathrin assembly inhibitor CPZ had no effect on LPS-stimulated TNF-α expression in shLuc (p = 0.76) and shDab2-B cells (p = 0.52) (Fig. 5a). In contrast, CPZ inhibited not only LPS-stimulated IL-6 (p < 0.01) and RANTES (p < 0.0001) in the shLuc cells but also the excessive production of IL-6 (p < 0.001) and RANTES (p < 0.0001) in the LPS-treated shDab2-B cells. These data indicate that clathrin-mediated endocytosis contributes to the increased release of IL-6 and RANTES caused by Dab2 knockdown.

The following studies were performed to elucidate how Dab2 controls the LPS-stimulated internalization of TLR4. Clathrin heavy chain (CHC) protein is the key subunit of clathrin and plays a role in clathrin-mediated endocytosis by mediating the interactions of clathrin-coated vehicles with various downstream endocytic adaptors^44^,^45^. The shDab2-B cells had similar levels of CHC expression when compared to the shLuc cells, implying that aberrant CHC expression did not account for the effects of Dab2 on LPS-induced TLR4 internalization (Fig. 5b). Co-immunoprecipitation analysis of shLuc cell lysates revealed that Dab2 interacted with clathrin in the resting stage of macrophages. The level of interaction was reduced to 51 ± 9% and 9 ± 6% of the resting control cells, respectively, at 15 and 60 min after LPS treatment (Fig. 5c). Confocal microscopy was performed to define whether Dab2 regulates the co-localization of TLR4 and CHC in the LPS-treated shLuc and shDab2-B cells. TLR4/CHC co-localization was observed at 15 min (coefficient: 0.14 ± 0.02) and 30 min (coefficient: 0.13 ± 0.01) after stimulation of the shLuc cells with LPS (Fig. 5d, upper panel). The co-localization of TLR4 and CHC in the shDab2-B cells was increased 2-fold (coefficient: 0.30 ± 0.01, p = 0.06) and 3-fold (coefficient: 0.40 ± 0.02, p < 0.001) at 15 and 30 min post-LPS treatment when compared to shLuc cells, respectively (Fig. 5d, lower panel). These data indicate that Dab2 regulates the association of clathrin with TLR4 in LPS-stimulated macrophages.

## Discussion

The internalization of TLR4/MD2 upon LPS stimulation is important for macrophage function. Dab2 is a negative regulator of the internalization of TLR4/MD2 by sequestering clathrin and restricting the interaction of TLR4 with clathrin. As a result, Dab2 controls the extent of TRIF-dependent IRF-3 activation and the expression of type I interferon production (Fig. 6). This study highlights the novel functions of Dab2 in the inflammatory response of macrophages to LPS.

TLR4 signaling and its internalization in macrophages is one of the central themes in innate immunity. The signaling pathways following TLR4 activation have been extensively studied^11^,^46^,^47^. In addition to the core signal proteins underlying the TRIF- and MyD88-pathways, IRAK-M, PDCD4, CD11b and SHP act as negative regulators^48^,^49^,^50^,^51^, whereas Pin1, p110δ and CD14 act as positive regulators^15^,^47^,^52^ of TLR4 signaling. However, only a few accessory molecules have been reported to regulate TLR4 internalization and intracellular trafficking. TMED7 and Rab10 regulate TLR4 trafficking to the cell surface and/or to the late endosome^18^,^53^. Rab7b directs the degradation of TLR4 in lysosomes^54^. Phospholipase Cγ-2 and CD14 promote LPS-induced endocytosis of activated TLR4^15^. Dab2 regulates receptor trafficking and cell signaling in various tissues and cell types^25^,^27^,^38^,^55^. In this study, Dab2 was defined as a negative regulator of LPS-induced TLR4 signaling and trafficking in macrophages in addition to playing a role in the control of inflammatory signaling during phenotypic polarization, spreading and adhesion of macrophages^34^,^56^.

Dab2 negatively regulates MyD88-dependent inflammatory cytokine mRNA expression, such as *Il1b*, *Ptgs2* (COX2), *Il6* and *Tnfa*, in response to TLR2 and TLR4 agonists in macrophages^56^. No mention is made in that study regarding whether or not Dab2 has any effect on LPS-stimulated activation of the TRIF signaling pathway. In the current study, Dab2 was shown to regulate IRF3 activation and gene expression of type I interferon. 

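Il1b, the pro-inflammatory cytokine, and Ptgs2, the inducible cyclooxygenase, were at a higher level in shDab2-B than in shLuc cells both with and without LPS. The normalized intensity of Il1b was 57.7 ± 3.6 (SD, n = 2 arrays) in shLuc cells and 149.1 ± 2.8 in shDab2-B cells with PBS, and 17120 ± 377.5 and 37560 ± 949.1 with LPS. This is a 2.19-fold difference with LPS, and a log2 fold change of 0.89 (standard error 0.05, adjusted p = 3.4e-06 from limma) without it. Ptgs2 was at 241.1 ± 11.4 and 432.7 ± 14.5 with PBS, and at 10150 ± 656.5 and 18000 ± 1167 with LPS. The difference was 1.77-fold with LPS, with a log2 fold change of 0.73 (adjusted p = 6.5e-05) without it. From PBS to LPS, Il1b rose 297-fold in shLuc cells and 252-fold in shDab2-B cells, and Ptgs2 rose 42.1-fold and 41.6-fold.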

Although LPS-induced MyD88-dependent expression of *Il1b* and *Ptgs2* was up-regulated in the Dab2-silenced cells, their levels of expression did not fulfill the criteria considered for up-regulation or down-regulation (Log_2_ >1.5 or <−1.5). These studies suggest that Dab2 plays dual roles in LPS signaling by contributing mainly to the regulation of the TRIF-dependent pathway with a moderate effect on the MyD88-dependent pathway.

Different internalization signals and cargo contents mediate endocytosis of the receptors and their bound ligands^57^. Dab2 is mainly known as an adaptor protein facilitating ligand-induced endocytosis of receptors with the NPXY motif but not receptors with YXXØ sequences^32^,^58^. However, Dab2 elicits cell type and cell culture condition-specific effects on the internalization of transferrin-bound transferrin receptor, which is a YXXØ type endocytic cargo^38^. Dab2 may be linked to the reduced internalization of NPXY type endocytic cargos concomitant with an increased internalization of the YXXØ type endocytic cargos in the 2-methoxyestradiol (2-ME2)-treated ES-2 ovary cancer cells arrested in the spindle assembly checkpoint of the G2/M phase^59^. The current study supports a new Dab2 function in LPS-induced internalization of TLR4 that belongs to the type of endocytic cargo with the YXXØ internalization signal. Because ligand-induced TLR4 internalization has a role in signal transmission and down-regulation of the cell surface levels of receptor^18^,^47^, it is implied from the results of the current study that Dab2 is functionally important in maintaining the homeostasis of TLR4 signaling.

According to our study, Dab2 forms a protein complex with clathrin in the resting stage of macrophages. The interaction between Dab2 and clathrin was diminished after LPS treatment, followed by an increase in the co-localization of clathrin and TLR4, ultimately facilitating LPS-induced TLR4/MD2 internalization. Dab2 is not likely to interact directly with TLR4 to mediate receptor internalization because TLR4 does not have a putative binding sequence for Dab2 (data not shown). Instead, Dab2 releases clathrin from the Dab2-clathrin complex to allow for the formation of clathrin-coated pits at the cytoplasmic tail of TLR4 upon LPS stimulation. This mode of action is supported by several findings, as shown in this and other studies. Knockdown of Dab2 accelerates the internalization rate of TLR4 and increases the amount of internalized TLR4 following stimulation of macrophages by LPS. The concept of a “clathrin sponge” has been proposed previously on the basis of the findings that huntingtin-interacting protein 1, which specifically binds clathrin, sequesters clathrin and acts as a clathrin sponge to prevent endocytosis of activated receptor tyrosine kinases to form endosomes in cancers^60^. Dab2 interacts with clathrin, and the interaction is diminished during mitosis, causing an increased internalization of the YXXØ type endocytic cargos^59^. Based on these findings, we proposed that Dab2 may act as a “clathrin sponge” in the resting stage of macrophages. Clathrin released from the Dab2-clathrin protein complexes mediates TLR4 internalization when the macrophages are stimulated by LPS. The detailed mechanism for the dissociation of Dab2 and clathrin is not yet clear. However, we have observed that LPS treatment of the RAW264.7 cells caused mobility retardation of Dab2 protein when the cell lysates were fractionated on SDS-PAGE. The mobility retardation can be reversed by treatment with calf intestine phosphatase, indicating Dab2 was phosphorylated upon LPS stimulation (Supplementary Fig. S1). It has been reported that treatment of ES-2 ovary cancer cells by 2-methoxyestradiol (2ME2) induces cell cycle arrest in G2/M phase and Dab2 phosphorylation accompanied with gradual dissociation of Dab2 from the cytoplasmic membrane and a loss of co-localization with clathrin. Mutation of the mitotic phosphorylation sites of Dab2 reduces its cytoplasmic membrane dissociation upon 2ME2 treatment, implying that Dab2 phosphorylation reduces its interaction with cytoplasmic membrane and clathrin^59^. Whether LPS-induced Dab2 phosphorylation relates to the dissociation between Dab2 and clathrin is worthy to investigate further.

Dab2 is a new regulator of innate immunity through the regulation of LPS-induced TLR4/TRIF endocytic signaling. The newly identified link between Dab2 and the TRIF-dependent inflammatory response opens additional avenues to explore the immunological function of Dab2 and the therapeutic targets of endotoxin-induced sepsis.

## Additional Information

**How to cite this article**: Hung, W.-S. *et al*. Disabled-2 is a negative immune regulator of lipopolysaccharide-stimulated Toll-like receptor 4 internalization and signaling. *Sci. Rep.* **6**, 35343; doi: 10.1038/srep35343 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
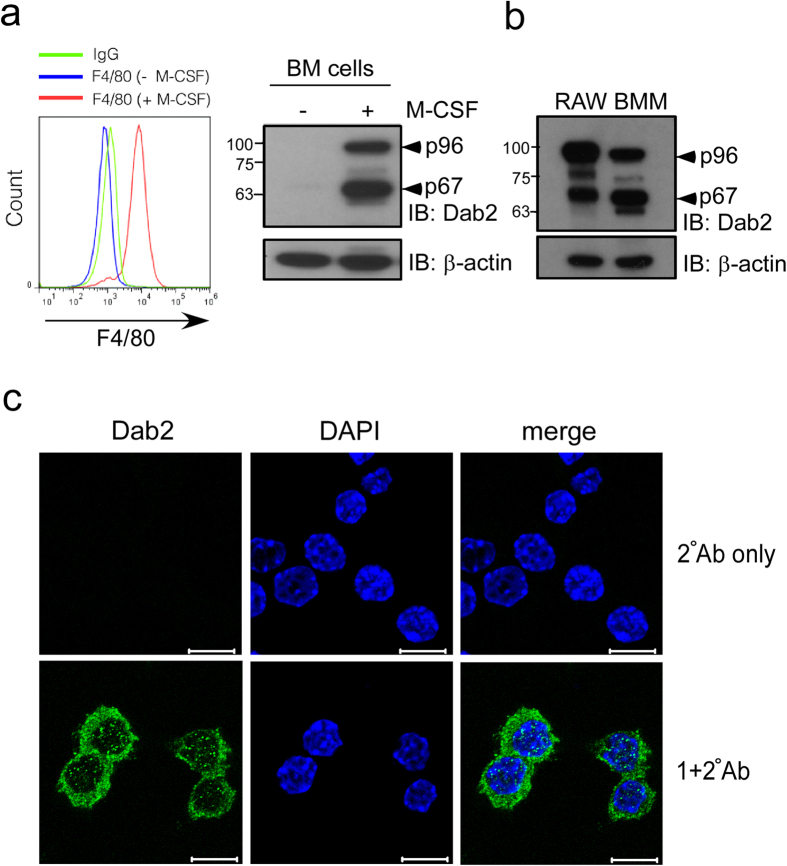
Dab2 expression in murine macrophages. **(a,b)** Murine BM cells were obtained from mouse femur and tibia and were subject to *ex vivo* differentiation in the presence or absence of M-CSF. BMM were collected and analyzed by flow cytometry using the anti-F4/80 antibody (panel a, left). The lysates of BMM (panel a, right) and RAW264.7 (panel b) cells were analyzed by Western blotting using the anti-Dab2 (p96) antibody. The expression of β-actin was used for the control of equal protein loading. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S2. **(c)** Dab2 localization in the RAW264.7 cells was analyzed by immunofluorescent staining followed by confocal microscopy analysis. Immunofluorescent staining was performed using the mouse anti-Dab2 (p96) primary antibody followed by incubation with the Alexa Fluor 488-conjugated anti-mouse IgG secondary antibody (green). Secondary antibody staining alone was represented as a negative control of fluorescent signal (upper panel). Nucleated cells were defined by positive fluorescent staining of DAPI (blue). Scale bar: 10 μm.

**Figure 2:**
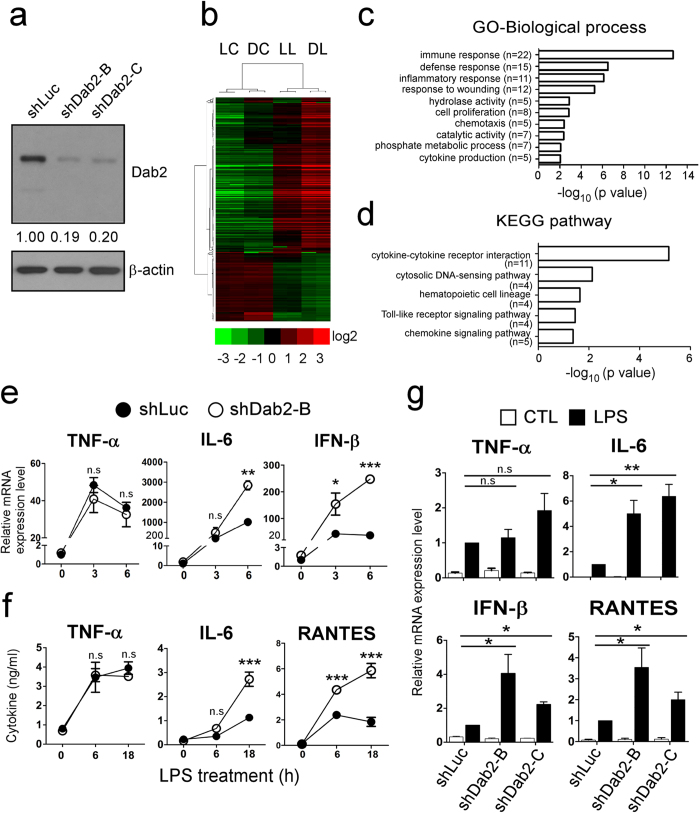
Dab2 regulates LPS-induced TLR4/TRIF-dependent inflammatory response. (**a**) Dab2 expression in the shLuc, shDab2-B and shDab2-C cells was determined by Western blotting using the anti-Dab2 (p96) antibody. The expression of β-actin was used as a control of equal protein. The relative expression level of Dab2 after normalization by the expression of β-actin is shown. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S2. (**b**) The total RNAs obtained from the shLuc and shDab2-B cells with or without LPS treatment for 6 h were subject to microarray analysis. The 926 normalized genes that were differentially expressed by treatment with LPS (LL *vs.* LC, and DL *vs.* DC) or by knockdown of Dab2 (DC *vs.* LC, or DL *vs.* LL) with the Log_2_ ratio >1.5 or <−1.5 are shown in the heat map. LC, shLuc cells without LPS treatment; LL, shLuc cells with LPS treatment; DC, shDab2-B cells without LPS treatment; and DL, shDab2-B cells with LPS treatment. **(c,d)** Significant gene ontology enrichment analysis related to biological process **(c)** and KEGG pathway **(d)** ordered according to –log (p-value) **(e)** The shLuc and shDab2-B cells were treated with LPS (100 ng/ml) for 3 and 6 h. The mRNA expression of pro-inflammatory mediators was determined by real-time RT-PCR and was normalized by the expression of *gapdh*. The levels of each cytokine mRNA expression for the shLuc cells without LPS treatment were arbitrarily set as 1. Data represent the mean ± SEM of three independent experiments. **(f)** The shLuc and shDab2-B cells were treated with LPS (100 ng/ml) for the indicated time. The culture medium was collected for ELISA assays to measure the secreted levels of the indicated pro-inflammatory mediators. Data represent the mean ± SEM of three independent experiments. **(g)** The shLuc, shDab2-B and shDab2-C cells were treated with LPS (100 ng/ml) for 6 h. Total RNAs were isolated from the indicated cell lines for real-time RT-PCR analyses of the indicated pro-inflammatory mediators. Data represent the mean ± SEM for the fold increase of the pro-inflammatory mediators mRNA in shDab2-B or shDab2-C cells when compared with the LPS-treated shLuc cells in a representative experiment. At least four independent experiments were performed. n.s., no significance. *P < 0.05; **P < 0.01; ***P < 0.001; and ****P < 0.0001.

**Figure 3:**
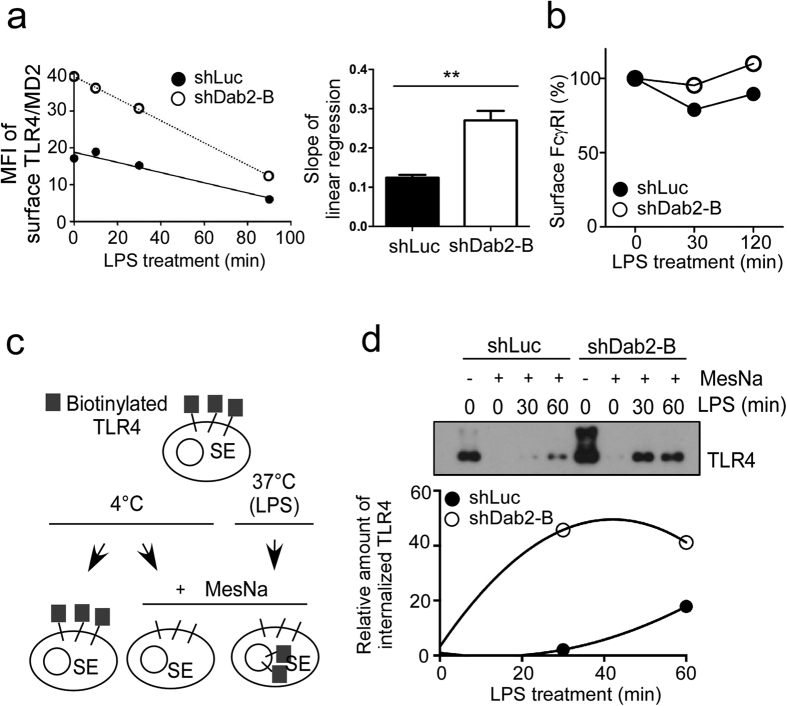
Loss of Dab2 accelerates LPS-stimulated TLR4/MD2 internalization. **(a,b)** shLuc and shDab2-B cells were treated with LPS (100 ng/ml) for the indicated time. Flow cytometry was then performed to examine the surface levels of TLR4/MD2 complex and, as a negative control, FcγRI. The expression levels of the surface TLR4/MD2 complex (panel A, left) and FcγRI (panel B) were plotted. The slope for linear regression of the data representing the rate for TLR4/MD2 internalization was determined (panel A, right). Data represent the mean ± SEM of three independent experiments. **P < 0.01. **(c)** Schematic representation of the surface protein biotinylation analysis for quantitative assessment of TLR4 internalization. (**d)** The shLuc and shDab2-B cells treated with LPS (100 ng/ml) for the indicated time were subject to the surface protein biotinylation assay. The internalized proteins in the lysates were pulled down and analyzed by Western blotting using the anti-TLR4 antibody. Quantification for the changes of internalized TLR4 was performed by using the Image J analysis software. The relative levels of internalized TLR4 in shLuc or shDab2-B cells when compared with the MesNa-treated vehicle shLuc cells in a representative experiment are shown. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S2.

**Figure 4:**
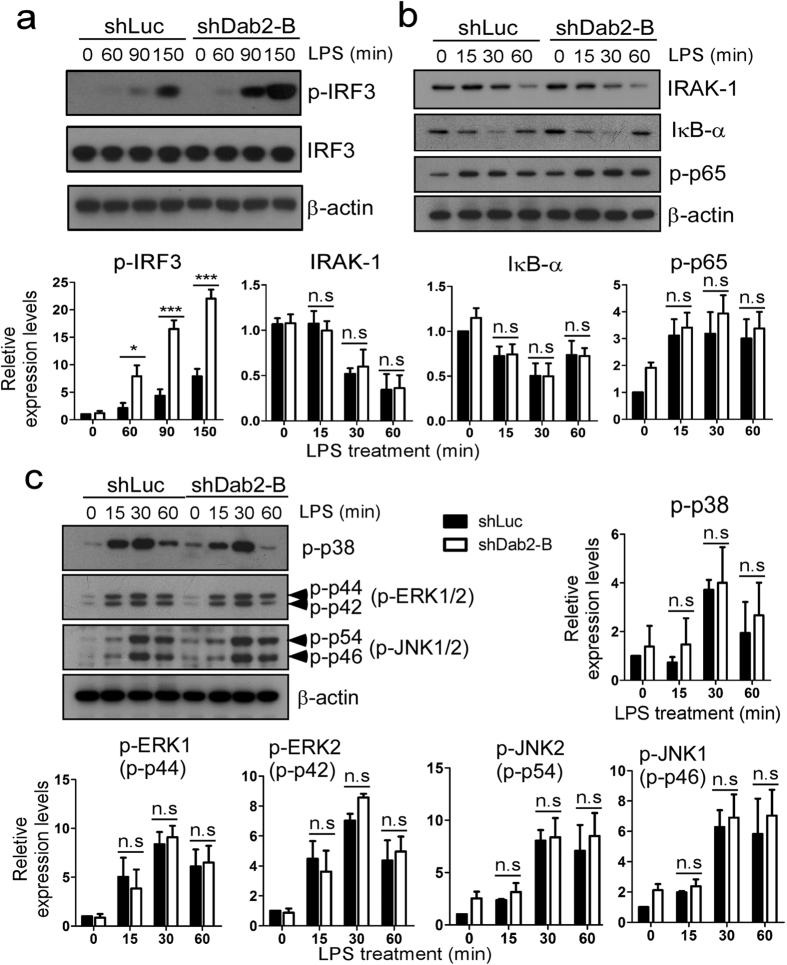
The TRIF-dependent phosphorylation of IRF-3 is augmented in Dab2-knockdown cells. **(a–c)** The shLuc and shDab2-B cells were treated with LPS (100 ng/ml) for the indicated time. The cell lysates were collected for Western blotting using the antibodies against the indicated proteins to determine the effect of Dab2 knockdown on LPS-stimulated phosphorylation of IRF-3 (panel A), p65-NF-κB (panel B), and MAPKs (p38, ERK1/2, and JNK1/2; panel C), and degradation of IRAK1 and IκBα (panel B). The expression of β-actin was used as a control for equal protein loading. Quantification for the changes of protein phosphorylation and degradation was performed by using the Image J analysis software. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S3. Data represent the mean ± SEM of three independent experiments. ns, no significance. *P < 0.05; **P < 0.01; and ***P < 0.001.

**Figure 5:**
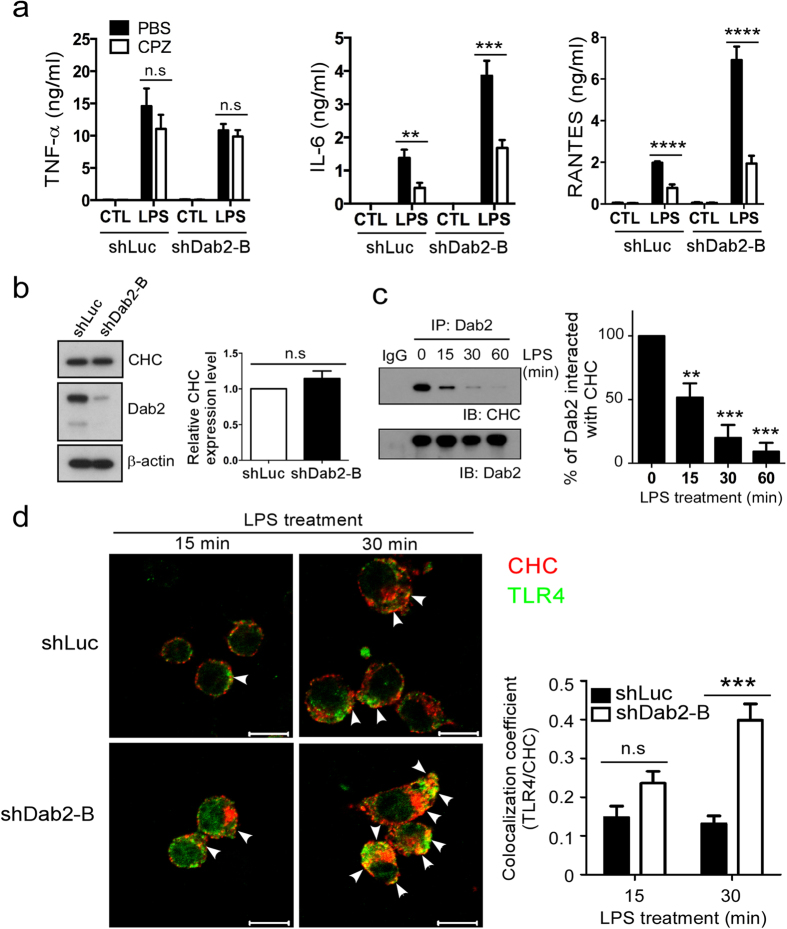
Dab2 interacts with clathrin and regulates the association of TLR4 with clathrin. **(a)** The shLuc and shDab2-B cells were pre-treated with 7.5 μM CPZ for 30 min followed by LPS stimulation for 18 h. The levels of the indicated cytokines/chemokines present in the culture medium were measured by ELISA. Data represent the mean ± SEM of three independent experiments. **(b)** The lysates of shLuc and shDab2-B cells were subject to Western blotting using the anti-CHC antibody. The expression of β-actin was used for the control of equal protein loading. The relative expression levels of CHC after normalization by the expression of β-actin are shown. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S4. **(c)** The shLuc cells were treated with LPS (100 ng/ml) for the indicated time. The cell lysates were collected for immunoprecipitation of Dab2 using the anti-Dab2 (H-110) antibody. The immuno-precipitated lysates were subject to Western blotting using the anti-CHC antibody. Data represent the mean ± SEM of three independent experiments. The full Western blot and the corresponding positions of the molecular weight protein markers are presented in Supplementary Fig. S4. **(d)** The shLuc and shDab2-B cells were treated with LPS for 15 and 30 min. Immunofluorescence staining was then performed using the rabbit anti-mouse CHC (red) and biotinylated anti-TLR4 (green) primary antibodies followed by the alexa fluor 555-conjugated donkey anti-rabbit IgG antibody and alexa fluor 488-conjugated streptavidin. The co-localization of TLR4 and CHC was determined by using Zeiss LSM Image Browser Version. Co-localization was determined by use of the co-localization coefficient between 15–30 cells in each group. ns, no significance. *P < 0.05; **P < 0.01; ***P < 0.001, and ****P < 0.0001. Scale bar: 10 μm.

**Figure 6:**
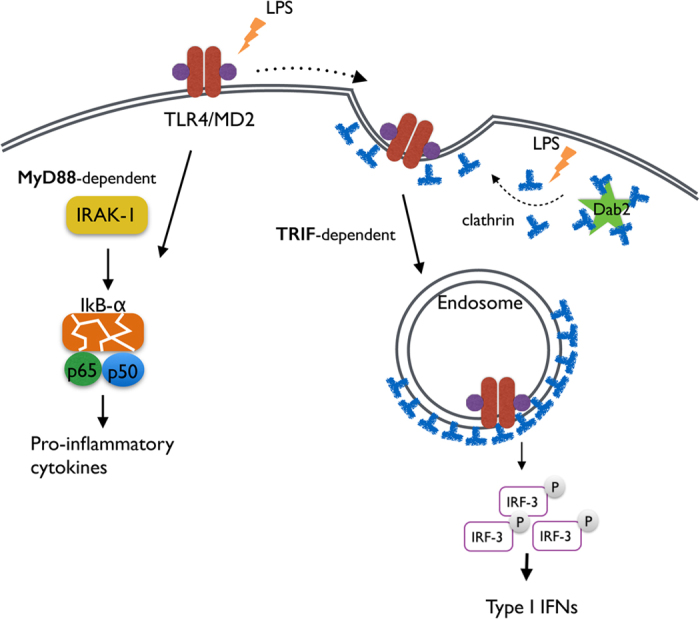
A Schematic diagram of TLR4 endocytic regulation by Dab2. In the steady state, Dab2 sequesters clathrin from the TLR4/MD2 complex. TLR4 signals via two pathways in response to LPS. The surface TLR4 signal via MyD88 activates NF-κB and pro-inflammatory cytokine production. Clathrin is released from Dab2 and is associated with TLR4 upon LPS stimulation. TLR4/MD2 then undergoes endocytosis in a clathrin-dependent manner resulting in IRF3 phosphorylation and type I interferon production.

**Table 1:** The differentially expressed MyD88- and TRIF-dependent genes between LPS-treated shLuc and shDab2-B cells.

GenBank Accession No.	Gene Symbol	Log_2_ Ratio	Fold Change
**MyD88-dependent up-regulated gene (DL/LL)**			
NM_153510.3	*Pilra*	2.1	4.4
**MyD88-dependent down-regulated gene (DL/LL)**			
NM_007421.2	*Adssl1*	−1.6	−3.1
**MyD88/TRIF-dependent up-regulated genes (DL/LL)**			
NM_031168.1	*Il6*	4.6	24.4
NM_010554.4	*Il1a*	2.4	5.1
**TRIF-dependent up-regulated genes (DL/LL)**			
NM_010510.1	*Ifnb*	2.3	5.1
NM_021274.2	*Cxcl10*	2.1	4.4
NM_008331.3	*Ifit1*	2.0	4.0
NM_013653.3	*Ccl5*	1.5	2.7
NM_008332.3	*Ifit2*	1.5	2.7

# Supplementary material for: Disabled-2 is a negative immune regulator of lipopolysaccharide-stimulated Toll-like receptor 4 internalization and signaling
**Source:** Sci Rep. 2016 Oct 17;6:35343. doi: 10.1038/srep35343
**Supplement:** Supplementary Information

Disabled-2 is a negative immune regulator of lipopolysaccharide-stimulated Toll-like receptor 4 internalization and signaling

Wei-Shan Hung¹, Pin Ling^{2,3}, Ju-Chien Cheng⁴, Shy-Shin Chang⁵, Ching-Ping Tseng^{1,6,7,8}

Supplementary Figure and Tables

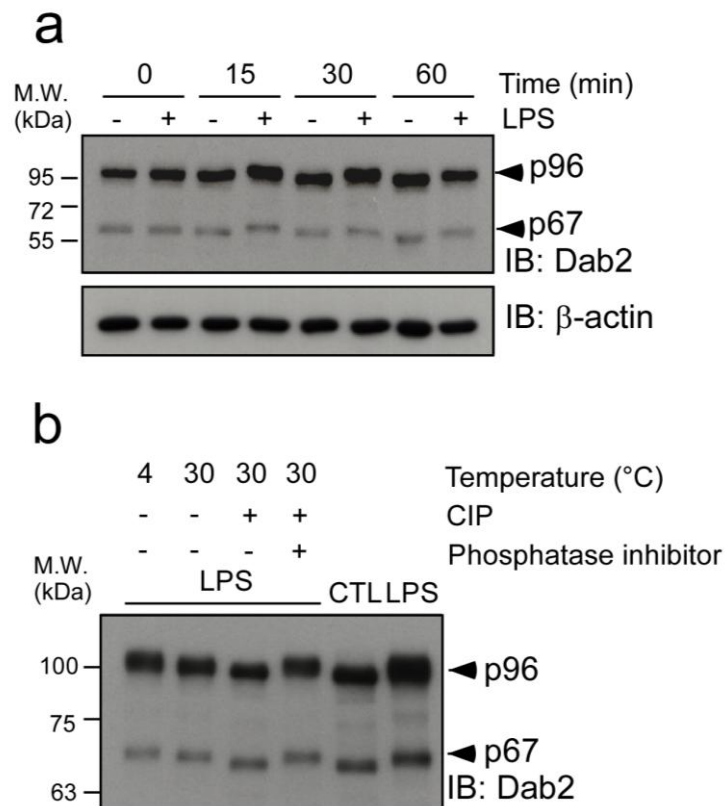

Supplementary Fig. S1 Dab2 was phosphorylated upon LPS stimulation.

(a) The shLuc cells were treated with LPS (100 ng/ml) for the indicated time. The cell lysates were collected for Western blotting using the antibody against Dab2. The expression of β -actin was used as a control for equal protein loading. **(b)** Reversal of gel mobility shift by phosphatase treatment. Protein extracts from shLuc cells treated with LPS for 30 min were kept at 4°C or 30°C in the presence of calf intestinal phosphatase (CIP) with or without the addition of the phosphatase inhibitors.

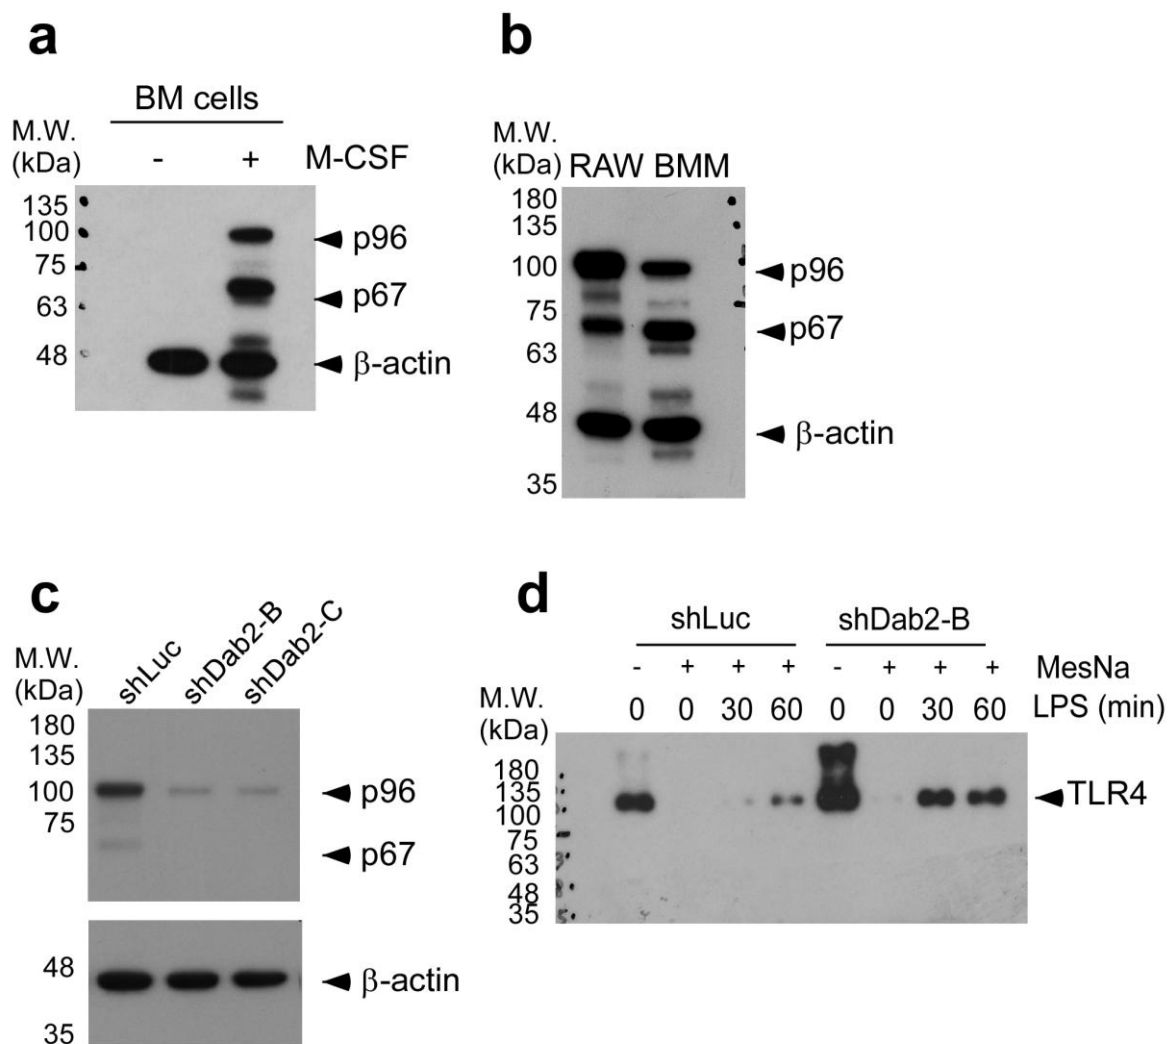

Supplementary Fig. S2 Full Western blots of Fig. 1b, Fig. 1c, Fig. 2a and Fig. 3d.

Fig. S2a: full Western blot of Fig. 1b.

Fig. S2b: full Western blot of Fig. 1c.

Fig. S2c: full Western blot of Fig. 2a.

Fig. S2d: full Western blot of Fig. 3d.

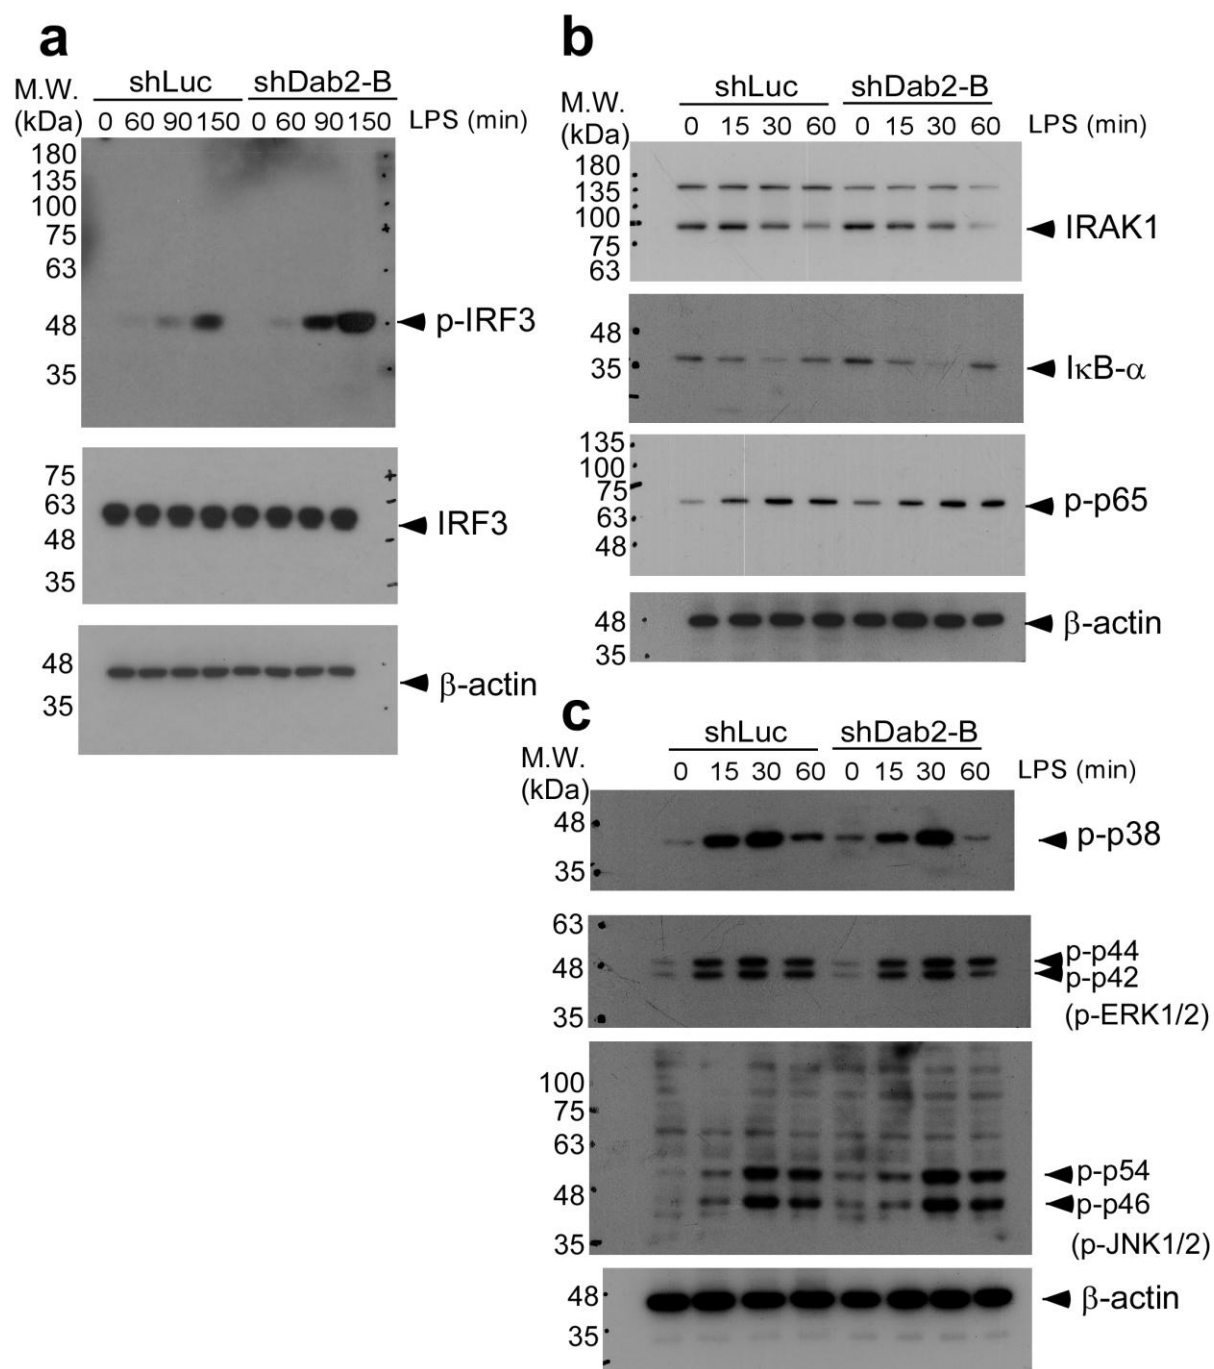

Supplementary Fig. S3 Full Western blots of Fig. 4a-c.

Fig. S3a: full Western blot of Fig. 4a .

Fig. S3b: full Western blot of Fig. 4b.

Fig. S3c: full Western blot of Fig. 4c.

a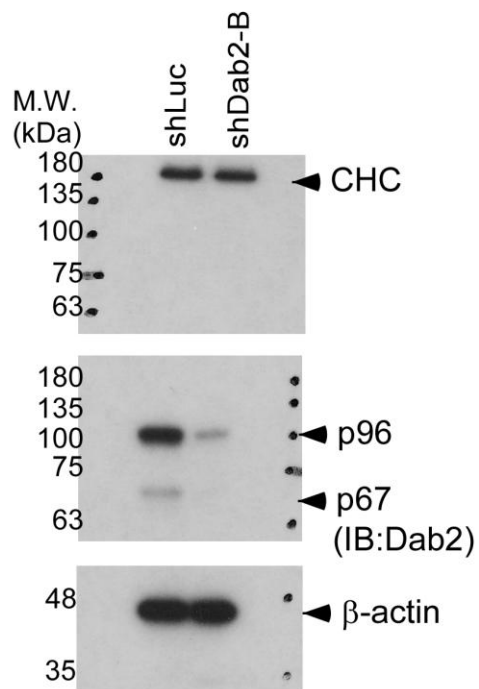**b**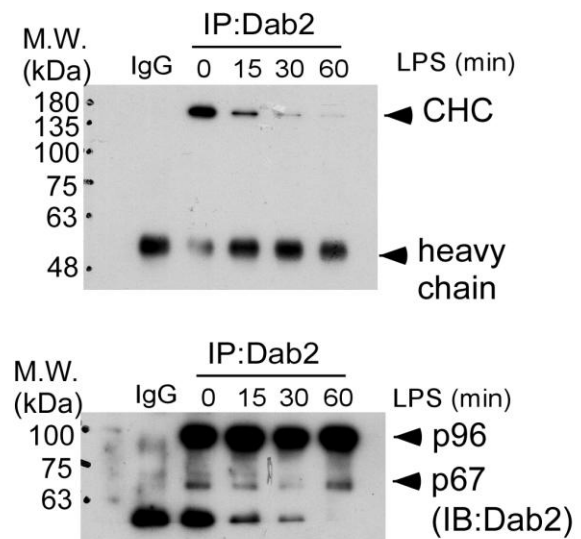

Supplementary Fig. S4 Full Western blots of Fig. 5b and Fig.5c

Fig. S4a: full Western blot of Fig. 5b.

Fig. S4b: full Western blot of Fig. 5c.

Table S1.-List of primer sets used in quantitative RT-PCR

**No.**	**Gene**	**Primer sequences**
**1**	**mTNF-α**	Fw: 5'-CTA TGG CCC AGA CCC TCA CAC TC -3'<br>Rv:5'-GCT GGC ACC ACT AGT TGG TTG TCT T 3'
**2**	**mIL-6**	Fw: 5'- CGT GGA AAT GAG AAA AGA GTT GTG-3'<br>Rv:5'-CCA GTT TGG TAG CAT CCA TCA TTT CT 3'
**3**	**mIFN-β**	Fw: 5'-GGC GGT TCC TTC GAG TGA CA-3'<br>Rv:5'-GATGG CAAAG GCAGT GTAAC TCTT3'
**4**	**mRANTES**	Fw: 5'-TGC CCT CAC CAT CAT CCT CAC T-3'<br>Rv:5'- GGC GGT TCC TTC GAG TGA CA-3'

Table S2. The differentially expressed genes between LPS-treated and untreated shLuc cells (LL/LC)

No.	GenBank accession no.	Gene Symbol	Log ₂ Ratio	Fold Change
**Up-regulated genes**				
1	NM_009971.1	<i>Csf3</i>	6.64	100.00
2	NM_008361.3	<i>Il1b</i>	6.64	100.00
3	NM_009140.2	<i>Cxcl2</i>	6.64	100.00
4	NM_025404.3	<i>Arl4d</i>	6.64	99.72
5	NM_008392.1	<i>Irg1</i>	6.63	98.85
6	NM_007707.3	<i>Socs3</i>	5.52	45.79
7	NM_011198.3	<i>Ptgs2</i>	5.44	43.53
8	NM_013599.2	<i>Mmp9</i>	5.32	40.04
9	NM_177371.3	<i>Tnfsf15</i>	4.67	25.48
10	NM_007528.3	<i>Bcl6b</i>	4.56	23.56
11	NM_011333.3	<i>Ccl2</i>	4.20	18.44
12	NM_011610.3	<i>Tnfrsf1b</i>	4.17	17.98
13	NM_001159395.1	<i>Nfkbiz</i>	4.11	17.23
14	NM_001039701.3	<i>Il1rn</i>	4.05	16.56
15	NM_009344.3	<i>Phlda1</i>	4.02	16.23
16	NM_011113.3	<i>Plaur</i>	3.96	15.57
17	NM_007987.2	<i>Fas</i>	3.94	15.32
18	NM_010510.1	<i>Ifnb1</i>	3.74	13.34
19	NM_008871.2	<i>Serpine1</i>	3.73	13.27
20	NM_024406.2	<i>Fabp4</i>	3.71	13.09
21	NM_152804.2	<i>Plk2</i>	3.67	12.73
22	NM_011607.3	<i>Tnc</i>	3.67	12.73
23	NM_008321.2	<i>Id3</i>	3.67	12.70
24	NM_010484.2	<i>Slc6a4</i>	3.66	12.66
25	NM_013693.2	<i>Tnf</i>	3.62	12.30
26	NM_007836.1	<i>Gadd45a</i>	3.48	11.14
27	NM_009779.2	<i>C3ar1</i>	3.41	10.65
28	NM_011267.3	<i>Rgs16</i>	3.40	10.53
29	NM_001045526.2	<i>A430084P05Rik</i>	3.38	10.40
30	NM_009344.3	<i>Phlda1</i>	3.37	10.33

31	NM_023044.2	<i>Slc15a3</i>	3.33	10.06
32	NM_178890.3	<i>Abtb2</i>	3.31	9.91
33	NM_030720.1	<i>Gpr84</i>	3.30	9.83
34	NM_001025606.1	<i>Tmem171</i>	3.27	9.66
35	NM_023061.2	<i>Mcam</i>	3.24	9.47
36	NM_011057.3	<i>Pdgfb</i>	3.24	9.43
37	NM_030701.3	<i>Niacr1</i>	3.23	9.41
38	NM_019777.3	<i>Ikbke</i>	3.22	9.33
39	NM_009704.3	<i>Areg</i>	3.21	9.28
40	NM_001044384.1	<i>Timp1</i>	3.17	8.99
41	NM_019948.2	<i>Clec4e</i>	3.14	8.84
42	NM_145636.1	<i>Il27</i>	3.13	8.76
43	NM_025541.3	<i>Asf1a</i>	3.13	8.75
44	NM_133662.2	<i>Ier3</i>	3.12	8.69
45	NM_030701.3	<i>Niacr1</i>	3.12	8.67
46	NM_008230.5	<i>Hdc</i>	3.08	8.46
47	NM_009421.3	<i>Traf1</i>	3.04	8.21
48	NM_001177982.1	<i>Pde4b</i>	3.01	8.07
49	NM_026772.2	<i>Cdc42ep2</i>	2.97	7.84
50	NM_010235.2	<i>Fosl1</i>	2.93	7.61
51	NM_029478.3	<i>Vmpl</i>	2.92	7.58
52	NM_008655.1	<i>Gadd45b</i>	2.92	7.57
53	NM_009506.2	<i>Vegfc</i>	2.91	7.50
54	NM_008842.3	<i>Pim1</i>	2.86	7.25
55	NM_008655.1	<i>Gadd45b</i>	2.85	7.23
56	XR_140864.1	<i>5330417H12Rik</i>	2.83	7.13
57	NM_010807.4	<i>Marcksl1</i>	2.82	7.08
58	NM_009397.3	<i>Tnfaip3</i>	2.78	6.86
59	NM_172989.1	<i>Lpar1</i>	2.77	6.83
60	NM_011361.3	<i>Sgk1</i>	2.74	6.66
61	NM_001077189.1	<i>Fcgr2b</i>	2.73	6.64
62	NM_026644.2	<i>Agpat4</i>	2.71	6.56
63	NM_009396.2	<i>Tnfaip2</i>	2.70	6.49
64	NM_010187.2	<i>Fcgr2b</i>	2.70	6.48
65	NM_021274.2	<i>Cxcl10</i>	2.69	6.44
66	NM_153159.2	<i>Zc3h12a</i>	2.68	6.39

67	NM_009895.3	<i>Cish</i>	2.66	6.34
68	NM_025286.2	<i>Slc31a2</i>	2.63	6.19
69	NM_199241.2	<i>Sema6d</i>	2.63	6.19
70	NM_001146161.1	<i>Slc11a2</i>	2.63	6.17
71	NM_013807.2	<i>Plk3</i>	2.62	6.17
72	NM_207231.1	<i>Arl5c</i>	2.62	6.13
73	NM_007484.2	<i>Rhoc</i>	2.62	6.13
74	NM_001013365.2	<i>Osm</i>	2.61	6.11
75	NM_001048054.1	<i>Dusp16</i>	2.61	6.09
76	NM_008348.2	<i>Il10ra</i>	2.58	5.98
77	NM_029537.1	<i>Tmem98</i>	2.56	5.91
78	NM_174850.3	<i>Micall2</i>	2.56	5.88
79	NM_011110.4	<i>Pla2g5</i>	2.54	5.80
80	NM_009044.2	<i>Rel</i>	2.50	5.65
81	NM_026097.3	<i>Rffl</i>	2.48	5.57
82	NM_001005846.2	<i>Mcoln2</i>	2.48	5.56
83	NM_013867.2	<i>Bcar3</i>	2.47	5.53
84	NM_011338.2	<i>Ccl9</i>	2.46	5.50
85	NR_029806.1	<i>Mir221</i>	2.45	5.46
86	NM_176913.3	<i>Dpep2</i>	2.44	5.43
87	NM_021394.2	<i>Zbp1</i>	2.44	5.42
88	NM_008714.3	<i>Notch1</i>	2.44	5.42
89	NM_001081180.1	<i>Spink5</i>	2.43	5.40
90	NM_010208.4	<i>Fgr</i>	2.42	5.34
91	NM_010215.3	<i>Il4i1</i>	2.41	5.33
92	NM_015790.3	<i>Icosl</i>	2.39	5.25
93	NM_011426.3	<i>Siglec1</i>	2.38	5.19
94	NM_021384.4	<i>Rsad2</i>	2.35	5.11
95	NM_134102.4	<i>Pla1a</i>	2.33	5.05
96	NM_001191008.1	<i>Sstr5</i>	2.32	5.01
97	NM_019429.2	<i>Prss16</i>	2.32	4.98
98	NM_001048054.1	<i>Dusp16</i>	2.31	4.97
99	NM_010755.3	<i>Maff</i>	2.31	4.96
100	NM_145828.3	<i>Xylt2</i>	2.29	4.88
101	NM_133753.1	<i>Errfi1</i>	2.28	4.87

102	NM_001167680.1	<i>Rhbdf2</i>	2.28	4.86
103	NM_001039385.1	<i>Vgf</i>	2.27	4.83
104	NM_011756.4	<i>Zfp36</i>	2.25	4.75
105	NM_009743.4	<i>Bcl2l1</i>	2.25	4.75
106	NM_013612.2	<i>Slc11a1</i>	2.24	4.72
107	NM_017466.4	<i>Ccrl2</i>	2.23	4.71
108	NR_015566.2	<i>A330023F24Rik</i>	2.23	4.68
109	NM_028800.3	<i>Stk40</i>	2.22	4.66
110	NM_010090.2	<i>Dusp2</i>	2.22	4.65
111	NM_172833.2	<i>Malt1</i>	2.22	4.65
112	NM_177390.3	<i>Myo1d</i>	2.21	4.63
113	NM_009132.2	<i>Scin</i>	2.19	4.58
114	NM_025684.2	<i>Nepn</i>	2.19	4.57
115	NM_001163556.1	<i>Pou2f2</i>	2.19	4.56
116	NM_011577.1	<i>Tgfb1</i>	2.18	4.54
117	NM_010119.5	<i>Ehd1</i>	2.15	4.43
118	NM_007754.2	<i>Cpd</i>	2.14	4.42
119	NM_008416.3	<i>Junb</i>	2.13	4.39
120	NM_010577.3	<i>Itga5</i>	2.13	4.37
121	NM_019549.2	<i>Plek</i>	2.13	4.36
122	NM_011414.3	<i>Slpi</i>	2.11	4.32
123	NM_025638.2	<i>Gdgd1</i>	2.09	4.27
124	NM_026985.1	<i>1810033B17Rik</i>	2.07	4.20
125	NM_027455.2	<i>Qpct</i>	2.05	4.15
126	NM_010495.2	<i>Id1</i>	2.05	4.14
127	NM_001199305.1	<i>Atxn1</i>	2.04	4.11
128	NM_001033270.2	<i>Slc4a7</i>	2.04	4.10
129	NM_013652.2	<i>Ccl4</i>	2.03	4.09
130	NM_009612.2	<i>Acvrl1</i>	2.03	4.09
131	NM_018807.5	<i>Plagl2</i>	2.03	4.07
132	NM_011400.3	<i>Slc2a1</i>	2.02	4.06
133	NM_010403.2	<i>Hao1</i>	2.00	4.00
134	NM_001126047.1	<i>Sema4c</i>	2.00	3.99
135	NM_007413.4	<i>Adora2b</i>	1.99	3.97
136	NM_001099624.2	<i>Rapgef2</i>	1.99	3.96

137	NM_018764.2	<i>Pcdh7</i>	1.98	3.93
138	NM_009288.2	<i>Stk10</i>	1.96	3.90
139	NM_001163591.1	<i>Stx11</i>	1.96	3.88
140	NM_011408.1	<i>Slfn2</i>	1.94	3.84
141	NM_175437.3	<i>Pion</i>	1.94	3.83
142	NM_027871.1	<i>Arhgef3</i>	1.93	3.82
143	NM_001025395.2	<i>Src</i>	1.93	3.80
144	NM_001114088.1	<i>Pdlim7</i>	1.92	3.78
145	NM_008331.3	<i>Ifit1</i>	1.92	3.78
146	NM_011990.2	<i>Slc7a11</i>	1.90	3.74
147	NM_011227.1	<i>Rab20</i>	1.90	3.72
148	NM_013470.2	<i>Anxa3</i>	1.88	3.67
149	NM_018782.2	<i>Calcr1</i>	1.87	3.66
150	NM_001163591.1	<i>Stx11</i>	1.87	3.66
151	NM_175512.2	<i>Dhrs9</i>	1.86	3.63
152	NM_001040397.4	<i>Filip11</i>	1.86	3.63
153	NM_001093766.1	<i>Myadm</i>	1.86	3.63
154	NM_013532.2	<i>Lilrb4</i>	1.85	3.61
155	NM_023380.2	<i>Samsn1</i>	1.84	3.59
156	NM_011410.2	<i>Slfn4</i>	1.83	3.56
157	NM_026929.4	<i>Chac1</i>	1.83	3.55
158	NM_001243050.1	<i>Atp6v0a1</i>	1.82	3.54
159	NM_183177.2	<i>Zfp811</i>	1.82	3.52
160	NM_028127.3	<i>Frmd6</i>	1.81	3.51
161	NM_026058.4	<i>Lass4</i>	1.80	3.49
162	NM_144797.3	<i>Metrn1</i>	1.80	3.48
163	NM_153119.2	<i>Plekho2</i>	1.80	3.47
164	NM_011777.2	<i>Zyx</i>	1.79	3.47
166	NM_201518.4	<i>Flrt2</i>	1.79	3.46
167	NM_027249.2	<i>Tlcd2</i>	1.78	3.43
168	NM_001042659.1	<i>Fzd5</i>	1.77	3.41
169	NM_183148.3	<i>Iffo2</i>	1.76	3.40
170	NM_019472.2	<i>Myo10</i>	1.76	3.40
171	NM_134133.2	<i>2010002N04Rik</i>	1.76	3.39
172	NM_029422.3	<i>Tm7sf4</i>	1.76	3.39

173	NM_015789.3	<i>Dkk1l</i>	1.76	3.38
174	NR_003508.1	<i>Mx2</i>	1.75	3.37
175	NM_019549.2	<i>Plek</i>	1.75	3.37
176	NM_080853.3	<i>Slc17a6</i>	1.74	3.35
177	NM_029021.1	<i>4833422F24Rik</i>	1.74	3.33
178	NM_001163565.1	<i>Ptpn5</i>	1.73	3.32
179	NM_001162921.1	<i>Zc3h12c</i>	1.72	3.28
180	NM_175645.3	<i>Xylt1</i>	1.71	3.28
181	NM_001135657.1	<i>Ptprj</i>	1.71	3.27
182	NM_011521.2	<i>Sdc4</i>	1.70	3.25
183	NM_011731.3	<i>Slc6a20b</i>	1.69	3.24
184	NM_008798.2	<i>Pdcd1</i>	1.69	3.23
185	XM_003084664.1	<i>Sh2d6</i>	1.69	3.22
186	NM_028696.3	<i>Obfc2a</i>	1.68	3.20
187	NM_176933.4	<i>Dusp4</i>	1.68	3.20
188	NM_008327.2	<i>Ifi202b</i>	1.66	3.17
189	NM_029847.4	<i>Arsk</i>	1.66	3.16
190	XR_141159.1	<i>5033430I15Rik</i>	1.65	3.15
191	NM_053109.3	<i>Clec2d</i>	1.65	3.13
192	NM_145953.2	<i>Cth</i>	1.64	3.13
193	NM_001040400.2	<i>Tet2</i>	1.64	3.12
194	NM_025821.2	<i>Carhsp1</i>	1.63	3.10
195	NM_008185.3	<i>Gstt1</i>	1.63	3.10
196	NM_145950.4	<i>Osgin2</i>	1.63	3.09
197	NM_008102.3	<i>Gch1</i>	1.62	3.08
198	NM_007656.4	<i>Cd82</i>	1.61	3.06
199	NM_001199305.1	<i>Atxn1</i>	1.61	3.05
200	NM_029083.2	<i>Ddit4</i>	1.61	3.05
201	NM_010696.3	<i>Lcp2</i>	1.61	3.05
202	NM_001077407.1	<i>Nrp2</i>	1.61	3.04
203	NM_207652.2	<i>Tsc22d1</i>	1.60	3.04
204	NM_175155.4	<i>Sash1</i>	1.60	3.04
205	NM_001205044.1	<i>Jarid2</i>	1.60	3.02
206	NM_001111060.1	<i>Cd59a</i>	1.59	3.01
207	NM_010029.2	<i>Ddx4</i>	1.58	2.98
208	NM_031195.2	<i>Msr1</i>	1.57	2.97

209	NM_172924.3	<i>C230081A13Rik</i>	1.57	2.97
210	NM_133833.2	<i>Dst</i>	1.57	2.97
211	NM_008416.3	<i>Junb</i>	1.57	2.96
212	NM_023516.5	<i>Hilpda</i>	1.56	2.96
213	NM_008518.2	<i>Ltb</i>	1.56	2.95
214	NM_001093766.1	<i>Myadm</i>	1.56	2.95
215	NM_001164220.1	<i>Trim13</i>	1.55	2.93
216	NM_021493.2	<i>Arhgap23</i>	1.55	2.93
217	NM_175093.2	<i>Trib3</i>	1.55	2.93
218	NM_080844.4	<i>Serpinc1</i>	1.55	2.93
219	NM_023516.5	<i>Hilpda</i>	1.54	2.91
220	NM_001142959.1	<i>Bcl2l15</i>	1.54	2.91
221	NM_001205053.1	<i>Jdp2</i>	1.54	2.90
222	NM_028807.3	<i>1200009I06Rik</i>	1.53	2.90
223	NM_172442.3	<i>Dtx4</i>	1.53	2.88
224	NM_181734.3	<i>Ttpal</i>	1.53	2.88
225	NM_015747.2	<i>Slc20a1</i>	1.52	2.87
226	NM_001190449.1	<i>Ddah2</i>	1.52	2.87
227	NM_172145.3	<i>Fam176b</i>	1.51	2.85
228	NM_025821.2	<i>Carhsp1</i>	1.51	2.85
229	NM_015783.3	<i>Isg15</i>	1.51	2.85
230	NM_029219.1	<i>Rnf19b</i>	1.51	2.85
231	NM_001113553.1	<i>Irak2</i>	1.50	2.83
232	NM_008795.2	<i>Cdk18</i>	1.49	2.82
233	NM_015766.2	<i>Ebi3</i>	1.49	2.81
234	NM_145456.2	<i>Zswim6</i>	1.49	2.80
235	NM_175092.3	<i>Rhof</i>	1.49	2.80
236	NM_201361.2	<i>Fam82a1</i>	1.48	2.79
237	NR_027888.1	<i>Sqrdl</i>	1.46	2.76
238	NM_145456.2	<i>Zswim6</i>	1.45	2.73
239	NM_007913.5	<i>Egr1</i>	1.45	2.73
**Down-regulated genes**				
1	NM_001252506.1	<i>St6gal1</i>	-4.08	16.94
2	NM_024124.3	<i>Hdac9</i>	-3.11	8.63
3	NM_145611.4	<i>Kank2</i>	-2.86	7.24
4	NM_198024.1	<i>Ranbp3l</i>	-2.82	7.08

5	NM_177000.3	<i>C130050O18Rik</i>	-2.73	6.61
6	NM_001081079.1	<i>Ogfrl1</i>	-2.65	6.28
7	NM_007426.3	<i>Angpt2</i>	-2.61	6.10
8	NM_001004156.2	<i>Plekkg5</i>	-2.55	5.87
9	NM_001081656.2	<i>Neurl1b</i>	-2.53	5.77
10	NM_198024.1	<i>Ranbp3l</i>	-2.49	5.61
11	NM_025768.2	<i>Grtp1</i>	-2.49	5.60
12	NM_020581.2	<i>Angptl4</i>	-2.47	5.52
13	NM_008278.2	<i>Hpgd</i>	-2.38	5.20
14	NM_008278.2	<i>Hpgd</i>	-2.37	5.17
15	NM_013495.2	<i>Cpt1a</i>	-2.37	5.16
16	NM_009025.2	<i>Rasa3</i>	-2.36	5.15
17	NM_001163687.1	<i>Naaa</i>	-2.31	4.96
18	NM_029116.2	<i>Kbtbd11</i>	-2.29	4.87
19	NM_001114312.1	<i>4930506M07Rik</i>	-2.27	4.81
20	NM_028340.1	<i>Susd3</i>	-2.25	4.77
21	NM_053261.2	<i>Impa2</i>	-2.22	4.66
22	NM_001170643.1	<i>Rnf144b</i>	-2.20	4.58
23	NM_028639.3	<i>Ttc7</i>	-2.19	4.55
24	NM_009846.2	<i>Cd24a</i>	-2.11	4.31
25	NM_027763.1	<i>Trem1l</i>	-2.10	4.28
26	NM_134189.2	<i>Galnt10</i>	-2.05	4.14
27	NM_028039.2	<i>Esco2</i>	-2.05	4.14
28	NM_001195006.1	<i>Ndr4</i>	-2.04	4.11
29	NM_001130186.1	<i>Phf17</i>	-2.02	4.05
30	NM_001080158.1	<i>Cenpm</i>	-2.01	4.02
31	NM_178667.4	<i>Tfdp2</i>	-2.01	4.02
32	NM_001085492.1	<i>Rere</i>	-2.01	4.02
33	NM_030198.3	<i>Gins3</i>	-1.99	3.96
34	NM_001081098.1	<i>Zfp362</i>	-1.97	3.92
35	XR_106143.1	<i>G430095P16Rik</i>	-1.96	3.89
36	NM_009154.2	<i>Sema5a</i>	-1.95	3.85
37	XM_003689164.1	<i>LOC100504500</i>	-1.95	3.85
38	NM_172838.3	<i>Slc16a12</i>	-1.93	3.81
39	NM_198305.2	<i>Klhl17</i>	-1.93	3.80
40	NM_145509.2	<i>5430435G22Rik</i>	-1.92	3.77

41	NM_001177867.1	<i>Sgol2</i>	-1.91	3.76
42	NM_020567.2	<i>Gmnn</i>	-1.91	3.75
43	NM_133746.5	<i>Calhm2</i>	-1.90	3.73
44	NM_024264.4	<i>Cyp27a1</i>	-1.90	3.73
45	NM_178699.4	<i>B930041F14Rik</i>	-1.89	3.70
46	NM_173047.3	<i>Cbr3</i>	-1.88	3.68
47	NM_009001.6	<i>Rab3a</i>	-1.88	3.67
48	NM_001159538.1	<i>Fgd2</i>	-1.88	3.67
49	NM_023326.2	<i>Bmyc</i>	-1.87	3.66
50	NM_178283.3	<i>Asb13</i>	-1.81	3.52
51	NM_198861.1	<i>BC046404</i>	-1.81	3.51
52	NM_001013368.5	<i>E2f8</i>	-1.80	3.49
53	NM_009387.2	<i>Tk1</i>	-1.80	3.48
54	NM_001143777.1	<i>Fam13c</i>	-1.78	3.45
55	NM_145462.2	<i>Haus4</i>	-1.74	3.34
56	NM_001146180.1	<i>Mtss1</i>	-1.73	3.31
57	NM_026003.2	<i>Smarca2</i>	-1.73	3.31
58	NM_146040.1	<i>Cdca7l</i>	-1.73	3.31
59	NM_023431.5	<i>Mum1</i>	-1.72	3.31
60	NM_028576.2	<i>1700106N22Rik</i>	-1.72	3.30
61	NM_001167592.2	<i>Gm17365</i>	-1.72	3.30
62	NM_172734.3	<i>Stk38l</i>	-1.71	3.27
63	NM_018822.3	<i>Sgsh</i>	-1.71	3.27
64	NM_008618.3	<i>Mdh1</i>	-1.70	3.25
65	NM_172756.2	<i>Ankle1</i>	-1.70	3.25
66	NM_019976.3	<i>Psrc1</i>	-1.69	3.23
67	NM_009593.2	<i>Abcg1</i>	-1.69	3.22
68	NR_040293.1	<i>2310040G24Rik</i>	-1.67	3.18
69	NM_011459.4	<i>Serpinb8</i>	-1.67	3.18
70	NM_026038.2	<i>2810055F11Rik</i>	-1.66	3.17
71	NM_023850.2	<i>Chst1</i>	-1.66	3.15
72	NM_001168492.1	<i>Pdcd4</i>	-1.66	3.15
73	NM_001163761.1	<i>6430548M08Rik</i>	-1.65	3.13
74	NM_011243.1	<i>Rarb</i>	-1.64	3.12
75	NM_001145832.1	<i>Kifc3</i>	-1.64	3.11
76	NM_009183.2	<i>St8sia4</i>	-1.64	3.11

77	NM_009079.2	<i>Rpl22</i>	-1.63	3.10
78	NM_010255.3	<i>Gamt</i>	-1.63	3.10
79	NM_146208.2	<i>Neil3</i>	-1.63	3.10
80	NM_017391.3	<i>Slc5a3</i>	-1.61	3.06
81	NM_008628.2	<i>Msh2</i>	-1.61	3.05
82	NM_153571.2	<i>Hscb</i>	-1.61	3.05
83	NM_009806.2	<i>Cask</i>	-1.60	3.04
84	NM_134042.2	<i>Aldh6a1</i>	-1.59	3.02
85	NM_009029.2	<i>Rb1</i>	-1.58	3.00
86	NM_145402.3	<i>Tmem51</i>	-1.58	2.99
87	NM_172560.3	<i>Cntrob</i>	-1.57	2.98
88	NM_197990.3	<i>I700025G04Rik</i>	-1.57	2.98
89	NM_026720.2	<i>Ankrd13d</i>	-1.57	2.97
90	NM_008021.4	<i>Foxm1</i>	-1.57	2.97
91	NM_001242424.1	<i>Fam105a</i>	-1.57	2.97
92	NM_027543.3	<i>Gpr173</i>	-1.57	2.96
93	NM_028149.1	<i>Fbxl20</i>	-1.57	2.96
94	NM_013769.2	<i>Tjp3</i>	-1.56	2.95
95	NM_001081241.2	<i>Fam65a</i>	-1.55	2.94
96	NR_027827.1	<i>A030009H04Rik</i>	-1.55	2.93
97	NM_027480.3	<i>Ankrd24</i>	-1.55	2.92
98	NM_008317.4	<i>Hyal1</i>	-1.54	2.91
99	NM_001013377.2	<i>E130306D19Rik</i>	-1.54	2.91
100	NM_001037134.1	<i>Ccne2</i>	-1.54	2.91
101	NM_023733.3	<i>Crot</i>	-1.53	2.88
102	NM_027715.1	<i>Otud1</i>	-1.52	2.87
103	NM_001163764.1	<i>Tcf19</i>	-1.52	2.86
104	NM_013627.5	<i>Pax6</i>	-1.51	2.85
105	NM_201239.3	<i>Rnase4</i>	-1.51	2.85
106	NM_001164101.1	<i>Add3</i>	-1.51	2.85
107	NM_011391.1	<i>Slc16a7</i>	-1.51	2.84
108	NM_001042653.1	<i>Oip5</i>	-1.51	2.84
109	NM_176837.2	<i>Arhgap18</i>	-1.51	2.84
110	NM_029766.2	<i>Dtl</i>	-1.50	2.83
111	NM_024459.2	<i>Ppp3r1</i>	-1.50	2.82
112	NM_001004164.2	<i>Gnptab</i>	-1.50	2.82

113	NM_001177544.1	<i>Hist1h2ao</i>	-1.49	2.80
114	NM_026662.4	<i>Prps2</i>	-1.48	2.80
115	NM_008845.4	<i>Pip4k2a</i>	-1.48	2.79
116	NM_146073.3	<i>Zdhhc14</i>	-1.48	2.79
117	NM_030087.2	<i>Ndufv3</i>	-1.47	2.78
118	NM_031182.2	<i>Tfap4</i>	-1.47	2.78
119	NM_001163766.1	<i>Wdr90</i>	-1.47	2.76
120	NR_033402.1	<i>Tyms</i>	-1.46	2.75
121	NM_007525.3	<i>Bard1</i>	-1.46	2.74
122	NM_178061.5	<i>Mob3b</i>	-1.46	2.74
123	NM_026321.4	<i>Fam174a</i>	-1.45	2.74
124	NM_139145.4	<i>Hlcs</i>	-1.45	2.74
125	NM_025995.2	<i>Fbxo5</i>	-1.45	2.74
126	NM_026975.2	<i>Bola1</i>	-1.45	2.74
127	NM_177124.4	<i>Tnrc6b</i>	-1.45	2.74

Table S3. The differentially expressed genes between LPS-treated and untreated shDab2-B cells (DL/DC)

No.	GenBank<br>accession no.	Gene Symbol	Log ₂ Ratio	Fold Change
**Up-regulated genes**				
1	NM_009971.1	<i>Csf3</i>	8.53	369.74
2	NM_008361.3	<i>Il1b</i>	7.7	207.62
3	NM_008392.1	<i>Irg1</i>	6.23	74.94
4	NM_025404.3	<i>Arl4d</i>	6.19	73.18
5	NM_007707.3	<i>Socs3</i>	6.03	65.5
6	NM_009140.2	<i>Cxcl2</i>	5.79	55.22
7	NM_177371.3	<i>Tnfsf15</i>	5.77	54.76
8	NM_011198.3	<i>Ptgs2</i>	5.15	35.42
9	NM_008230.5	<i>Hdc</i>	4.99	31.72
10	NM_013599.2	<i>Mmp9</i>	4.91	30.02
11	NM_011610.3	<i>Tnfrsf1b</i>	4.84	28.67
12	NM_001044384.1	<i>Timp1</i>	4.81	28.11
13	NM_008321.2	<i>Id3</i>	4.64	24.88
14	NM_001039701.3	<i>Il1rn</i>	4.52	23
15	NM_007836.1	<i>Gadd45a</i>	4.32	20.03
16	NM_017466.4	<i>Ccl2</i>	4.28	19.47
17	NM_021384.4	<i>Rsad2</i>	4.24	18.9
18	NM_011113.3	<i>Plaur</i>	4.2	18.33
19	NM_010259.2	<i>Gbp1</i>	4.18	18.12
20	NM_009396.2	<i>Tnfaip2</i>	4.16	17.9
21	NR_033554.1	<i>D330041H03Rik</i>	4.11	17.3
22	NM_009895.3	<i>Cish</i>	4.03	16.33
23	NM_001077189.1	<i>Fcgr2b</i>	4.02	16.25
24	NM_013693.2	<i>Tnf</i>	4.01	16.07
25	NM_021394.2	<i>Zbp1</i>	4	15.99
26	NM_008655.1	<i>Gadd45b</i>	3.87	14.59
27	NM_001159395.1	<i>Nfkbiz</i>	3.83	14.21
28	NM_010187.2	<i>Fcgr2b</i>	3.82	14.13
29	NM_008655.1	<i>Gadd45b</i>	3.8	13.91
30	NM_030701.3	<i>Niacr1</i>	3.76	13.57
31	NM_023044.2	<i>Slc15a3</i>	3.76	13.53

32	NM_008331.3	<i>Ifit1</i>	3.74	13.39
33	NM_174850.3	<i>Micall2</i>	3.74	13.32
34	NM_030701.3	<i>Niacr1</i>	3.73	13.26
35	NM_021274.2	<i>Cxcl10</i>	3.67	12.71
36	NM_007987.2	<i>Fas</i>	3.66	12.65
37	NM_010484.2	<i>Slc6a4</i>	3.59	12.07
38	NM_015790.3	<i>Icosl</i>	3.5	11.34
39	NM_025541.3	<i>Asf1a</i>	3.47	11.11
40	NM_011333.3	<i>Ccl2</i>	3.47	11.09
41	NM_145636.1	<i>Il27</i>	3.42	10.68
42	NM_152804.2	<i>Plk2</i>	3.42	10.67
43	NM_053108.4	<i>Glr3</i>	3.36	10.28
44	NM_019777.3	<i>Ikbke</i>	3.32	10.01
45	NM_008842.3	<i>Pim1</i>	3.32	10
46	NM_134102.4	<i>Pla1a</i>	3.32	9.96
47	NM_207231.1	<i>Arl5c</i>	3.31	9.91
48	NM_010846.1	<i>Mx1</i>	3.3	9.84
49	NM_009344.3	<i>Phlda1</i>	3.29	9.76
50	NM_009344.3	<i>Phlda1</i>	3.28	9.69
51	NM_010260.1	<i>Gbp2</i>	3.26	9.59
52	NM_026929.4	<i>Chac1</i>	3.26	9.59
53	NM_030720.1	<i>Gpr84</i>	3.26	9.58
54	NM_009397.3	<i>Tnfaip3</i>	3.24	9.47
55	NM_011607.3	<i>Tnc</i>	3.19	9.1
56	NM_153159.2	<i>Zc3h12a</i>	3.16	8.91
57	NM_001013365.2	<i>Osm</i>	3.15	8.85
58	NM_133662.2	<i>Ier3</i>	3.13	8.77
59	NM_172989.1	<i>Lpar1</i>	3.13	8.74
60	NM_019948.2	<i>Clec4e</i>	3.12	8.69
61	NM_001177982.1	<i>Pde4b</i>	3.12	8.67
62	NM_001113527.1	<i>Isg20</i>	3.11	8.66
63	NM_008871.2	<i>Serpine1</i>	3.11	8.66
64	NM_013807.2	<i>Plk3</i>	3.09	8.54
65	NM_178890.3	<i>Abtb2</i>	3.09	8.51
66	NM_008329.2	<i>Ifi204</i>	3.08	8.48
67	NM_009421.3	<i>Traf1</i>	3.08	8.48
68	NM_172833.2	<i>Malt1</i>	3.02	8.12

69	NM_013653.3	<i>Ccl5</i>	3.01	8.08
70	NM_009704.3	<i>Areg</i>	2.99	7.94
71	NM_175093.2	<i>Trib3</i>	2.99	7.92
72	NM_026985.1	<i>I810033B17Rik</i>	2.97	7.84
73	NM_010807.4	<i>Marcksl1</i>	2.96	7.8
74	NM_001005846.2	<i>Mcoln2</i>	2.96	7.77
75	NM_010090.2	<i>Dusp2</i>	2.89	7.39
76	NM_001048054.1	<i>Dusp16</i>	2.85	7.21
77	NM_001025606.1	<i>Tmem171</i>	2.82	7.08
78	NM_010577.3	<i>Itga5</i>	2.82	7.06
79	NM_001005858.3	<i>I830012O16Rik</i>	2.82	7.04
80	NM_007528.3	<i>Bcl6b</i>	2.78	6.85
81	NM_018734.3	<i>Gbp3</i>	2.75	6.75
82	NM_011756.4	<i>Zfp36</i>	2.74	6.66
83	NM_015783.3	<i>Isg15</i>	2.72	6.58
84	NM_008332.3	<i>Ifit2</i>	2.71	6.53
85	NM_001163591.1	<i>Stx11</i>	2.71	6.52
86	NM_026097.3	<i>Rffl</i>	2.68	6.42
87	NM_027871.1	<i>Arhgef3</i>	2.67	6.35
88	NM_011267.3	<i>Rgs16</i>	2.64	6.23
89	NM_011361.3	<i>Sgk1</i>	2.64	6.23
90	NM_025286.2	<i>Slc31a2</i>	2.64	6.22
91	NM_011227.1	<i>Rab20</i>	2.61	6.09
92	NM_009506.2	<i>Vegfc</i>	2.6	6.06
93	NM_009044.2	<i>Rel</i>	2.6	6.05
94	NM_010235.2	<i>Fosl1</i>	2.59	6.02
95	NM_011426.3	<i>Siglec1</i>	2.58	5.96
96	NM_008102.3	<i>Gch1</i>	2.57	5.95
97	NM_001025395.2	<i>Src</i>	2.57	5.94
98	NM_001048054.1	<i>Dusp16</i>	2.56	5.9
99	NM_011057.3	<i>Pdgfb</i>	2.54	5.82
100	NM_001002927.2	<i>Penk</i>	2.54	5.82
101	NM_001045526.2	<i>A430084P05Rik</i>	2.53	5.77
102	NM_026772.2	<i>Cdc42ep2</i>	2.5	5.65
103	NM_008714.3	<i>Notch1</i>	2.46	5.5
104	NM_001146161.1	<i>Slc11a2</i>	2.45	5.47
105	NM_029537.1	<i>Tmem98</i>	2.45	5.47

106	NM_007754.2	<i>Cpd</i>	2.45	5.46
107	NM_008416.3	<i>Junb</i>	2.42	5.37
108	NM_001164477.1	<i>Ifih1</i>	2.42	5.36
109	NM_001040397.4	<i>Filip1l</i>	2.41	5.31
110	NM_028800.3	<i>Stk40</i>	2.4	5.28
111	NM_134133.2	<i>2010002N04Rik</i>	2.39	5.25
112	NM_007498.3	<i>Atf3</i>	2.38	5.22
113	NM_133753.1	<i>Errfi1</i>	2.37	5.18
114	NM_011410.2	<i>Slfn4</i>	2.36	5.13
115	NM_001163591.1	<i>Stx11</i>	2.34	5.08
116	NM_001191008.1	<i>Sstr5</i>	2.34	5.07
117	NM_013612.2	<i>Slc11a1</i>	2.34	5.06
118	NM_009779.2	<i>C3ar1</i>	2.33	5.02
119	NM_011408.1	<i>Slfn2</i>	2.32	5
120	NM_008654.2	<i>Ppp1r15a</i>	2.32	4.99
121	NM_001164220.1	<i>Trim13</i>	2.31	4.97
122	NM_008348.2	<i>Il10ra</i>	2.3	4.93
123	NM_011854.2	<i>Oasl2</i>	2.28	4.84
124	NM_010119.5	<i>Ehd1</i>	2.26	4.78
125	NR_027888.1	<i>Sqrdl</i>	2.25	4.77
126	NM_010208.4	<i>Fgr</i>	2.25	4.76
127	XM_003084664.1	<i>Sh2d6</i>	2.25	4.76
128	NR_029565.1	<i>Mir155</i>	2.23	4.7
129	NM_001243039.1	<i>Gvin1</i>	2.23	4.68
130	NM_020557.4	<i>Cmpk2</i>	2.22	4.65
131	NM_183201.4	<i>Slfn5</i>	2.21	4.64
132	NM_026644.2	<i>Agpat4</i>	2.21	4.61
133	NM_001081180.1	<i>Spink5</i>	2.2	4.58
134	NM_001093766.1	<i>Myadm</i>	2.17	4.5
135	NM_010755.3	<i>Maff</i>	2.16	4.46
136	NM_028127.3	<i>Frmd6</i>	2.15	4.43
137	NM_008416.3	<i>Junb</i>	2.14	4.42
138	NM_013470.2	<i>Anxa3</i>	2.13	4.38
139	NM_023061.2	<i>Mcam</i>	2.13	4.38
140	NM_001142706.1	<i>Cfb</i>	2.13	4.37
141	NM_176913.3	<i>Dpep2</i>	2.11	4.31
142	NM_009132.2	<i>Scin</i>	2.11	4.31

143	NM_001082552.1	<i>Trim21</i>	2.09	4.26
144	NM_008132.2	<i>Glrp1</i>	2.08	4.22
145	NM_027494.3	<i>Zcchc8</i>	2.05	4.15
146	NM_001159301.1	<i>Lgals9</i>	2.05	4.15
147	NM_001145835.1	<i>Ralgds</i>	2.05	4.13
148	NM_001163565.1	<i>Ptpn5</i>	2.05	4.13
149	NM_001167680.1	<i>Rhbdf2</i>	2.03	4.07
150	NM_145953.2	<i>Cth</i>	2.02	4.06
151	NM_145209.3	<i>Oasl1</i>	2.02	4.05
152	NM_015789.3	<i>Dkk1l</i>	2.01	4.03
153	NM_028807.3	<i>I200009I06Rik</i>	2.01	4.02
154	NM_028967.1	<i>Batf2</i>	1.99	3.98
155	NM_008327.2	<i>Ifi202b</i>	1.97	3.91
156	NM_013532.2	<i>Lilrb4</i>	1.97	3.91
157	NM_011338.2	<i>Ccl9</i>	1.97	3.91
158	XR_001627.2	<i>Gm8995</i>	1.96	3.88
159	NM_018807.5	<i>Plagl2</i>	1.95	3.86
160	NM_001045514.2	<i>Akna</i>	1.94	3.85
161	NM_011521.2	<i>Sdc4</i>	1.94	3.83
162	NM_207652.2	<i>Tsc22d1</i>	1.94	3.83
163	NM_019549.2	<i>Plek</i>	1.93	3.82
164	NM_008330.1	<i>Ifi47</i>	1.93	3.81
165	NM_015747.2	<i>Slc20a1</i>	1.93	3.8
166	NM_009288.2	<i>Stk10</i>	1.92	3.79
167	NM_008630.2	<i>Mt2</i>	1.91	3.77
168	NM_145828.3	<i>Xylt2</i>	1.91	3.76
169	NM_001004174.1	<i>AA467197</i>	1.91	3.76
170	NM_001099624.2	<i>Rapgef2</i>	1.91	3.75
171	NM_013673.3	<i>Sp100</i>	1.9	3.73
172	NR_003508.1	<i>Mx2</i>	1.9	3.73
173	NM_001164220.1	<i>Trim13</i>	1.9	3.73
174	NM_011777.2	<i>Zyx</i>	1.89	3.71
175	NM_177371.3	<i>Tnfsf15</i>	1.88	3.69
176	NM_001093766.1	<i>Myadm</i>	1.88	3.68
177	NM_013867.2	<i>Bcar3</i>	1.88	3.68
178	NM_028679.3	<i>Irak3</i>	1.86	3.63
179	NM_011400.3	<i>Slc2a1</i>	1.85	3.61

180	NM_025638.2	<i>Gdpd1</i>	1.85	3.6
181	NM_007413.4	<i>Adora2b</i>	1.85	3.6
182	NR_029806.1	<i>Mir221</i>	1.85	3.59
183	NM_175437.3	<i>Pion</i>	1.85	3.59
184	NM_023516.5	<i>Hilpda</i>	1.84	3.58
185	NM_011990.2	<i>Slc7a11</i>	1.83	3.57
186	NM_023380.2	<i>Samsn1</i>	1.83	3.56
187	NM_008102.3	<i>Gch1</i>	1.83	3.55
188	NM_007484.2	<i>Rhoc</i>	1.82	3.53
189	NM_030684.3	<i>Trim34a</i>	1.82	3.52
190	NM_023516.5	<i>Hilpda</i>	1.79	3.45
191	NM_018782.2	<i>Calcr1</i>	1.78	3.45
192	NM_011110.4	<i>Pla2g5</i>	1.78	3.44
193	NM_172603.3	<i>Phf1</i>	1.78	3.43
194	NM_011577.1	<i>Tgfb1</i>	1.78	3.43
195	NM_013652.2	<i>Ccl4</i>	1.78	3.43
196	NM_001199276.1	<i>Tnip1</i>	1.77	3.41
197	NM_009743.4	<i>Bcl2l1</i>	1.77	3.41
198	XM_003086779.1	<i>LOC100504934</i>	1.77	3.4
199	NM_001039530.3	<i>Parp14</i>	1.76	3.4
200	NM_001205044.1	<i>Jarid2</i>	1.76	3.38
201	NM_029083.2	<i>Ddit4</i>	1.76	3.38
202	NM_176933.4	<i>Dusp4</i>	1.76	3.38
203	NM_019738.1	<i>Nupr1</i>	1.75	3.37
204	NM_007729.2	<i>Col11a1</i>	1.75	3.36
205	NM_001199305.1	<i>Atxn1</i>	1.75	3.36
206	NM_001126047.1	<i>Sema4c</i>	1.75	3.36
207	NM_001172117.1	<i>Hck</i>	1.74	3.34
208	NM_001135657.1	<i>Ptprj</i>	1.72	3.3
209	NM_177794.3	<i>Tmem26</i>	1.72	3.3
210	NM_010499.4	<i>Ier2</i>	1.71	3.28
211	NM_032000.2	<i>Trps1</i>	1.71	3.27
212	NM_028186.4	<i>Nkd2</i>	1.71	3.27
213	NM_153074.3	<i>Lrrc25</i>	1.7	3.25
214	NM_144797.3	<i>Metrn1</i>	1.7	3.25
215	NM_001162883.1	<i>Apol9</i>	1.7	3.25
216	NM_001048177.1	<i>Jak2</i>	1.7	3.24

217	NM_001199733.1	<i>Daxx</i>	1.7	3.24
218	NM_018738.4	<i>Igtp</i>	1.69	3.23
219	NM_053244.5	<i>Kiss1r</i>	1.68	3.21
220	NM_007392.2	<i>Acta2</i>	1.66	3.16
221	NM_019549.2	<i>Plek</i>	1.65	3.14
222	NM_183148.3	<i>Iffo2</i>	1.64	3.12
223	NM_010442.2	<i>Hmox1</i>	1.64	3.11
224	NM_138953.2	<i>Ell2</i>	1.64	3.11
225	NM_172145.3	<i>Fam176b</i>	1.63	3.11
226	NM_008326.1	<i>Irgm1</i>	1.63	3.1
227	NM_011018.2	<i>Sqstm1</i>	1.63	3.1
228	NR_015466.1	<i>7530420F21Rik</i>	1.63	3.1
229	NM_013671.3	<i>Sod2</i>	1.62	3.07
230	NM_199241.2,	<i>Sema6d</i>	1.61	3.05
231	NM_011731.3	<i>Slc6a20b</i>	1.58	2.99
232	NM_010908.4	<i>Nfkbib</i>	1.58	2.98
233	XR_140714.1	<i>Gm9640</i>	1.57	2.98
234	NM_010720.3	<i>Lipg</i>	1.55	2.94
235	NM_172442.3	<i>Dtx4</i>	1.55	2.92
236	NM_021334.2	<i>Itgax</i>	1.54	2.91
237	NM_010495.2	<i>Id1</i>	1.54	2.91
238	NM_001037298.1	<i>Fam38a</i>	1.53	2.89
239	NM_019440.3	<i>Irgm2</i>	1.52	2.87
240	NM_010499.4	<i>Ier2</i>	1.52	2.86
241	NM_026835.2	<i>Ms4a6d</i>	1.52	2.86
242	NM_001177370.1	<i>Nfkb2</i>	1.51	2.85
243	NM_001160379.1	<i>Fam46a</i>	1.5	2.83
244	NM_029478.3	<i>Vmp1</i>	1.5	2.83
245	NR_015566.2	<i>A330023F24Rik</i>	1.5	2.82
246	NM_001160379.1	<i>Fam46a</i>	1.5	2.82
247	NM_022331.1	<i>Herpud1</i>	1.5	2.82
248	NM_001162921.1	<i>Zc3h12c</i>	1.49	2.82
249	NM_175512.2	<i>Dhrs9</i>	1.49	2.82
250	XM_001477846.2	<i>Rnf213</i>	1.49	2.81
251	NM_153543.2	<i>Aldh1l2</i>	1.49	2.81
252	NM_017373.3	<i>Nfil3</i>	1.49	2.8
253	NM_145950.4	<i>Osgin2</i>	1.48	2.8

254	NM_001252601.1	<i>Irf7</i>	1.48	2.79
255	NM_025821.2	<i>Carhsp1</i>	1.48	2.79
256	NM_001040400.2	<i>Tet2</i>	1.48	2.79
257	NM_009627.1	<i>Adm</i>	1.48	2.79
258	NR_028478.1	<i>Snora75</i>	1.47	2.78
259	NM_001163556.1	<i>Pou2f2</i>	1.46	2.76
260	NM_011212.3	<i>Ptpre</i>	1.46	2.75
261	NM_001163470.1	<i>Trafd1</i>	1.46	2.75
262	NM_080844.4	<i>Serpinc1</i>	1.45	2.74
263	NM_183162.2	<i>BC006779</i>	1.45	2.74
264	NM_172684.2	<i>Rsnb1</i>	1.45	2.73
265	NM_018861.3	<i>Slc1a4</i>	1.45	2.73
266	NM_007679.4	<i>Cebpd</i>	1.45	2.72
**Down-regulated genes**				
1	NM_001252506.1	<i>St6gal1</i>	-6.05	66.27
2	NM_029116.2	<i>Kbtbd11</i>	-4.47	22.17
3	NM_007642.4	<i>Cd28</i>	-4.39	20.9
4	NM_001081656.2	<i>Neurl1b</i>	-4.23	18.79
5	NM_025768.2	<i>Grtp1</i>	-4.13	17.54
6	NM_022886.2	<i>Scel</i>	-4.12	17.37
7	NM_144879.2	<i>Vash2</i>	-4.07	16.76
8	NM_020581.2	<i>Angptl4</i>	-3.96	15.6
9	NM_027543.3	<i>Gpr173</i>	-3.95	15.48
10	NM_007426.3	<i>Angpt2</i>	-3.9	14.92
11	NM_198024.1	<i>Ranbp3l</i>	-3.84	14.3
12	NM_145611.4	<i>Kank2</i>	-3.72	13.17
13	NM_024124.3	<i>Hdac9</i>	-3.71	13.05
14	NM_008278.2	<i>Hpgd</i>	-3.62	12.26
15	NM_198024.1	<i>Ranbp3l</i>	-3.58	11.96
16	NM_011459.4	<i>Serpinb8</i>	-3.56	11.77
17	NM_001167592.2	<i>Gm17365</i>	-3.5	11.32
18	NM_001004156.2	<i>Plekha7</i>	-3.47	11.1
19	NM_023850.2	<i>Chst1</i>	-3.45	10.96
20	NM_001130186.1	<i>Phf17</i>	-3.39	10.51
21	NM_011027.2	<i>P2rx7</i>	-3.38	10.38
22	XM_003689164.1	<i>LOC100504500</i>	-3.37	10.31
23	NM_177000.3	<i>C130050O18Rik</i>	-3.34	10.13

24	NM_008278.2	<i>Hpgd</i>	-3.31	9.94
25	NM_017480.2	<i>Icos</i>	-3.31	9.89
26	NM_028340.	<i>Susd3</i>	-3.3	9.88
27	NM_001143777.1	<i>Fam13c</i>	-3.28	9.72
28	NM_001170643.1	<i>Rnfl44b</i>	-3.25	9.54
29	NM_028039.2	<i>Esco2</i>	-3.24	9.46
30	NM_178667.4	<i>Tfdp2</i>	-3.19	9.12
31	NM_028149.1	<i>Fbxl20</i>	-3.16	8.97
32	NM_001163616.1	<i>1810011H11Rik</i>	-3.13	8.77
33	NM_009025.2	<i>Rasa3</i>	-3.09	8.54
34	NM_178699.4	<i>B930041F14Rik</i>	-3.08	8.48
35	NM_001195006.1	<i>Ndrp4</i>	-3.08	8.46
36	NM_001168492.1	<i>Pdcd4</i>	-3.08	8.46
37	NM_013627.5	<i>Pax6</i>	-3.08	8.45
38	NM_053261.2	<i>Impa2</i>	-3.06	8.34
39	NM_011243.1	<i>Rarb</i>	-3.06	8.33
40	NM_001039231.3	<i>Zfp951</i>	-3.05	8.3
41	NM_001204241.1	<i>Clec4a3</i>	-3.04	8.24
42	NM_001162425.1	<i>Efnal</i>	-3.04	8.2
43	NM_001081098.1	<i>Zfp362</i>	-3.03	8.16
44	NM_013495.2	<i>Cpt1a</i>	-3.02	8.11
45	NM_001168491.1	<i>Pdcd4</i>	-2.97	7.84
46	NM_133746.5	<i>Calhm2</i>	-2.97	7.81
47	NM_001081079.1	<i>Ogfrl1</i>	-2.96	7.78
48	NM_027763.1	<i>Trem1</i>	-2.95	7.74
49	NM_001199105.1	<i>Trp53inp1</i>	-2.94	7.67
50	NM_001114312.1	<i>4930506M07Rik</i>	-2.94	7.67
51	NM_001037134.1	<i>Ccne2</i>	-2.93	7.64
52	NM_025294.5	<i>Gm16515</i>	-2.92	7.55
53	NM_001190950.1	<i>Kcne3</i>	-2.9	7.46
54	NM_146208.2	<i>Neil3</i>	-2.9	7.46
55	NM_025995.2	<i>Fbxo5</i>	-2.88	7.38
56	NM_001013368.5	<i>E2f8</i>	-2.87	7.31
57	NM_030198.3	<i>Gins3</i>	-2.87	7.31
58	NM_018822.3	<i>Sgsh</i>	-2.87	7.3
59	NM_001013377.2	<i>E130306D19Rik</i>	-2.87	7.29
60	NM_145434.3	<i>Nr1d1</i>	-2.86	7.26

61	NM_009846.2	<i>Cd24a</i>	-2.85	7.22
62	NM_001163256.1	<i>Fblim1</i>	-2.85	7.2
63	NM_007930.4	<i>Enc1</i>	-2.84	7.18
64	NM_017391.3	<i>Slc5a3</i>	-2.83	7.12
65	NM_001145959.1	<i>Ndrp2</i>	-2.82	7.05
66	NM_134189.2	<i>Galnt10</i>	-2.82	7.05
67	NM_133898.4	<i>N4bp2l1</i>	-2.81	7.02
68	NM_172756.2	<i>Ankle1</i>	-2.8	6.98
69	NM_001130412.1	<i>Lpin1</i>	-2.8	6.95
70	XR_106143.1	<i>G430095P16Rik</i>	-2.79	6.93
71	NM_172598.3	<i>Wdhd1</i>	-2.79	6.89
72	NM_153388.4	<i>Lrfr4</i>	-2.78	6.86
73	NM_183031.2	<i>Gpr183</i>	-2.77	6.83
74	NM_145462.2	<i>Haus4</i>	-2.77	6.81
75	NM_028763.3	<i>Cbx6</i>	-2.76	6.78
76	NM_138313.3	<i>Bmf</i>	-2.75	6.72
77	NM_026038.2	<i>2810055F11Rik</i>	-2.75	6.71
78	NM_028995.3	<i>Nipal3</i>	-2.74	6.68
79	NM_001145832.1	<i>Kifc3</i>	-2.74	6.68
80	NM_146040.1	<i>Cdca7l</i>	-2.73	6.62
81	NM_001113283.1	<i>BC031353</i>	-2.71	6.56
82	NM_176837.2	<i>Arhgap18</i>	-2.71	6.55
83	NM_001170643.1	<i>Rnf144b</i>	-2.71	6.55
84	NM_009806.2	<i>Cask</i>	-2.7	6.52
85	NM_001163687.1	<i>Naaa</i>	-2.69	6.47
86	NM_001080158.1	<i>Cenpm</i>	-2.68	6.41
87	NM_010049.3	<i>Dhfr</i>	-2.67	6.38
88	NM_198861.1	<i>BC046404</i>	-2.67	6.37
89	NM_177603.3	<i>Frat2</i>	-2.66	6.32
90	NM_010412.3	<i>Hdac5</i>	-2.66	6.32
91	NM_001085410.1	<i>1110020G09Rik</i>	-2.66	6.31
92	NM_001005421.4	<i>Amical</i>	-2.65	6.26
93	NM_178220.3	<i>Arrb1</i>	-2.64	6.23
94	NM_023794.2	<i>Etv5</i>	-2.64	6.23
95	NM_145402.3	<i>Tmem51</i>	-2.63	6.19
96	NM_197990.3	<i>1700025G04Rik</i>	-2.62	6.15
97	NM_001033306.1	<i>Shb</i>	-2.62	6.14

98	NM_177733.6	<i>E2f2</i>	-2.61	6.12
99	NM_009001.6	<i>Rab3a</i>	-2.61	6.12
100	NM_001164112.1	<i>Nfatc1</i>	-2.61	6.1
101	NM_020567.2	<i>Gmnn</i>	-2.61	6.09
102	NM_198305.2	<i>Klhl17</i>	-2.6	6.07
103	NM_009593.2	<i>Abcg1</i>	-2.6	6.04
104	NM_153571.2	<i>Hscb</i>	-2.59	6.02
105	NM_001114312.1	<i>4930506M07Rik</i>	-2.59	6.02
106	NM_023397.4	<i>Mdp1</i>	-2.58	5.98
107	NM_023326.2	<i>Bmyc</i>	-2.57	5.92
108	NM_001164101.1	<i>Add3</i>	-2.56	5.91
109	NM_024459.2	<i>Ppp3r1</i>	-2.56	5.9
110	NM_008628.2	<i>Msh2</i>	-2.56	5.89
111	NM_025464.2	<i>Tmem218</i>	-2.54	5.81
112	NM_173047.3	<i>Cbr3</i>	-2.53	5.77
113	NM_001085492.1	<i>Rere</i>	-2.53	5.77
114	NM_030198.3	<i>Gins3</i>	-2.52	5.72
115	NM_145425.3	<i>Wdpcp</i>	-2.51	5.71
116	NR_027827.1	<i>A030009H04Rik</i>	-2.5	5.67
117	NM_027973.3	<i>Mlf1ip</i>	-2.49	5.61
118	NM_009079.2	<i>Rpl22</i>	-2.48	5.59
119	NM_001242424.1	<i>Fam105a</i>	-2.47	5.53
120	NM_007525.3	<i>Bard1</i>	-2.46	5.5
121	NM_023733.3	<i>Crot</i>	-2.44	5.44
122	NM_146073.3	<i>Zdhhc14</i>	-2.44	5.44
123	NM_009154.2	<i>Sema5a</i>	-2.43	5.38
124	NM_172838.3	<i>Slc16a12</i>	-2.42	5.37
125	NM_181397.2	<i>Rftn1</i>	-2.42	5.35
126	NM_178609.4	<i>E2f7</i>	-2.42	5.34
127	NM_001115018.1	<i>Suv420h2</i>	-2.42	5.34
128	NM_001163766.1	<i>Wdr90</i>	-2.41	5.33
129	NM_029091.2	<i>Klc4</i>	-2.41	5.32
130	NM_028639.3	<i>Ttc7</i>	-2.41	5.3
131	NM_134126.3	<i>Ift140</i>	-2.4	5.29
132	NM_001163764.1	<i>Tcf19</i>	-2.39	5.24
133	NM_011391.1	<i>Slc16a7</i>	-2.39	5.24
134	NM_001033162.2	<i>1700012A16Rik</i>	-2.38	5.22

135	NR_033402.1	<i>Tyms</i>	-2.38	5.21
136	NM_183031.2	<i>Gpr183</i>	-2.38	5.2
137	NM_001013370.2,	<i>Sesn1</i>	-2.37	5.17
138	NM_009662.2	<i>Alox5</i>	-2.36	5.14
139	NM_176831.4	<i>Ppcdc</i>	-2.36	5.14
140	NM_023431.5	<i>Mum1</i>	-2.36	5.13
141	NM_153546.4	<i>Mboat1</i>	-2.35	5.11
142	NM_145823.2	<i>Pitpnc1</i>	-2.35	5.11
143	NM_001146176.1	<i>Max</i>	-2.35	5.08
144	NM_172560.3	<i>Cntrob</i>	-2.34	5.06
145	NM_028995.3	<i>Nipal3</i>	-2.34	5.05
146	NM_178283.3	<i>Asb13</i>	-2.32	5
147	NM_021476.4	<i>Cysltrl</i>	-2.32	4.99
148	NM_001159538.1	<i>Fgd2</i>	-2.31	4.96
149	NM_026410.3	<i>Cdca5</i>	-2.31	4.95
150	NM_146008.2	<i>Tcp1l12</i>	-2.3	4.93
151	NM_009828.2	<i>Ccna2</i>	-2.3	4.93
152	NM_025823.4	<i>Pcyox1</i>	-2.3	4.92
153	NM_134250.2	<i>Havcr2</i>	-2.29	4.9
154	NM_001163761.1	<i>6430548M08Rik</i>	-2.29	4.9
155	NM_001163518.1	<i>2410075B13Rik</i>	-2.29	4.9
156	NM_198019.2	<i>Cep78</i>	-2.29	4.89
157	NM_016681.3	<i>Chek2</i>	-2.27	4.84
158	NM_133762.3	<i>Ncapg2</i>	-2.27	4.83
159	NM_019976.3	<i>Psrl1</i>	-2.27	4.82
160	NM_026720.2	<i>Ankrd13d</i>	-2.27	4.81
161	NR_040293.1	<i>2310040G24Rik</i>	-2.26	4.8
162	NM_008737.2	<i>Nrp1</i>	-2.26	4.8
163	NM_139145.4	<i>Hlcs</i>	-2.26	4.8
164	NM_172310.2	<i>Tarsl2</i>	-2.26	4.8
165	NM_001081415.1	<i>Samd1</i>	-2.26	4.79
166	NM_009029.2	<i>Rb1</i>	-2.26	4.78
167	NM_025341.3	<i>Abhd6</i>	-2.26	4.78
168	NM_024264.4	<i>Cyp27a1</i>	-2.25	4.76
169	NM_026662.4	<i>Prps2</i>	-2.25	4.76
170	NM_001081241.2	<i>Fam65a</i>	-2.25	4.75
171	NM_178677.4	<i>Sec22c</i>	-2.25	4.75

172	NM_025341.3	<i>Abhd6</i>	-2.24	4.72
173	NM_028232.2	<i>Sgol1</i>	-2.23	4.7
174	NM_001146180.1	<i>Mtss1</i>	-2.23	4.69
175	NR_030721.1	<i>9130206I24Rik</i>	-2.23	4.69
176	NM_010255.3	<i>Gamt</i>	-2.23	4.68
177	NM_009427.2	<i>Tob1</i>	-2.21	4.63
178	NM_008021.4	<i>Foxm1</i>	-2.21	4.63
179	NM_028576.2	<i>1700106N22Rik</i>	-2.21	4.63
180	NM_029766.2	<i>Dtl</i>	-2.21	4.61
181	NM_024208.4	<i>Echdc3</i>	-2.2	4.61
182	NM_172260.3	<i>Cep68</i>	-2.2	4.61
183	NM_001001806.2	<i>Zfp36l2</i>	-2.2	4.6
184	NR_015585.1	<i>4933439C10Rik</i>	-2.19	4.58
185	NM_010830.2	<i>Msh6</i>	-2.19	4.58
186	NM_138956.3	<i>Rassf3</i>	-2.19	4.57
187	NM_007421.2	<i>Adssl1</i>	-2.19	4.57
188	NM_144526.3	<i>Fam64a</i>	-2.19	4.55
189	NM_177124.4	<i>Tnrc6b</i>	-2.18	4.53
190	NM_177473.3	<i>Tmem191c</i>	-2.18	4.53
191	NM_181039.2	<i>Lphn1</i>	-2.18	4.53
192	NM_175383.2	<i>B3gnt1</i>	-2.18	4.52
193	NM_019455.4	<i>Hpgds</i>	-2.17	4.51
194	NM_021886.1	<i>Cenph</i>	-2.17	4.5
195	NM_029482.1	<i>4930579G24Rik</i>	-2.17	4.5
196	NM_013926.1	<i>Cbx8</i>	-2.17	4.49
197	NM_013788.2	<i>Peg12</i>	-2.17	4.49
198	NM_201239.3	<i>Rnase4</i>	-2.16	4.47
199	NM_010620.1	<i>Kif15</i>	-2.15	4.44
200	NM_001170537.1	<i>Mef2c</i>	-2.15	4.43
201	NM_175449.4	<i>Fam26f</i>	-2.15	4.43
202	NM_007633.2	<i>Ccne1</i>	-2.15	4.43
203	NM_001033352.3	<i>Klhl21</i>	-2.15	4.43
204	NM_001170556.1	<i>Prkag2</i>	-2.14	4.42
205	NM_173733.3	<i>Suox</i>	-2.14	4.41
206	NM_009791.4	<i>Aspm</i>	-2.13	4.38
207	NM_013750.2	<i>Phlda3</i>	-2.13	4.37
208	NM_026967.4	<i>Rhebl1</i>	-2.12	4.35

209	NM_001177544.1	<i>Hist1h2ao</i>	-2.12	4.33
210	NM_001005420.1	<i>Ppp1r26</i>	-2.11	4.32
211	NM_026875.2	<i>Ypel3</i>	-2.11	4.31
212	NM_028543.3	<i>Zfp763</i>	-2.11	4.31
213	NM_175384.4	<i>Cdca2</i>	-2.11	4.3
214	NM_175554.4	<i>Clspn</i>	-2.1	4.3
215	NM_178607.4	<i>Rnf24</i>	-2.1	4.28
216	NM_177620.4	<i>Rin3</i>	-2.09	4.26
217	NM_010424.4	<i>Hfe</i>	-2.09	4.26
218	NM_008317.4	<i>Hyal1</i>	-2.08	4.24
219	NM_172734.3	<i>Stk38l</i>	-2.08	4.24
220	NM_144538.2	<i>Rab3il1</i>	-2.08	4.23
221	NM_008652.2	<i>Mybl2</i>	-2.08	4.23
222	NM_001033142.2	<i>Rnf166</i>	-2.07	4.21
223	NM_010188.5	<i>Fcgr3</i>	-2.07	4.21
224	NM_178694.3	<i>Zer1</i>	-2.07	4.19
225	NM_138719.4	<i>Gnb5</i>	-2.07	4.19
226	NM_031257.3	<i>Plekha2</i>	-2.06	4.18
227	NM_028083.4	<i>Chaf1b</i>	-2.06	4.18
228	NM_178214.3	<i>Hist2h2be</i>	-2.06	4.18
229	NM_134050.4	<i>Rab15</i>	-2.06	4.16
230	NM_134122.2	<i>Nrm</i>	-2.05	4.13
231	NM_026436.3	<i>Tmem86a</i>	-2.04	4.13
232	NM_030234.2	<i>Wdr76</i>	-2.04	4.11
233	NM_178162.2	<i>Agfg2</i>	-2.04	4.1
234	NM_026166.2	<i>Ikbip</i>	-2.04	4.1
235	NM_012012.4	<i>Exo1</i>	-2.03	4.1
236	NM_008832.2	<i>Phka1</i>	-2.03	4.1
237	NM_001191044.1	<i>Ddx43</i>	-2.03	4.09
238	NM_009387.2	<i>Tkl</i>	-2.03	4.09
239	NR_015522.1	<i>2810429I04Rik</i>	-2.03	4.08
240	NM_001111080.1	<i>Uhrf1</i>	-2.03	4.08
241	NM_175347.4	<i>Srl</i>	-2.03	4.08
242	NM_030721.2	<i>Acox3</i>	-2.03	4.07
243	NM_001167994.1	<i>Trmt2b</i>	-2.03	4.07
244	NM_008253.3	<i>Hmgb3</i>	-2.02	4.05
245	NM_175511.4	<i>Fam78a</i>	-2.01	4.03

246	NM_027534.2	<i>Kdsr</i>	-2.01	4.03
247	NM_198642.2	<i>5031414D18Rik</i>	-2.01	4.02
248	NM_026003.2	<i>Smarca2</i>	-2	4.01
249	NM_134041.3	<i>4930427A07Rik</i>	-2	3.99
250	NM_015810.2	<i>Polg2</i>	-2	3.99
251	NM_001109993.1	<i>Tmem141</i>	-1.99	3.98
252	NM_007634.4	<i>Ccnf</i>	-1.99	3.98
253	NM_145564.3	<i>Fbxo21</i>	-1.99	3.97
254	NM_027975.2	<i>Fam83d</i>	-1.99	3.96
255	NM_001033484.1	<i>Iqgap3</i>	-1.99	3.96
256	NM_133669.4	<i>Rp2h</i>	-1.98	3.95
257	NM_001113574.1	<i>Brd3</i>	-1.98	3.94
258	NM_010580.2	<i>Itgb5</i>	-1.98	3.94
259	NM_025998.3	<i>Nkain1</i>	-1.98	3.94
260	NM_020271.3	<i>Pdxp</i>	-1.98	3.94
261	NM_130895.3	<i>Adarb1</i>	-1.98	3.94
262	NM_008567.1	<i>Mcm6</i>	-1.98	3.94
263	NM_007705.2	<i>Cirbp</i>	-1.98	3.94
264	NM_010559.2	<i>Il6ra</i>	-1.98	3.93
265	NM_197943.2	<i>Sgsm2</i>	-1.97	3.93
266	NM_001013026.2	<i>Ttf2</i>	-1.97	3.92
267	NM_177372.3	<i>Dna2</i>	-1.97	3.91
268	NM_023229.2	<i>Fastk</i>	-1.96	3.9
269	NM_001199213.1	<i>Serpinb12</i>	-1.96	3.89
270	NM_198299.1	<i>E130303B06Rik</i>	-1.96	3.88
271	NM_027106.4	<i>Avpi1</i>	-1.96	3.88
272	NM_016974.3	<i>Dbp</i>	-1.95	3.87
273	NM_008618.3	<i>Mdh1</i>	-1.95	3.87
274	NM_010637.3	<i>Klf4</i>	-1.95	3.86
275	NM_001199124.1	<i>Spc25</i>	-1.95	3.85
276	NM_177583.4	<i>Aph1b</i>	-1.94	3.84
277	NM_028657.3	<i>F630110N24Rik</i>	-1.94	3.84
278	NM_009104.2	<i>Rrm2</i>	-1.94	3.84
279	NM_031182.2	<i>Tfap4</i>	-1.93	3.82
280	NM_001177867.1	<i>Sgol2</i>	-1.93	3.82
281	NM_013770.2	<i>Slc25a10</i>	-1.93	3.82
282	NM_173437.2	<i>Nav1</i>	-1.93	3.82

283	NM_178856.1	<i>Gins2</i>	-1.93	3.81
284	NM_207204.2	<i>Ninl</i>	-1.93	3.81
285	NM_010830.2	<i>Msh6</i>	-1.93	3.8
286	NM_025857.2	<i>Aagab</i>	-1.93	3.8
287	NM_145509.2	<i>5430435G22Rik</i>	-1.92	3.79
288	NM_178214.3	<i>Hist2h2be</i>	-1.92	3.79
289	NM_008695.2	<i>Nid2</i>	-1.92	3.79
290	NM_008323.1	<i>Idh3g</i>	-1.92	3.78
291	NM_009183.2	<i>St8sia4</i>	-1.92	3.78
292	NM_001130412.1	<i>Lpin1</i>	-1.91	3.77
293	NM_001033311.3	<i>Vsig10</i>	-1.91	3.76
294	NM_133345.2	<i>Ing4</i>	-1.91	3.75
295	NM_010313.1	<i>Gnb5</i>	-1.91	3.75
296	NM_172443.3	<i>Tbc1d16</i>	-1.91	3.75
297	NM_029467.3	<i>Tcam1</i>	-1.9	3.74
298	NM_011861.2	<i>Pacsin1</i>	-1.9	3.74
299	NM_007435.1	<i>Abcd1</i>	-1.9	3.73
300	NM_009734.3	<i>Azil</i>	-1.9	3.73
301	NM_007956.4	<i>Esr1</i>	-1.89	3.71
302	NM_144915.3	<i>Daglb</i>	-1.89	3.71
303	NM_008921.2	<i>Prim1</i>	-1.89	3.71
304	NM_011416.2	<i>Smarca2</i>	-1.89	3.71
305	NM_022654.1	<i>Lrdd</i>	-1.89	3.71
306	NM_021790.1	<i>Cenpk</i>	-1.89	3.7
307	NM_025495.3	<i>Cenpp</i>	-1.89	3.69
308	NM_025377.3	<i>Fam33a</i>	-1.88	3.69
309	NM_001012517.4	<i>Fut10</i>	-1.88	3.67
310	NM_172903.4	<i>Man2a2</i>	-1.88	3.67
311	NM_001163488.1	<i>Pfkm</i>	-1.88	3.67
312	NM_008521.1	<i>Ltc4s</i>	-1.87	3.67
313	NM_025512.2	<i>Zfand1</i>	-1.87	3.66
314	NM_008845.4	<i>Pip4k2a</i>	-1.87	3.66
315	NM_178694.3	<i>Zer1</i>	-1.87	3.66
316	NM_011133.2	<i>Pole2</i>	-1.87	3.66
317	NM_001199433.1	<i>Dnmt1</i>	-1.87	3.66
318	NM_031392.2	<i>Wdr6</i>	-1.87	3.65
319	NM_028603.4	<i>Zbtb8a</i>	-1.87	3.65

320	NM_029249.2	<i>4930547N16Rik</i>	-1.87	3.65
321	NM_027560.1	<i>Arrdc2</i>	-1.87	3.65
322	NM_028651.2	<i>Tmtc4</i>	-1.87	3.65
323	NM_133249.2	<i>Ppargc1b</i>	-1.87	3.65
324	NM_145142.2	<i>Chst10</i>	-1.86	3.64
325	NM_001081237.1	<i>Klhdc5</i>	-1.86	3.63
326	NM_001039000.4	<i>Kif5a</i>	-1.86	3.63
327	NM_145924.2	<i>Cenpi</i>	-1.86	3.63
328	NM_030717.1	<i>Lactb</i>	-1.86	3.62
329	NM_133765.4	<i>Fbxo31</i>	-1.86	3.62
330	NM_026418.2	<i>Rgs10</i>	-1.86	3.62
331	NM_145475.4	<i>Cerk</i>	-1.85	3.61
332	NM_001010833.2	<i>Mdc1</i>	-1.85	3.61
333	NM_178061.5	<i>Mob3b</i>	-1.85	3.6
334	NM_177327.3	<i>Wwp1</i>	-1.85	3.6
335	NM_001081076.2	<i>Gucy2g</i>	-1.85	3.59
336	NM_022882.4	<i>Lpin2</i>	-1.84	3.59
337	NM_001142647.1	<i>Tmem194b</i>	-1.84	3.58
338	NR_030718.1	<i>F630028O10Rik</i>	-1.84	3.58
339	NM_001081433.3	<i>Ankrd44</i>	-1.84	3.58
340	NM_020022.2	<i>Rfc2</i>	-1.84	3.58
341	NM_010455.2	<i>Hoxa7</i>	-1.84	3.58
342	NM_133719.2	<i>Metrn</i>	-1.84	3.58
343	NM_145508.2	<i>Dyrk3</i>	-1.84	3.58
344	NM_030251.3	<i>Abtb1</i>	-1.84	3.57
345	NM_011496.1	<i>Aurkb</i>	-1.84	3.57
346	NM_001080926.1	<i>Lrp8</i>	-1.83	3.56
347	NM_153781.1	<i>Pygb</i>	-1.83	3.56
348	NM_011158.3	<i>Prkar2b</i>	-1.83	3.56
349	NM_001081406.1	<i>Lrr1</i>	-1.83	3.55
350	NM_145946.2	<i>Fanci</i>	-1.83	3.55
351	NM_001039139.1	<i>Camk2g</i>	-1.83	3.55
352	NM_172468.2	<i>Snx30</i>	-1.83	3.55
353	NM_001164369.1	<i>Bcas1</i>	-1.82	3.54
354	NM_026708.1	<i>Tlcd1</i>	-1.82	3.54
355	NM_010478.2	<i>Hspa1b</i>	-1.82	3.54
356	NM_001081069.1	<i>Rgs11</i>	-1.82	3.54

357	NM_024184.2	<i>Asf1b</i>	-1.82	3.54
358	NM_001145884.1	<i>Itgb5</i>	-1.82	3.53
359	NM_175380.5	<i>Gpd1l</i>	-1.82	3.53
360	NM_175445.4	<i>Rassf2</i>	-1.82	3.53
361	NM_026086.2	<i>Nanp</i>	-1.82	3.53
362	NM_001002267.2	<i>Tmem158</i>	-1.82	3.52
363	NM_001163518.1	<i>2410075B13Rik</i>	-1.81	3.52
364	NM_018739.2	<i>Rp9</i>	-1.81	3.51
365	NM_008568.2	<i>Mcm7</i>	-1.81	3.51
366	NM_001004362.2	<i>2610008E11Rik</i>	-1.81	3.51
367	NM_029850.3	<i>Bcl7a</i>	-1.81	3.5
368	NM_026281.2	<i>Tm7sf3</i>	-1.81	3.5
369	NM_001159559.1	<i>Xrcc6bp1</i>	-1.8	3.49
370	NM_027995.2	<i>Paqr7</i>	-1.8	3.49
371	NM_030246.2	<i>Dcaf4</i>	-1.8	3.49
372	NM_001004164.2	<i>Gnptab</i>	-1.8	3.49
373	NM_001177804.1	<i>Sirt3</i>	-1.8	3.48
374	NM_010615.1	<i>Kif11</i>	-1.8	3.48
375	NM_183091.3	<i>Tonsl</i>	-1.8	3.48
376	NM_019551.2	<i>Tdp2</i>	-1.8	3.48
377	NM_145998.3	<i>Hmx2</i>	-1.79	3.47
378	NM_010790.2	<i>Melk</i>	-1.79	3.46
379	NM_022419.3	<i>Abhd8</i>	-1.79	3.45
380	NM_019488.4	<i>Slc2a8</i>	-1.79	3.45
381	NM_025979.4	<i>Mastl</i>	-1.79	3.45
382	NM_027667.3	<i>Arhgap19</i>	-1.79	3.45
383	NM_170755.2	<i>Fam134a</i>	-1.79	3.45
384	NM_134054.2	<i>1110002B05Rik</i>	-1.79	3.45
385	NM_001025311.1	<i>St6galnac6</i>	-1.78	3.45
386	NM_013692.2	<i>Klf10</i>	-1.78	3.44
387	NM_001081266.1	<i>Ccdc142</i>	-1.78	3.44
388	NM_019482.2	<i>Panx1</i>	-1.78	3.44
389	NM_001146081.1	<i>Fancb</i>	-1.78	3.43
390	NM_145392.2	<i>Bag2</i>	-1.78	3.43
391	NM_178113.3	<i>Ncapd3</i>	-1.78	3.43
392	NR_028479.1	<i>Snora20</i>	-1.78	3.43
393	NM_001082974.2	<i>Neurl2</i>	-1.78	3.42

394	NM_145853.2	<i>Tpcn1</i>	-1.77	3.41
395	NM_001043322.1	<i>Fmn1</i>	-1.77	3.41
396	NM_001177867.1	<i>Sgol2</i>	-1.77	3.41
397	NM_026376.3	<i>Plxnd1</i>	-1.77	3.41
398	NM_026975.2	<i>Bola1</i>	-1.77	3.41
399	NM_134081.5	<i>Dnajc9</i>	-1.77	3.41
400	NM_025666.2	<i>Ubr7</i>	-1.77	3.41
401	NM_172513.3	<i>Fam126b</i>	-1.77	3.41
402	NM_011340.3	<i>Serpinf1</i>	-1.77	3.4
403	NM_011284.3	<i>Rpa2</i>	-1.77	3.4
404	NM_008057.3	<i>Fzd7</i>	-1.77	3.4
405	NM_027480.3	<i>Ankrd24</i>	-1.76	3.4
406	NM_001025371.2	<i>Serinc4</i>	-1.76	3.39
407	NM_139303.1	<i>Kif18a</i>	-1.76	3.39
408	NM_011945.2	<i>Map3k1</i>	-1.76	3.39
409	NM_019972.2	<i>Sort1</i>	-1.76	3.39
410	NM_011132.2	<i>Pole</i>	-1.76	3.39
411	NM_008679.3	<i>Ncoa3</i>	-1.76	3.39
412	NM_027187.3	<i>Rnaseh2a</i>	-1.76	3.38
413	NM_027435.2	<i>Atad2</i>	-1.76	3.38
414	NM_009643.1	<i>Ahnak</i>	-1.76	3.38
415	NM_001077695.1	<i>Ncoa2</i>	-1.76	3.38
416	NM_019484.4	<i>Alyref2</i>	-1.76	3.38
417	NM_010353.2	<i>Gsg2</i>	-1.76	3.38
418	NM_001164355.1	<i>Skal</i>	-1.76	3.38
419	NM_013538.5	<i>Cdca3</i>	-1.76	3.38
420	NM_001164205.1	<i>Tsen34</i>	-1.75	3.37
421	NM_001039507.1	<i>Lipe</i>	-1.75	3.37
422	NM_001037736.1	<i>Arhgef10</i>	-1.75	3.37
423	NM_009516.3	<i>Wee1</i>	-1.75	3.37
424	NM_001081066.1	<i>Dennd3</i>	-1.75	3.37
425	NM_027986.3	<i>Cdadcl</i>	-1.75	3.36
426	NM_001146689.1	<i>Ezh2</i>	-1.75	3.36
427	NM_001037725.2	<i>Fam117b</i>	-1.75	3.36
428	NM_013907.2	<i>Fbxw4</i>	-1.75	3.35
429	NM_178309.2	<i>Brip1</i>	-1.74	3.35
430	NM_001128171.1	<i>Cyld</i>	-1.74	3.34

431	NM_148958.2	<i>Osbp110</i>	-1.74	3.34
432	NM_023480.2	<i>Fahd1</i>	-1.74	3.34
433	NR_027845.1	<i>Pex11b</i>	-1.74	3.33
434	NM_001134494.1	<i>Fam55c</i>	-1.74	3.33
435	NM_181395.2	<i>Pxdn</i>	-1.73	3.33
436	NM_001012401.2	<i>Hspb6</i>	-1.73	3.32
437	NM_080793.5	<i>Setd7</i>	-1.73	3.32
438	NM_173396.2	<i>Tgif2</i>	-1.73	3.31
439	NM_001162855.1	<i>Nsmce4a</i>	-1.73	3.31
440	NM_028815.4	<i>Cep97</i>	-1.73	3.31
441	NM_016777.3	<i>Nasp</i>	-1.73	3.31
442	NM_015733.4	<i>Casp9</i>	-1.73	3.31
443	NM_021398.3	<i>Slc43a3</i>	-1.72	3.3
444	NM_001081099.1	<i>2610002D18Rik</i>	-1.72	3.3
445	NM_172434.2	<i>Celf3</i>	-1.72	3.3
446	NM_001110265.1	<i>Ttk</i>	-1.72	3.3
447	NM_144852.3	<i>Slc7a4</i>	-1.72	3.3
448	NM_145220.2	<i>Appl2</i>	-1.72	3.3
449	NM_001039534.1	<i>Pstk</i>	-1.72	3.3
450	NM_001199310.1	<i>Lig1</i>	-1.72	3.3
451	NM_026260.2	<i>Tctn3</i>	-1.72	3.3
452	NM_133971.2	<i>Ankrd10</i>	-1.72	3.3
453	NM_019972.2	<i>Sort1</i>	-1.72	3.29
454	NM_029096.3	<i>1110008J03Rik</i>	-1.72	3.29
455	NM_025866.3	<i>Cdca7</i>	-1.72	3.29
456	NM_001163608.1	<i>Plxdc1</i>	-1.72	3.28
457	NM_001025365.2	<i>Miip</i>	-1.72	3.28
458	NM_053273.2	<i>Ttyh2</i>	-1.71	3.28
459	NM_001159646.1	<i>Dut</i>	-1.71	3.28
460	NM_025676.3	<i>Mcm8</i>	-1.71	3.28
461	NM_001122958.1	<i>Rad54l</i>	-1.71	3.28
462	NM_001039390.2	<i>Pkig</i>	-1.71	3.28
463	NM_177583.4	<i>Aph1b</i>	-1.71	3.27
464	NM_009445.2	<i>Ttk</i>	-1.71	3.27
465	NM_145076.3	<i>Trim24</i>	-1.71	3.26
466	NM_177167.4	<i>Ppm1e</i>	-1.71	3.26
467	NM_153820.3	<i>Arhgap15</i>	-1.71	3.26

468	NM_001177985.1	<i>Zmym3</i>	-1.71	3.26
469	NM_001114085.1	<i>Nde1</i>	-1.7	3.26
470	NM_058214.3	<i>Recql4</i>	-1.7	3.26
471	NM_028131.3	<i>Cenpn</i>	-1.7	3.26
472	NM_144547.2	<i>Amhr2</i>	-1.7	3.26
473	NM_028056.1	<i>1600002H07Rik</i>	-1.7	3.25
474	NM_029249.2	<i>4930547N16Rik</i>	-1.7	3.25
475	NM_010892.3	<i>Nek2</i>	-1.7	3.25
476	NM_012027.2	<i>Mprlp</i>	-1.7	3.25
477	NM_024248.1	<i>Cars2</i>	-1.7	3.24
478	NM_009151.3	<i>Selplg</i>	-1.7	3.24
479	NM_031397.2	<i>Bicc1</i>	-1.7	3.24
480	NM_001163359.1	<i>Figl1</i>	-1.7	3.24
481	NM_013872.3	<i>Pmm1</i>	-1.69	3.24
482	NM_173437.2	<i>Nav1</i>	-1.69	3.23
483	NM_145409.2	<i>Chtf18</i>	-1.69	3.22
484	NM_001033244.3	<i>Fancd2</i>	-1.69	3.22
485	NM_007610.1	<i>Casp2</i>	-1.68	3.21
486	NM_172578.2	<i>Mis18bp1</i>	-1.68	3.21
487	NM_198423.3	<i>Bahcc1</i>	-1.68	3.21
488	NM_027269.3	<i>1110034A24Rik</i>	-1.68	3.21
489	NM_001115130.1	<i>Zbtb44</i>	-1.68	3.2
490	NM_008535.2	<i>Lyl1</i>	-1.68	3.2
491	NM_011932.2	<i>Dapp1</i>	-1.68	3.2
492	NM_133926.2	<i>Camk1</i>	-1.68	3.2
493	NR_028081.1	<i>1700040I03Rik</i>	-1.68	3.2
494	NM_134471.4	<i>Kif2c</i>	-1.68	3.19
495	NM_001081170.1	<i>Pacs2</i>	-1.67	3.19
496	NM_021534.3	<i>Pxmp4</i>	-1.67	3.19
497	NM_001081373.2	<i>Cep164</i>	-1.67	3.18
498	NM_011206.2	<i>Ptpn18</i>	-1.67	3.18
499	NM_030750.3	<i>Sgpp1</i>	-1.67	3.18
500	NM_145588.1	<i>Kif22</i>	-1.67	3.18
501	NM_011497.3	<i>Aurka</i>	-1.67	3.18
502	NM_022980.4	<i>Rcan3</i>	-1.67	3.18
503	NM_001114328.1	<i>Ccpg1</i>	-1.67	3.17
504	NM_001130163.1	<i>Oxr1</i>	-1.66	3.17

How the deposited data were processed for this re-analysis (not part of the article)

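RNA of RAW264.7 mouse macrophages was measured on 8 one-colour Phalanx OneArray mouse arrays, 2 for each of 4 groups: shLuc cells with PBS, shLuc cells with LPS, shDab2-B cells with PBS and shDab2-B cells with LPS (100 ng/ml for 6 h). The sample labels give the shRNA target, the treatment and a replicate number; the dose, the time in PBS and the shRNA clone come from the paper's methods. The deposited table per array holds linear whole-number intensities with the background already subtracted, for 26423 probes, and a second table holds means over the 2 arrays of a group. The paper's text does not name a normalization for the arrays. The values were checked and are not normalized between arrays, since their medians run from 20 to 37 and their 75th percentiles from 209 to 319. Probes carry the array's own annotation: 21876 have 1 gene symbol and 4547 have none, and 2424 of the 19084 genes have several probes. Genome positions are those of the RefSeq annotation of GRCm38, matched by Entrez ID.

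The intensities were quantile-normalized between arrays, an offset of 50 was added, and the log2 was taken. The plan written before the data were examined foresaw quantile normalization for a table per array that is not normalized, but for the kind of table in which the single arrays were found it foresaw the values as they stand. Quantile normalization was used once the table proved not to be normalized, and the values as they stand are reported as an added alternative. A floor of 50 was chosen first, from the spread between replicates and before any comparison was viewed. It was replaced by the offset because values at a floor have no spread, and the level of 50 is kept for bounds on folds. The results of several normalizations were viewed side by side once, and the main setting was not changed afterwards. After normalization 42.12 to 42.27% of the probes of an array reached 50. A change in the total amount of RNA per cell is removed by this normalization and cannot be seen. No reads are counted on arrays, so the number of arrays limits the precision.

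Each probe was tested with limma 3.58.1 in R 4.3.3, with a mean for each of the 4 groups over all 8 arrays, a trend of the variance with intensity (eBayes), 4 residual degrees of freedom and a prior of 6.70, and Benjamini-Hochberg adjustment over 26423 probes. The 5 comparisons were LPS in shLuc cells, LPS in shDab2-B cells, shDab2-B against shLuc cells without LPS and with LPS, and the difference in LPS response between the lines. A call is an adjusted p under 0.05. Probes past a log2 ratio of 1.5, the paper's criterion, were also counted without a test. A gene is represented by the probe with the highest mean over all arrays. Opposite calls for probes of the same gene were found for 17 genes in the LPS comparison of shLuc cells, 16 in that of shDab2-B cells, 3 without LPS, 10 with LPS and 1 for the difference. The shares of calls were compared with independent lists over all 19084 genes by a one-sided hypergeometric test. This takes genes at background as if they could be called as easily as others, so the expected shares are likely too low. A simulation of 20 data sets without changes gave the effect of the shLuc arrays with LPS that 2 comparisons share.

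The 25 gene lists were written down before the data were examined, but after Tables S2 to S5 of the paper had been read. They are the MyD88-dependent genes that the paper names, the TRIF-dependent genes of Table 1, interferon-stimulated genes, interferon-inducible GTPases, NF-kB feedback and immediate targets, chemokines, cytokines, TLR4 signaling components, clathrin-mediated endocytosis and TLR4 trafficking, cytosolic DNA sensing, hematopoietic cell lineage surface molecules and growth factors, cell cycle, ATF4 and amino acid response, p53 targets, cholesterol synthesis and uptake, cholesterol efflux and LXR targets, alternative activation, Nrf2 targets, hypoxia and glycolysis, macrophage identity, dendritic cell, osteoclast, lymphocyte and fibroblast markers, and reference genes. Apart from the lists taken from the paper they come from textbook knowledge and are not the GO or KEGG sets that the paper used. Some genes are on several lists. Tables S2 to S5 come from these same arrays, so the tests of lists that hold their genes are not fully independent evidence. Lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 25 lists of a comparison, and again with an estimated correlation and with fry, which tests whether a list's genes move on balance and not whether they move more than other genes.

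Genes named in the text were chosen by a rule fixed before the data were examined, when the paper's tables had already been read: Dab2, every gene that the paper names for the arrays, the 10 genes with the largest rise and the 10 with the largest fall among calls whose arrays do not overlap in each comparison, the 5 with the largest difference in LPS response in each direction, up to 4 members of each list with the largest change, and Cltc, Tlr4, Ly96, Cd14 and Irf3. Clone and model names were passed over. The text leaves out some genes that the rule names.

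The alternatives tried were a common 75th percentile in place of quantile normalization, normexp background correction, leaving out dim probes under the 40th percentile, only the 2 groups of a comparison in the fit, the replicate number as a block, each array left out in turn, no variance trend, a robust variance, the methods' t-test, other thresholds, the mean of all probes of a gene and the table of group means. Added after the data were seen were no normalization, an offset of 16, a floor of 50, no offset, ratios of the deposited group means as they stand over probes at or above 50 in both groups, the 2 shLuc arrays with LPS, or the 2 shDab2-B arrays with LPS, divided between the comparisons that share them, and the list tests under the other normalizations. The pipeline was tested on simulated data without other changes, with noise drawn from the spread that the model had estimated. Known changes were added to single probes, all well above 50 in shLuc cells with LPS. The pipeline recovered 94.0% of the changes of 0.5 on the log2 scale, all of those of 1 and 98.5% of those of 2. These shares do not apply to dim probes. It called 15 unchanged probes, a list shifted by 0.5 and 0 of the unrelated lists.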

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

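The tests of explanations for the patterns weighed in this part, and the list tests under other normalizations, were chosen only after the results were seen. The genes and lists here stood out because limma's test of the difference showed an unlike response to LPS in the 2 cell lines, or because a list that the paper does not discuss differed between the lines without LPS.

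On the log2 scale, with 50 added, the response to LPS was larger in shDab2-B than in shLuc cells for Il6 (3.61), Serpinb2 (3.45), Lcn2 (3.26), Gbp2b (3.14), Ifnb1 (2.62), Ifit1 (2.09), Il1a (2.06), Ifit2 (1.84), Ccl5 (1.67), Pilra (1.51), Cxcl10 (1.36), Socs3 (0.69), Pde4b (0.69), Tnf (0.69) and Tlr4 (0.56), with adjusted p from 1e-07 for Serpinb2 to 0.0062 for Tlr4. It was more negative for Cxcl2 (-0.97), Chst1 (-1.37), Serpinb8 (-1.49), Kbtbd11 (-1.59), Scel (-2.33) and Csnk1a1 (-5.07), with adjusted p from 1.1e-09 for Csnk1a1 to 1e-04 for Cxcl2. For Il6, Serpinb2, Lcn2, Ifnb1, Il1a, Pilra and Csnk1a1 both arrays of at least 1 group lay under 50, so these values depend on the added 50 and are neither folds nor bounds. Chst1, a sulfotransferase, was at 2190 ± 27.8 in shDab2-B cells and 980.3 ± 48.2 in shLuc cells with PBS, and at 258.9 ± 24 and 316.2 ± 5.7 with LPS (SD, n = 2 arrays). Serpinb8, a protease inhibitor, went from 915.6 ± 39.2 and 273.4 ± 0.8 to 98.9 ± 8.0 and 89.8 ± 3.7, and Scel from 1102 ± 9 and 146.2 ± 2.3 to 79.0 ± 5.4 and 60.3 ± 6.8.

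The median difference in LPS response was 0.97 for the interferon-stimulated genes (29 of 35 called, 34 adjusted over the list alone), 1.84 for the TRIF-dependent genes that the paper tabulates (5 of 5, chosen by the study on these arrays, so that the count and camera are no test of a direction), 1.17 for the interferon-inducible GTPases (9 of 10), 0.50 for the NF-kB list (9 of 20), 0.71 for cytokines (15 of 24), 0.17 for chemokines (7 larger and 2 smaller of 19), 0.47 for cytosolic DNA sensing (16 of 30), 0.27 for the hematopoietic list (11 larger and 1 smaller of 35), -0.37 for cell cycle genes (12 of 31 more negative) and 0.49 for the ATF4 and amino acid response (15 of 25). These lists passed camera with the preset correlation and with an estimated one (adjusted p from 0.00145 to 0.0232), and kept their direction at a common 75th percentile and without normalization. Some genes are on several of these lists, so the lists are not separate evidence. Without LPS the median log2 fold change of shDab2-B over shLuc cells was -0.22 for interferon-stimulated genes (0.03 without normalization, or -0.08 relative to all probes, whose median that setting shifts by 0.11), -0.68 for the ATF4 and amino acid response (-0.41 without normalization) and 0.33 for p53 targets (0.60 without normalization).

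Interferon-stimulated genes responded more to LPS in shDab2-B than in shLuc cells. The slope of a common gain over 352 genes induced past a log2 fold change of 1 in shLuc cells was 1.15. All 35 interferon-stimulated genes lay above it, by a median of 0.910 on the log2 scale (quartiles 0.615 and 1.40). A common gain of this size on every gene induced by LPS is therefore not the whole cause. Of the 35, 5 were not called and 2 fell with LPS in shLuc cells, and a gain on induced genes does not apply to these. Most cytokines (19 of 24), NF-kB genes (16 of 20) and ATF4 genes (23 of 25) lay above the slope too, and 3 of 9 MyD88-dependent genes did. These counts do not contrast the lists with each other. The fit gives most weight to the strongest rises, so strongly induced MyD88-dependent genes helped to set the slope. The ATF4 genes were lower in shDab2-B cells without LPS (median -0.68) and also with it (-0.18). The lower level of the interferon-stimulated genes in untreated shDab2-B cells is not the whole cause either, because they were higher than in shLuc cells with LPS, by a median of 0.748. What stays open is whether the knockdown of Dab2 or another difference between 2 stable cell lines, each of which carries 1 shRNA, lies behind the pattern of the list as a set. The paper reports higher mRNA of Il6, Ifnb and Ccl5 with LPS in a line with another shRNA, shDab2-C, too, and takes this to rule out an off-target effect on these genes, but no array of that line was analysed here.

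Laptm4a, a lysosomal membrane protein, and Csnk1a1, a casein kinase, had the largest fall (-6.05, adjusted p = 0.016) and rise (5.45, adjusted p = 1.3e-11) without LPS by log2 fold change with 50 added, at least 62.1-fold lower and at least 44.1-fold higher in shDab2-B cells as bounds, since both arrays of 1 group lay at background. A failed spot may explain Laptm4a, since at the same probe the arrays of 1 other group were split, at 3559 and -1.7 in shDab2-B cells with LPS. For Csnk1a1 a failed spot on both arrays and a true absence in untreated shLuc cells cannot be told apart, since 0 groups were split: both shLuc arrays with PBS were at background (-1.0 and 4.4) and the other arrays lay between 1720 and 2425. At 26 probes the arrays of at least 1 group were split between 500 or more and the background level of 10. There were 7 such probes in shLuc cells with PBS and 7 with LPS. In shDab2-B cells there were 16 with PBS and 6 with LPS, and some probes were split in several groups. Counted separately, 4808 probes had a median intensity of at least 500. No biological explanation was tested for either gene.

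Where calls with unlike replicates ended, the fold often stayed and the standard error grew. For Laptm4a the standard error was 1.35, and 0.105 or 0.103 without shDab2-B LPS replicate 1 or 2, the split pair. Its log2 fold change was -6.18 and -5.93 without shLuc PBS replicate 1 or 2 and -6.12 and -5.91 without shDab2-B PBS replicate 1 or 2, with standard errors from 1.70 to 1.76 and adjusted p from 0.07 to 0.09. Psmb9 fell with LPS in shLuc cells, from 1542 ± 122.1 to 393.8 ± 550.7 (log2 fold change -2.90, standard error 0.856, adjusted p = 0.03), but the size rests on single arrays, with -4.90 without shLuc LPS replicate 1 and -0.931 without replicate 2. It was not called without shLuc PBS replicate 1 (-2.82, adjusted p = 0.13) or 2 (-2.98, 0.1) or without shDab2-B LPS replicate 2 (-2.90, 0.051), where the standard error was 1.11, 1.11 and 0.931. H13 was higher in shDab2-B cells without LPS (1.87, standard error 0.467, adjusted p = 0.028; 144.4 ± 173.2 in shLuc cells), by 2.92 without shLuc PBS replicate 1 and 0.801 without replicate 2, and was not called without shDab2-B PBS replicate 1 (1.84, standard error 0.587, adjusted p = 0.12) or 2 (1.88, 0.590, 0.11).

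Ubn2 fell with LPS in shDab2-B cells, from 330.9 ± 16.3 to 0.6 ± 0.5, at least 6.61-fold (log2 fold change with 50 added -2.91, standard error 0.733, adjusted p = 0.011), and its unlike pairs lie outside this comparison, in shLuc cells (98.6 ± 142.3 with PBS and 99.3 ± 143.3 with LPS). The fold stayed at -2.94 and -2.92 without shDab2-B LPS replicate 1 or 2 (adjusted p = 0.059 for each) and at -2.82 without shDab2-B PBS replicate 1 (0.053), where the standard error was 0.974, 0.981 and 0.914. Edar was lower in shDab2-B cells without LPS, where both shDab2-B arrays lay under 50, by at least 1.96-fold (-1.51 with 50 added, standard error 0.285, adjusted p = 0.0062). In shLuc cells with PBS it was at 108.9 ± 67.2. The size rests on single arrays, with a log2 fold change of -1.96 without shLuc PBS replicate 1 and -1.07 without replicate 2. With a robust variance, which leaves the folds as they are, the standard errors of Laptm4a, Psmb9, H13, Ubn2 and Edar were 2.17, 1.37, 0.743, 1.17 and 0.416, and none was called (adjusted p = 0.23, 0.26, 0.28, 0.18 and 0.12).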

How the results depend on the processing

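Settings named here as added (no normalization, an offset of 16, a floor of 50, no offset, the deposited means as they stand, divided arrays and the list tests under other normalizations) were chosen only after the data were seen, and the others before the data were examined. Where 1 array is left out, the lone array of its group is assumed to vary like the other groups. Signal over background limits the data, since at most 42.27% of the probes of an array reach 50. The methods' t-test and the fit with only 2 groups do not apply to the difference in LPS response, and the table of group means has no replicates, so it was used for folds and not for tests or lists. The causes of the changes below were not tested, apart from stricter thresholds, which call fewer probes by construction.

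With each array left out in turn, named genes kept their direction and side of the threshold in 1422 of the recomputed values, lost the call in 36, gained it in 12 and reversed in 2, lists kept theirs in 974, lost it in 16 and gained it in 10, and counts stayed within 1.5 times in 144 and moved in 16. At a common 75th percentile 179 gene values were the same, 3 lost the call and 2 gained it. With the replicate number as a block, which nothing shows to pair the arrays (correlations from -0.06 to 0.11), the counts were 6020 and 6983 for LPS in shLuc and shDab2-B cells, 2505 and 4477 for the knockdown without and with LPS and 1170 for the difference, and no gene or list changed. The probes called ranged, with 1 array left out, from 1479 (without shDab2-B PBS replicate 2) to 2719 for the knockdown without LPS and from 794 (without shLuc PBS replicate 1) to 1105 for the difference. Genes higher with LPS and lower in shDab2-B cells ranged from 280 to 377, those lower with LPS and higher in shDab2-B cells from 237 to 346, and those shared by the knockdown comparisons from 371 to 523 (higher) and from 519 to 736 (lower).

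Reversed values were Cd14 with LPS without shLuc LPS replicate 2 (-0.349; 1.054 without replicate 1), Cd14 for LPS in shLuc cells without shLuc LPS replicate 1 (-0.463; 0.943 without replicate 2), Cltc without LPS without normalization (0.235) and Pde4b without LPS with the mean of its probes (-0.011). For the Dab2 transcript, the knockdown difference with LPS ranged, with 1 array left out, from -0.236 without shLuc LPS replicate 2 to -0.50 without shLuc LPS replicate 1, and was -0.554 at an offset of 16 (adjusted p over limma's settings at the threshold of 0.05 from 0.029 with a robust variance to 0.33 without shLuc LPS replicate 2). The other result (Dab2 transcript, LPS in shDab2-B cells) ranged, with 1 array left out, from -0.324 without shDab2-B PBS replicate 2 to -0.524 without shDab2-B PBS replicate 1, and was -0.627 without normalization and -0.652 at an offset of 16 (adjusted p from 0.0022 without normalization to 0.16 without shDab2-B PBS replicate 2; 0.056 at a common 75th percentile).

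At an adjusted p under 0.01, 2919 probes were called for the knockdown with LPS, 1419 without LPS and 614 for the difference, the knockdown comparisons shared 310 higher and 455 lower genes, and 225, 149 and 629 genes were higher with LPS and lower in shDab2-B cells, lower and higher, and lower in both. Past a log2 fold change of 1, 636 and 1179 probes were called for LPS in shLuc and shDab2-B cells, 92 and 251 for the knockdown without and with LPS and 144 for the difference. The methods' t-test with Benjamini-Hochberg adjustment called 516 and 1559 for LPS and 21 and 32 for the knockdown, and unadjusted 4124 for the knockdown without LPS. Without normalization, 6801 probes were called for the knockdown without LPS and 2415 for the difference. For the knockdown without LPS, 4 lists passed with an estimated correlation and 19 with fry, against 8 with camera, and for LPS in shLuc cells 24 passed with fry, against 14.

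Past the log2 ratio of 1.5, the knockdown comparisons gave 26 probes without LPS when an adjusted p was added, 76 and 143 without and with LPS at an offset of 16, 126 with LPS at a floor of 50, and 1385 and 1693 with no offset, where LPS gave 2213 in shLuc and 2261 in shDab2-B cells. Over bright probes past 1.45 in the deposited means as they stand there were 125 for the knockdown with LPS and 865 for LPS in shDab2-B cells. By that ratio with no test, 21 genes were higher with LPS and in shDab2-B cells, 2 higher and lower, 5 lower and higher and 1 lower in both, and the knockdown comparisons shared 3 higher and 4 lower genes. With the LPS response of shDab2-B cells in place of that of shLuc cells, 948 genes were higher in both, 266 higher and lower and 245 lower and higher. Both comparisons then use the shDab2-B arrays with LPS with the same sign, so a shared error favours the first class over the others. With these arrays divided, both ways, there were 690 and 696 (172.1 and 157.4 for independent lists), 201 and 180 (219 and 216.2) and 194 and 119 (228.1 and 213.5). With the 2 shLuc arrays with LPS divided likewise, 254 and 233 genes were higher with LPS and lower in shDab2-B cells and 207 and 184 lower and higher.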

Differences from the paper's values

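The alternatives added after the data were seen are named as such in each sentence, and no cause is offered for any difference. The paper counts genes past a log2 ratio of 1.5 without a test, and the counts here use the same cut-off per probe. The main counts and log2 ratios here are taken with an offset added, which makes the ratios of dim genes smaller. The paper's text names no such offset, and its supplementary tables list ratios down to 1.45. The main values and the paper's are therefore not like for like.

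For genes up-regulated by the knockdown with LPS, the paper's count is 104 and the count here 67; it no longer differs by over 1.5 times at a common 75th percentile (73), at a ratio of 1.45 (71), without shLuc LPS replicate 1 (70) and without shDab2-B LPS replicate 2 (74), but differs in the other alternatives set before the data were examined, and among those chosen after seeing the values it comes to 82 without normalization, 109 at an offset of 16, 99 at a floor of 50 and 111 for bright probes past 1.45 in the deposited means as they stand. For genes down-regulated by the knockdown with LPS, the paper's count is 32 and the count here 16; of the alternatives set before the data were examined, leaving out shLuc LPS replicate 1 (25) closes the gap and the others do not, and an offset of 16 (34) and a floor of 50 (27), chosen after seeing the values, also close it, while 14 bright probes past 1.45 in the deposited means do not. Over all 4 comparisons the paper's number is 926 and the number here 574, with no alternative set before the data were examined under which they come within 1.5 times, whereas no normalization (697), an offset of 16 (855) and a floor of 50 (772), chosen after seeing the values, do. The paper's own Tables S2 to S5, which list ratios down to 1.45, together hold 1071 distinct GenBank entries, so its 926 does not match them. The paper's Table S2 lists 127 genes down-regulated by LPS in shLuc cells against 63 here, with no such alternative, and no normalization (104), an offset of 16 (130), a floor of 50 (108) and bright probes past 1.45 in the deposited means as they stand (180), chosen after seeing the values, come within 1.5 times. The paper's Table S3 lists 711 genes down-regulated by LPS in shDab2-B cells against 156 here; no alternative set before the data were examined comes within 1.5 times, and of those chosen after seeing the values the bright probes past 1.45 in the deposited means as they stand (616) do, while no normalization (371), an offset of 16 (282) and a floor of 50 (254) do not. Other counts are within 1.5 times here and leave that range in some alternatives: the paper's 34 and 18 genes higher and lower by the knockdown without LPS, its 238 genes higher with LPS in shLuc cells and its 266 in shDab2-B cells (26, 23, 196 and 347 here). Of the alternatives set before the data were examined, an added adjusted p does this for the 34 (15) and the 18 (11), and leaving out shDab2-B PBS replicate 1 for the 18 (30). Of those chosen after seeing the values, an offset of 16 does it for the 18 (33) and the 266 (452), a floor of 50 for the 18 (29) and the 266 (432), the deposited means for the 34 (57), the 18 (6) and the 238 (146), and no offset for all 4 (680, 705, 1136 and 1176).

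A log2 ratio of Table 1 counts as within the error when it is no further from the paper's value than the spread of the replicates, the root of the summed variances of both groups, or 0.05 where that is larger. This spread is 0.0584 for Pilra, 0.220 for Adssl1, 0.127 for Il6, 0.0886 for Il1a, 0.0457 for Ifnb1, 0.170 for Cxcl10, 0.0530 for Ifit1, 0.121 for Ccl5 and 0.0914 for Ifit2. For the log2 ratios of shDab2-B over shLuc cells with LPS, the paper's value for Pilra is 2.1 and the value here 1.48. No alternative set before the data were examined closes the gap. A floor of 50, chosen after seeing the values, gives 2.18 and by this rule does not close it either. As a fold, the paper's Table 1 gives 4.4 for Pilra, and the ratio of the normalized intensities here is 4.59. For Adssl1 the paper's value is -1.6 and the value here -1.34; the gap closes without shLuc LPS replicate 2 (-1.47) and without shDab2-B LPS replicate 2 (-1.44), not in the other alternatives set before the data were examined, and at an offset of 16 (-1.56), a floor of 50 (-1.69) and no offset (-1.69), chosen after seeing the values. For Il6 the paper's value is 4.6 and the value here 3.68, where the fold is at least 24.5; no alternative set before the data were examined closes the gap, and a floor of 50 (4.61) and no offset (4.64), chosen after seeing the values, do. For Il1a the paper's value is 2.4 and the value here 2.21; the gap closes at a common 75th percentile (2.34), not in the other alternatives set before the data were examined, and without normalization (2.45), chosen after seeing the values. For Ifnb1 the paper's value is 2.3 and the value here 2.12, and for Ifit1 the paper's value is 2.0 and the value here 1.86; for both no alternative set before the data were examined closes the gap, and no normalization (2.31 and 2.04), chosen after seeing the values, does. For Ccl5 the paper's value is 1.5 and the value here 1.25, and only no normalization, a floor of 50 and no offset (1.39 for each), chosen after seeing the values, close the gap. For Ifit2 the paper's value is 1.5 and the value here 1.34; the gap closes at a common 75th percentile (1.43), not in the other alternatives set before the data were examined, and without normalization (1.54), chosen after seeing the values. Every one of these genes has the paper's direction here, and Cxcl10 is within the error.

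Of the 7 genes of the MyD88-dependent pathway that the paper states were not affected by the knockdown, Il1b, Pde4b, Ptgs2, Socs3, Tnf and Cxcl2 were higher here with LPS (log2 fold changes 1.13, 1.06, 0.82, 0.37, 0.35 and 0.28 at an adjusted p under 0.05 from limma), and Ccl3 was not called (0.19). The call of Tnf ended without shDab2-B LPS replicate 1 (adjusted p = 0.073) or shLuc LPS replicate 1 (0.055) and that of Cxcl2 without shDab2-B LPS replicate 2 (0.066) or shLuc LPS replicate 1 (0.057), while Ccl3 was called without shLuc LPS replicate 1 (0.505, adjusted p = 0.01). In each line 1 Ccl3 array with LPS was at the top of the scanner's range, so the size of its change is not measured. None passes the paper's ratio of 1.5. In its discussion the paper describes Il1b and Ptgs2 as higher in shDab2-B cells, as they are here. For Tnf the paper also reports no significant difference by RT-qPCR, including 6 h after LPS in shDab2-B and shDab2-C cells. It reports none in secreted TNF-α either. The small difference between 2 arrays per group here does not overrule those measurements.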

Other observations

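The tests of the paper's Table S3 in this part were chosen only after the result was seen. Several markers of macrophages and dendritic cells were higher in shDab2-B than in shLuc cells already without LPS. Of 18 measured genes of macrophage identity, 7 were higher and 1 lower without LPS (8 and 3 when adjusted over the list alone; camera adjusted p = 0.00688, 0.187 with an estimated correlation), among them Adgre1 (F4/80), at 1269 ± 37.2 against 430.1 ± 20.8 (SD, n = 2 arrays; log2 fold change 1.46, adjusted p = 1.2e-06 from limma). Of 17 dendritic cell markers, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.0546, 0.187 with an estimated correlation and 0.0323 at a common 75th percentile), with Itgax (CD11c) at 235.9 ± 24.5 against 64.2 ± 8.6 (1.32, adjusted p = 6.8e-06) and Cd83 at 618 ± 11.1 against 247.6 ± 0.7 (1.17, adjusted p = 7.2e-07). Egr2, a transcription factor of macrophage activation (1.73, adjusted p = 1.4e-07), Il4i1, an amino acid oxidase (1.92, 1.2e-07), Slc17a6, a glutamate transporter (2.16, 1.4e-08), Abca1 (1.32, 2.4e-06) and Hmox1 (0.70, 4.2e-05) were also higher without LPS. The responses of Adgre1 (0.62, adjusted p = 0.0076), Itgax (0.84, 0.003) and Cd83 (0.39, 0.02) to LPS were larger in shDab2-B cells.

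Genes of the ATF4 and amino acid response, lower in untreated shDab2-B cells, rose more with LPS in these cells. Chac1 went from 267.8 ± 4.9 to 3306 ± 76.1 in shDab2-B cells and from 1275 ± 69.4 to 4463 ± 6.7 in shLuc cells (difference in LPS response 1.63, adjusted p = 1.1e-06), and Trib3 from 89.6 ± 7.5 to 941.5 ± 40.5 and from 470 ± 6.1 to 1360 ± 66 (1.39, adjusted p = 1.5e-05). Cell cycle genes fell further, with Rrm2, a subunit of ribonucleotide reductase, going from 2820 ± 146.6 to 911.5 ± 25.6 in shDab2-B cells and from 2914 ± 203 to 1684 ± 0.2 in shLuc cells (difference -0.81, adjusted p = 0.00044). For the difference in LPS response, 2 of 17 p53 targets were more positive and 6 more negative (camera adjusted p = 0.042, 0.196 with an estimated correlation), and this list did not pass at a common 75th percentile (0.101), with dim probes left out (0.0505) or without shDab2-B LPS replicate 2 (0.0704), shDab2-B PBS replicate 2 (0.0869), shLuc LPS replicate 1 (0.0727) or shLuc PBS replicate 2 (0.0871). With LPS, 10 of 14 measured genes of cholesterol synthesis and uptake fell and 1 rose in shLuc cells (camera adjusted p = 0.000124, 0.0597 with an estimated correlation), and 8 fell and 2 rose in shDab2-B cells (0.0114, 0.16 with an estimated correlation, 0.149 at a common 75th percentile). Dendritic cell markers rose with LPS in shLuc cells (9 of 17; camera adjusted p = 0.00172, 0.0483 with an estimated correlation) and in shDab2-B cells (7 of 17; 0.00292), where they did not pass with an estimated correlation (0.0547). Abcg1, a cholesterol exporter, fell with LPS (log2 fold change -1.50 in shLuc and -1.94 in shDab2-B cells), and Dab2 itself fell by 0.43 with 50 added, or at least 1.34-fold, in shDab2-B cells (adjusted p = 0.017, 0.056 at a common 75th percentile, 0.072 without shDab2-B LPS replicate 2 and 0.16 without shDab2-B PBS replicate 2). For the other result (Dab2 transcript, LPS in shLuc cells) the log2 fold change was -0.32 (adjusted p = 0.079), which passed with dim probes left out (0.044), without a variance trend (0.049), with a robust variance (0.045), without normalization (-0.411, 0.034) and without shLuc LPS replicate 2 (-0.456, 0.037), and was -0.192 (0.4) without shLuc LPS replicate 1.

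The paper's Table S3 lists 266 genes higher and 711 lower after LPS in shDab2-B cells, whereas its Tables S2, S4 and S5 list more genes higher than lower. The log2 ratios of Table S3 are those of the deposited group means as they stand, with a median difference of 2e-04 (median absolute deviation 0.0025), while those of Tables S2, S4 and S5 differ from the deposited means by 0.239, -0.336 and -0.129. This is consistent with Table S3, unlike the other 3, having been made without normalization between arrays, which could produce the surplus of lower genes. Whether LPS in truth lowered more genes than it raised past the ratio cannot be told apart from this, because normalization between arrays sets the balance: 69.0% of the probes past 1.5 were higher after quantile normalization and 40.6% without normalization. After the shift of 0.446 that the other tables imply, 300 of the 711 (42.2%) stay past 1.45. Over probes at or above 50 in both groups of the deposited means, 249 were higher and 616 lower past 1.45 before that shift. After it, 416 were higher and 200 lower. Of the genes of the 4 tables matched to 1 probe, 278 in Table S2, 742 in Table S3, 42 in Table S4 and 106 in Table S5 all had the paper's direction here, and 278, 736, 42 and 103 of them also passed the test. The 4 tables were made from these same arrays and list only genes with large ratios. The shared direction was therefore largely fixed beforehand and is not independent evidence.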
